# Effects of Combined Low Glutathione with Mild Oxidative and Low Phosphorus Stress on the Metabolism of *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2017.01464

**Published:** 2017-08-28

**Authors:** Atsushi Fukushima, Mami Iwasa, Ryo Nakabayashi, Makoto Kobayashi, Tomoko Nishizawa, Yozo Okazaki, Kazuki Saito, Miyako Kusano

**Keywords:** glutathione, mild abiotic stress, oxidative stress, phosphorus limiting stress, metabolomics, transcriptomics

## Abstract

Plants possess highly sensitive mechanisms that monitor environmental stress levels for a dose-dependent fine-tuning of their growth and development. Differences in plant responses to severe and mild abiotic stresses have been recognized. Although many studies have revealed that glutathione can contribute to plant tolerance to various environmental stresses, little is known about the relationship between glutathione and mild abiotic stress, especially the effect of stress-induced altered glutathione levels on the metabolism. Here, we applied a systems biology approach to identify key pathways involved in the gene-to-metabolite networks perturbed by low glutathione content under mild abiotic stress in *Arabidopsis thaliana*. We used glutathione synthesis mutants (*cad2-1* and *pad2-1*) and plants overexpressing the gene encoding γ-glutamylcysteine synthetase, the first enzyme of the glutathione biosynthetic pathway. The plants were exposed to two mild stress conditions—oxidative stress elicited by methyl viologen and stress induced by the limited availability of phosphate. We observed that the mutants and transgenic plants showed similar shoot growth as that of the wild-type plants under mild abiotic stress. We then selected the synthesis mutants and performed multi-platform metabolomics and microarray experiments to evaluate the possible effects on the overall metabolome and the transcriptome. As a common oxidative stress response, several flavonoids that we assessed showed overaccumulation, whereas the mild phosphate stress resulted in increased levels of specific kaempferol- and quercetin-glycosides. Remarkably, in addition to a significant increased level of sugar, osmolytes, and lipids as mild oxidative stress-responsive metabolites, short-chain aliphatic glucosinolates over-accumulated in the mutants, whereas the level of long-chain aliphatic glucosinolates and specific lipids decreased. Coordinated gene expressions related to glucosinolate and flavonoid biosynthesis also supported the metabolite responses in the *pad2-1* mutant. Our results suggest that glutathione synthesis mutants accelerate transcriptional regulatory networks to control the biosynthetic pathways involved in glutathione-independent scavenging metabolites, and that they might reconfigure the metabolic networks in primary and secondary metabolism, including lipids, glucosinolates, and flavonoids. This work provides a basis for the elucidation of the molecular mechanisms involved in the metabolic and transcriptional regulatory networks in response to combined low glutathione content with mild oxidative and nutrient stress in *A. thaliana*.

## Introduction

Plants can respond to environmental changes and enhance their ability to tolerate biotic and abiotic stresses, including oxidative and nutrient stress (Mittler, 2002, 2006; Vinocur and Altman, 2005; Schachtman and Shin, 2007; Qin et al., 2011). Because reactive oxygen species (ROS) produced via plant metabolism under various stress conditions induce oxidative stress, plants need to reprogram and reconfigure their metabolism to survive (Moller et al., 2007; Baxter et al., 2014). Differences in plant responses to severe and mild abiotic stress have been documented (Kreps et al., 2002; Skirycz et al., 2010; Claeys and Inze, 2013; Dubois et al., 2013, 2015; Claeys et al., 2014). These differences suggest that plants possess highly sensitive systems that monitor environmental stress levels for a dose-dependent fine-tuning of their growth and biological processes in response to stress.

Glutathione is one of the important molecules that protect cells against ROS and maintain intracellular redox homeostasis (Marrs, 1996; Noctor et al., 2012). It has two main stable forms—thiol (GSH) and disulfide (GSSG)—and is synthesized from its constituting amino acids via two steps catalyzed by γ-glutamylcysteine synthetase (*GSH1*) and glutathione synthetase (GSH2) (Dixon et al., 2002). *GSH1* is localized in plastids; GSH2 is primarily localized in the cytosol, but it can also be found in the chloroplast (Wachter et al., 2005). A complete loss-of-function of *GSH1* results in embryo lethality (Cairns et al., 2006), whereas loss-of-function of GSH2 results in a seedling-lethality phenotype (Pasternak et al., 2008). Some mutants with defects in the *GSH1* gene (Cobbett et al., 1998; Vernoux et al., 2000; Ball et al., 2004; Parisy et al., 2007) harbor nucleotide transitions or deletions in a region of the putative catalytic domain of *GSH1* (Parisy et al., 2007). Compared to that in wild-type (WT; Columbia; Col-0) plants, two *GSH1* mutants—*cadmium-sensitive 2-1* (*cad2-1*) (Cobbett et al., 1998) and *phytoalexin-deficient mutant 2-1* (*pad2-1*)—showed lower glutathione content (40 and 22%, respectively) (Parisy et al., 2007). The former mutant was found to be cadmium sensitive (Howden et al., 1995), whereas the latter was highly susceptible to *Pseudomonas syringae* and *Phytophthora brassicae* (Cobbett et al., 1998). The importance of glutathione in plant defense has been well documented (for example, see reviews by Noctor et al., 2012; Queval and Foyer, 2012).

In addition to the above central functions of glutathione, many studies have revealed that glutathione content can contribute to the promotion of tolerance to various environmental stresses (Noctor et al., 1998; Zhu et al., 1999; Gullner et al., 2001; Gomez et al., 2004; Liedschulte et al., 2010). Among the key glutathione-associated genes in *Arabidopsis thaliana*, glutathione-*S*-transferase (GST) plays an important role in the mechanisms underlying plant responses to abiotic stresses, including drought and salt (Ji et al., 2010; Qi et al., 2010; Jha et al., 2011; Xu et al., 2015), cold (Huang et al., 2009), and cadmium (Dixit et al., 2011). Other researchers (Chen et al., 2012; Cheng et al., 2015) determined whether altered glutathione levels affect the abiotic stress tolerance in Arabidopsis and found that an endo- and exogenous increase in glutathione levels in GST-knockout Arabidopsis elicited both drought and salt stress tolerance; *pad2-1* exhibited a survival rate of approximately 50% under stress conditions. In addition to the important role of phytohormones such as salicylic acid (SA), jasmonic acid (JA), and ethylene in plant defense responses, the relationship between glutathione and phytohormones has been considered to play a pivotal role during abiotic stress. Combined transcriptome and proteome analysis of *pad2-1* subjected to combined osmotic and cold stress revealed that glutathione confers stress tolerance to plants via a process associated with lignin, phenylpropanoid, and ethylene biosynthesis (Kumar et al., 2015). Subsequent studies showed that glutathione induces the transcription of genes associated with ethylene biosynthesis in a WRKY33-dependent manner (Datta et al., 2015). Comparative transcriptome and proteome analyses by using ethylene-insensitive, abscisic acid (ABA), and glutathione mutants suggested a crosstalk among ethylene, ABA, and glutathione in inducing stress-responsive genes and proteins to mitigate osmotic and cold stress in Arabidopsis (Kumar et al., 2016). However, little is known about the relationship between glutathione and mild abiotic stress, especially nutrient stress. Furthermore, the effect of stress-induced altered glutathione levels on global primary and secondary metabolism has not been studied.

In this study, we applied a systems biology approach to identify key pathways involved in the gene-to-metabolite networks affected by low glutathione content under mild abiotic stress in Arabidopsis. We used *GSH1* mutants (*cad2-1* and *pad2-1*) and *GSH1*-overexpressing plants and exposed them to two conditions—mild oxidative stress elicited by methyl viologen (MV) and mild stress induced by the limited availability of phosphate (P-lim). We observed no severe visual phenotypes (e.g., chlorosis) in the assayed plants and found that glutathione synthesis mutants and the transgenic plants showed growth similar to that of Col-0 plants under the two mild abiotic stresses. Metabolite and transcript profiling and glutathione quantification showed that the *GSH1* mutants exposed to MV-induced oxidative and P-lim stresses survived by modulating their metabolic and transcriptional networks associated with secondary metabolism.

## Materials and Methods

### Plant Materials and Growth Conditions

Arabidopsis ecotype Columbia (Col-0) was used. The mutant *cad2-1* (Cobbett et al., 1998) was used as an allelic mutant of *pad2-1* (Parisy et al., 2007). Further, *35S::GSH1* transgenic plants, 7-5 and 13-6 (Cheng et al., 2015), were also used to evaluate the shoot phenotypic changes. Plants other than those exposed to MV stress and P-lim were grown in Murashige and Skoog agar medium. Sterilized seeds were stratified at 5°C for 2 days and then sown on Murashige and Skoog medium containing 1% sucrose. Oxidative stress was produced by adding 0.05 μM MV to the Murashige and Skoog medium. The low phosphorus condition was created using P-lim medium in which the phosphate concentration was 20% of that in the Murashige and Skoog medium. Seedlings of Arabidopsis Col-0 and mutants were cultivated in growth chambers at 22°C under 16-h light/8-h dark conditions for 18 days (light strength, 80 μmol⋅m^-2^⋅s^-1^ of the photosynthetic photon flux). GSH1-overexpression lines were cultivated under the same condition for 20 days.

### Metabolite Profiling

Harvested aerial parts of WT and mutant plants (*n* = 8, biological replicates) were frozen immediately in liquid nitrogen to quench enzymatic activity. Primary and secondary metabolites were extracted according to previously established methods; we performed GC-TOF-MS analysis (Kusano et al., 2007a,b) for primary metabolites and LC-q-TOF-MS analysis for secondary metabolites (Matsuda et al., 2009; Nakabayashi et al., 2014) and lipids (Kimbara et al., 2013). The details of metabolite profiling are shown in Supplementary Document S1. Principal component analysis (PCA) was performed using SIMCA-P 12.0 (UmetricsAB^1^) with log_10_ transformation and autoscaling. For stress treatment- and genotype comparison, differentially abundant metabolites were identified using linear regression models in the LIMMA method (Smyth, 2005), which yields false discovery rate (FDR)-adjusted *p*-values for multiple testing problems (Benjamini and Hochberg, 1995). The significance level was set at FDR < 0.05. Our data are reported in a manner compliant with the guidelines recommended by Fernie et al. (2011), as shown in Supplementary Table S4. VENNY^2^ was used to generate the Venn diagram.

### Glutathione Quantification

Plant samples (*n* = 3, biological replicates) were frozen immediately in liquid nitrogen and stored at -80°C until analysis. Each frozen sample was extracted with a 20-fold amount of solvent [methanol/water (8:2 v/v)]. Aerial parts were mashed for 6 min in a 2-mL tube by using a mixer mill (MM400; Retsch, Haan, Germany) at a frequency of 20 Hz. The mixture was centrifuged at 15,000 rpm, and then supernatant containing glutathione was taken out. The supernatant was used for the quantification of GSH and GSSG by using ultra high performance liquid chromatography (UHPLC-MS; Nexera, Shimadzu, Kyoto, Japan) coupled with a triple quadrupole mass spectrometer (TSQ Quantum Ultra Thermo; Fisher Scientific, San Jose, CA, United States). UHPLC separation was performed on an Acquity UPLC BEH C18 column (50 mm × 2.1 mm, 1.7 μm particle size; Waters) maintained at 40°C. Other LC conditions were as follows: flow rate, 0.4 mL/min; injection volume, 5 μL (GSH) and 20 μL (GSSG); solvent system, acetonitrile (0.1% formic acid):water (0.1% formic acid); and gradient program, 2:98 v/v at 0–3 min, 98:2 at 7–10 min. For mass spectrometry (MS) detection, heated-electrospray ionization was used as the ionization source in the positive mode. Other conditions were as follows: sheath gas pressure, 50 arbitrary units; ion sweep cone gas, 0 arbitrary units; vaporizer temperature, 450°C; aux gas pressure, 20 arbitrary units; and spray voltage, 3,000 V. Selected reaction monitoring (SRM) was used to quantify GSH and GSSG. SRM was conducted by scanning the product ions at m/z 162.070 obtained from the fragmentation of the parent ions at m/z 308.167 of GSH. SRM was conducted by scanning the product ions at m/z 231.010 obtained from the fragmentation of the parent ions at m/z 613.244 of GSSG. The collision energy for MS/MS was 27 V. Identities were confirmed by comparing the MS/MS spectra with authentic standards [reduced glutathione (GSH, 97.0%) and oxidized glutathione (GSSG, 98.0%)] purchased from Tokyo Chemical Industry (Tokyo, Japan). Statistical data analysis and plotting were performed using Microsoft Excel and the unpaired Welch’s *t*-test by using the R-function *t.test()*.^3^

### RNA Isolation, Microarray Hybridization, and Data Analysis

We performed analysis of mRNA as described previously (Kusano et al., 2011). Briefly, total RNA was extracted from the 18-day-old aerial part of each mutant and WT sample using the RNeasy plant mini kit (Qiagen^4^) according to the manufacturer’s instructions. Three independent hybridizations were performed using the Affymetrix ATH1 GeneChip microarray, according to the manufacturer’s instructions (Affymetrix).^5^ A single biological replicate was used for each hybridization. Preprocessing and normalization/summarization of all CEL files were performed using R, the Bioconductor (Gentleman et al., 2004), and a robust multi-chip average (RMA) (Bolstad et al., 2003; Irizarry et al., 2003). The quality of the GeneChip data was assessed using the AFFYPLM package (Bolstad et al., 2005). The annotation of each gene in the CSV file ATH1-121501.na31.annot.csv (downloaded in April 2012)^6^ released by Affymetrix was used. For stress treatment- and genotype comparison, differentially expressed genes were detected using linear regression models in the LIMMA method (Smyth, 2005), which provides FDR-adjusted *p*-values for multiple testing problems (Benjamini and Hochberg, 1995). The significance level was set at FDR < 0.05. Genevenn^7^ was used to generate the Venn diagram.

### Functional Enrichment Analysis

The transcript profiles were visualized using MAPMAN (v3.5.1R2) (Thimm et al., 2004) to inspect coordinated changes in metabolism and other biological process. GO enrichment analysis was performed using Cytoscape (v3.2.1) App BiNGO (Maere et al., 2005). The resulting enriched GO categories were visualized using the Enrichment Map (v2.2.0) (Merico et al., 2010; Isserlin et al., 2014) and AutoAnnotate (Kucera et al., 2016).

## Results

### *GSH1* Mutants and *35S::GSH1* Transgenic Plants Showed Similar Growth to That of WT Plants under Mild Abiotic Stress Conditions

Previously, we reported that, under no-stress condition, the shoot phenotype of the *pad2-1* mutant was similar to that of WT plants (background, Col-0), but showed significant changes in the levels of primary metabolites (Fukushima et al., 2014) (**Supplementary Figure S1** and Table S1). To further understand the relationship between the *GSH1* mutation related to glutathione content and mild abiotic stress, we selected two *GSH1* mutants, *pad2-1* and *cad2-1*, and two *GSH1-*overexpressing plants, 7-5 and 13-6 (Cheng et al., 2015). We first assessed the phenotypic changes of individual WT plants and the *GSH1* mutants under different concentrations of MV (**Supplementary Figure S2**). Our current experimental setup was based on these pilot experiments and findings from MV treatment to isolate MV-resistant mutants in the previous studies [for example, see (Fujibe et al., 2004; Sukrong et al., 2012; Egert et al., 2013)]. *GSH1* mutants and *GSH1*-overexpressing plants were grown on untreated medium (control condition), on medium containing a low concentration (0.05 μM) of MV compared to that used in previous studies [e.g., 10 μM MV treatment in AtGenExpress (Kilian et al., 2007)], or on P-lim medium that had a phosphate concentration of 20% of that in the medium (**Supplementary Figure S3**). We evaluated the shoot phenotypic changes in the *GSH1* mutants (**Figure 1**) and *GSH1*-overexpressing plants (**Supplementary Figure S4**). No plants exhibited chlorosis and/or necrosis attributable to treatment with the low MV medium (**Figure 1A** and **Supplementary Figure S4A**). MV treatment of the mutants and WT plants resulted in an approximately 50% growth reduction (**Figure 1B**). The fresh weight of the aerial parts of the mutants grown under control- and P-lim conditions was approximately 70% of that of the WT plants. These findings suggest that, under the no-stress condition, the *GSH1* mutations were silent at the aerial parts, although the mutants were shown to have impaired lateral root density (Schnaubelt et al., 2013, 2015). Therefore, since the applied stress treatments did not result in severe growth inhibition in the assayed plants, we considered them as mild stress treatments (**Figures 1A,B** and **Supplementary Figure S2**).

**FIGURE 1:**
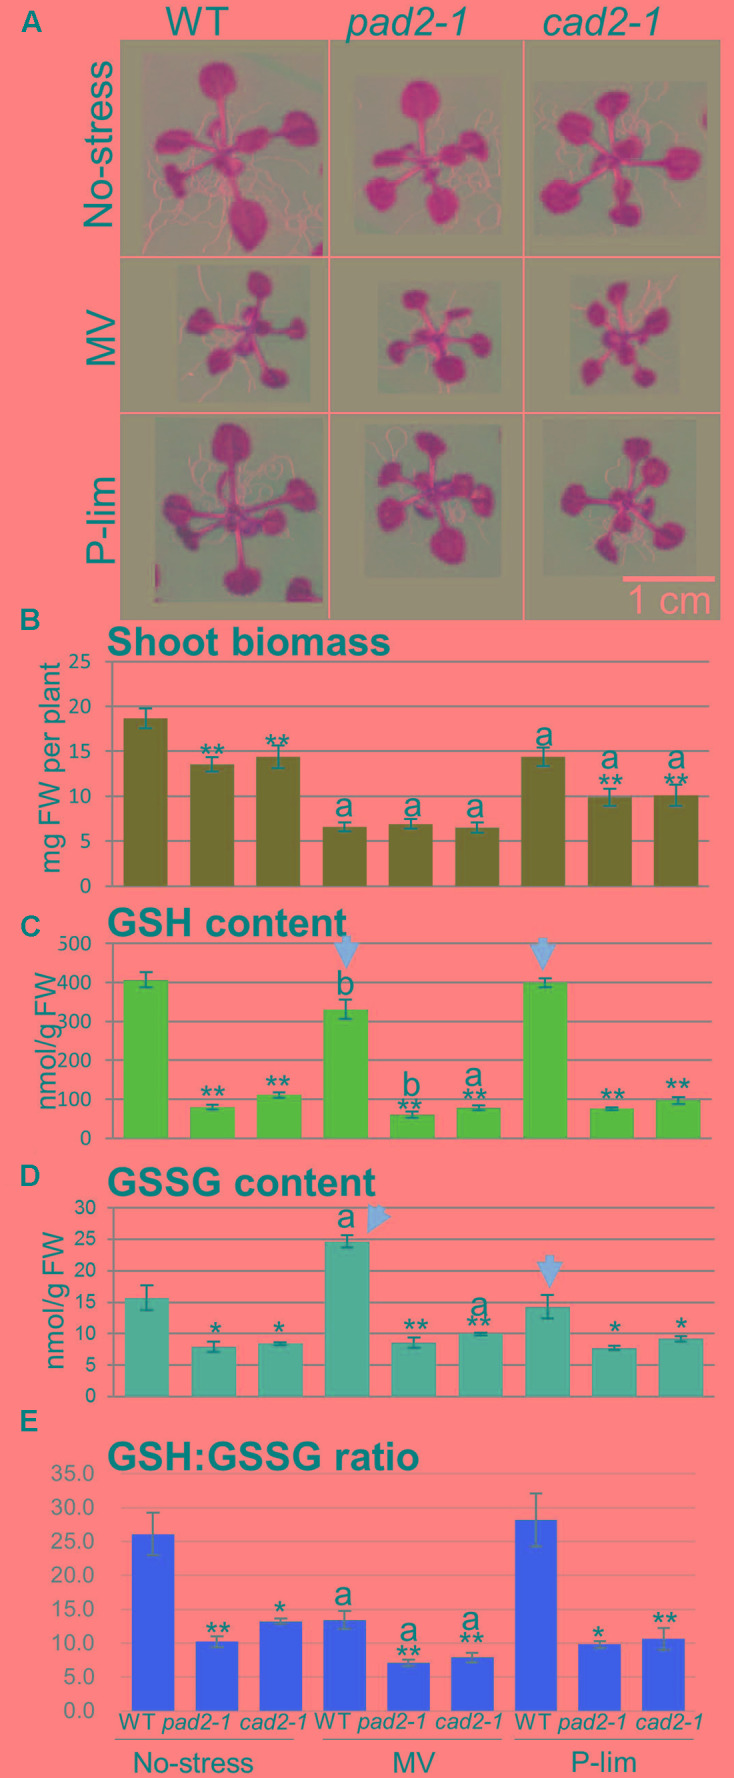
*Visual phenotypes, fresh weight of shoots, and GSH and GSSG levels in* WT plants and the allelic mutants of *GSH1* (*cad2-1* and *pad2-1*) grown under three different conditions. Visible phenotypic changes in 18-day-old *GSH1* mutants grown on Murashige and Skoog medium (no-stress), Murashige and Skoog medium containing 0.05 μM methyl viologen (MV), and low-phosphorus (P-lim) Murashige and Skoog medium **(A)**. Fresh weight (FW) of aerial parts of WT plants and *GSH1* mutants grown under the three conditions (*n* = 20, biological replicates) **(B)**. Quantification of the glutathione content in WT plants and *GSH1* mutants grown under the three growth conditions. Content of the reduced form of glutathione, GSH (*n* = 3, biological replicates) **(C)**. Content of the oxidized form of glutathione, GSSG (*n* = 3, biological replicates) **(D)**. GSH:GSSG ratio as an indirect determinant of oxidative stress **(E)**. Each error bar indicates the standard deviation from the mean. Asterisks represent differences from the control (significant levels were ^∗∗^ α = 0.01 and ^∗^ α = 0.05) by Welch’s *t*-test. The letters “a” and “b” represent significant differences compared to that under the no-stress condition (significant levels were a, α = 0.01 and b, α = 0.05) by Welch’s *t*-test.

The GSH and GSSG contents were lower in the mutant than in the WT plants under the no-stress condition (GSH, approximately 20%; GSSG, approximately 50%). Changes in GSH and GSSG contents differed with stress conditions (**Figures 1C,D**). The level of GSH was decreased significantly in WT plants subjected to MV stress, whereas that of GSSG was increased (arrows in **Figures 1C,D**); the GSH and GSSG contents were almost identical under the P-lim and control conditions. The two *GSH1*-overexpressing plants manifested no changes at the phenotypic level under the no-stress condition (**Supplementary Figure S4A**). The fresh weight of the shoot biomass of the *GSH1* mutants, WT plants, and transgenic lines grown under the two mild stress conditions showed similar trends (**Supplementary Figure S4B**). Increased levels of GSH and GSSG failed to rescue the shoot biomass of the *GSH1*-overexpressing plants under the MV condition (**Supplementary Figures S4C,D**). The GSH:GSSG ratio can be regarded as an indirect determinant of oxidative stress; the GSSG level increases and the GSH:GSSG ratio decreases, when the plant cells are exposed to oxidative stress (Queval et al., 2007; Noctor et al., 2012). Under the MV and P-lim conditions, the measured GSH:GSSG ratio was lower in the two *GSH1* mutants than in the WT plants (**Figure 1E**). The GSH:GSSG ratio was largely unaltered in the transgenic lines (**Supplementary Figure S4E**). On the other hand, the overexpression transgenic plants showed high GSH:GSSG ratio under P-lim conditions. Taken together, our findings suggest that, under both mild abiotic conditions, neither low nor high concentrations of glutathione elicited critical changes in the shoot growth and biomass of the examined plants. In our subsequent analysis, we focused on the *GSH1* mutants to avoid pleiotropic effects from *35S*-mediated overexpression.

### Environmental and Genetic Perturbation in the Metabolic Pathways of the *GSH1* Mutants under Mild Abiotic Stresses

To assess the wide range of metabolic impacts attributed to genotypic differences and types of mild abiotic stresses, we performed multi-platform metabolite profiling (Supplementary Table S2). For a visual inspection of the extent of metabolomic changes under the MV and P-lim stress conditions, we subjected the metabolite profile data to PCA. On the PCA score scatter plot (**Figure 2A**), the samples were clustered according to the applied abiotic stress conditions, as evidenced by the separation of PC1. We observed a genotype-dependent separation in the score scatter plot in the PC1/PC3 or PC2/PC3 direction (**Supplementary Figure S5**). These results indicate that global perturbations due to abiotic stress strongly affected the changes in the metabolite level of the mutant and WT plants.

**FIGURE 2:**
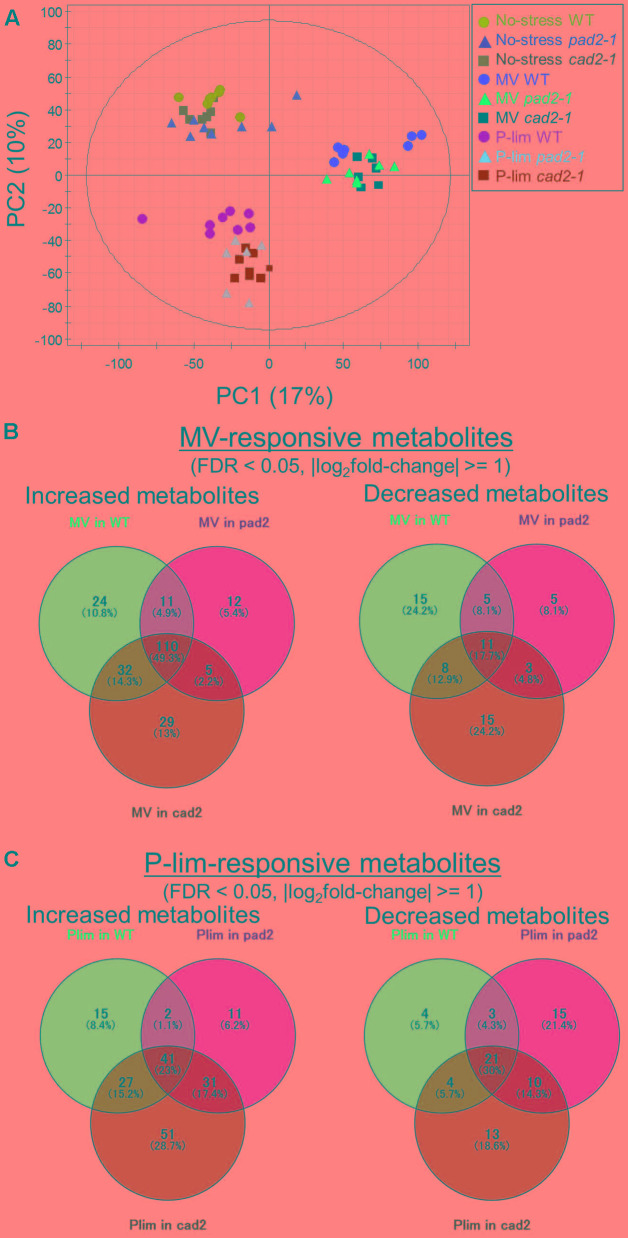
Summary of metabolite profiling conducted in this study. Principal component analysis (PCA) of the metabolite profiles of WT plants and mutants, *cad2-1* and *pad2-1*, exposed to MV and P-lim treatment; integrated data obtained from multi-platform metabolite profiling were used (*n* = 8, biological replicates). The PCA score scatter plot shows that the samples were clustered according to the corresponding abiotic conditions as evidenced by the separation of PC1 **(A)**. Venn diagram of MV- **(B)** and P-lim-responsive (known) metabolites **(C)**. FDR, false discovery rate.

We compared the metabolic responses in the metabolite profiles of the WT plants and *GSH1* mutants grown under the no-stress condition or exposed to MV or P-lim stress. Under MV-induced oxidative stress, a total of 285 significantly changed metabolites was identified (**Figure 2B**), of which 223 were increased and 62 were decreased, respectively, including the commonly and exclusively accumulated metabolites. In all, 110 metabolite levels increased in the WT plant and *GSH1* mutants after MV treatment, whereas 11 metabolite levels decreased (**Figure 2B**). For P-lim, we identified 178 increased and 70 decreased metabolites, respectively. The levels of 41 metabolites increased in the 3 genotypes under P-lim condition, whereas 21 metabolite levels decreased (**Figure 2C**). The number of significantly altered metabolites between *GSH1* mutants and WT plants under mild abiotic stress was smaller than that of the treatment (**Supplementary Figure S6**), indicating consistency with the results of PCA score plots.

#### MV-Responsive Metabolites

The differentially accumulated metabolites involved in primary and secondary metabolism were visualized on a simplified metabolic map (**Supplementary Figure S7**). Stress-specific metabolite alterations against oxidative stress were significantly increased, for example, γ-amino butyrate (GABA), 2-oxo glutarate, proline, and putrescine. MV treatment resulted in a significant increase in the level of sugar and osmolytes. Sucrose, glucose, fructose, xylose, maltose, arabinose, trehalose, raffinose, inositol, and galactinol were observed in all the samples (**Supplementary Figure S7A**). Notable changes were observed in metabolite levels associated with secondary metabolism in the *GSH1* mutants and WT plants by MV and P-lim treatments (**Figure 3**). Triacylglycerols (TAG) increased under almost all conditions, whereas phosphatidylcholine (PC) 34:6 decreased under all conditions. The phospholipids, 34:2 and 34:3 phosphatidylglycerols (PG) and 34:2 and 36:3 digalactosyldiacylglycerols (DGDG), increased after MV treatment. As for glucosinolates, the level of long-chain aliphatic glucosinolates [8-MTO (8-methylthio-*n*-octylglucosinolate) and 8-MSOO (8-methylsulfinyl-*n*-octylglucosinolate)] was remarkably decreased after MV treatment. Antioxidants, including flavonols and anthocyanins except kaempferol (F2), were significantly increased across the *GSH1* mutants after MV treatment.

**FIGURE 3:**
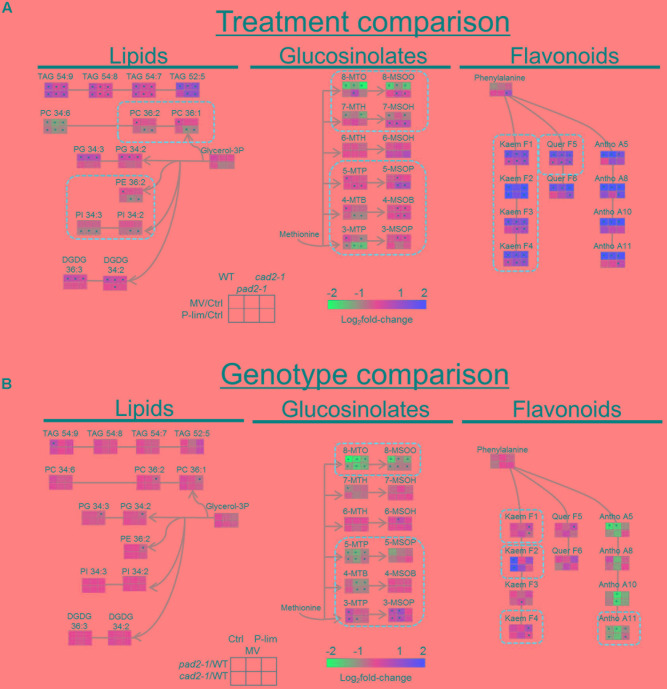
Changes in metabolite levels associated with secondary metabolism in the *GSH1* mutants and WT after MV and P-lim treatments. **(A)** Stress treatment comparison: Log_2_fold-change in metabolites exposed to the two abiotic stresses. The fold-change is represented by two directed colors; red and blue indicate increase and decrease, respectively, in the metabolite level elicited by MV treatment or P-lim. **(B)** Genotype-dependent comparison: Red and blue indicate increase and decrease, respectively, in the metabolite levels in the mutants vs. WT plants. For abbreviations of the metabolite names, see Supplementary Table S5. *n* = 8, biological replicates, ^∗^FDR < 0.05.

#### Low Phosphate-Responsive Metabolites

In addition to lowered glucose-6-phosphate and fructose-6-phosphate levels under P-lim condition in both the WT and the mutants, several low phosphate-responsive meta-bolites were identified. Examples include the phospholipids, 36:1 and 36:2 PCs, 36:2 phosphatidylethanolamine (PE), and 34:2 and 34:3 phosphatidylinositol (PI), decreased in the *GSH1* mutants under P-lim condition. In the glucosinolate biosynthesis, the level of aliphatic glucosinolates, 4-MSOB (4-methylsulfinyl-*n*-butylglucosinolate), 5-MTP (5-methylthio-*n*-pentylglucosinolate), 5-MSOP (5-methylsulfinyl-*n*-pentylglucosinolate), 7-MSOH (7-methylsulfinyl-*n*-heptylglucosinolate), and 8-MSOO (8-methylsulfinyl-*n*-octylglucosinolate), increased in the *GSH1* mutants under P-lim condition (**Figure 3A**). In contrast, P-lim stress elicited a significant decrease in 3-MTP (3-methylthio-*n*-propylglucosinolate) in all genotypes/conditions. P-lim stress also resulted in moderate increases of detected flavonoids with kaempferol aglycone (F1, F2, F3, and F4) and that of quercetin (F5) in the *GSH1* mutants. There was also opposite changes in dihydrouracil levels in a genotype/stress dependent manner. Other metabolites such as the monosaccharides xylose and arabinose and the disaccharide maltose, tryptophan, octadecatrienoate, fumarate, and threonine were also increased under P-lim condition (**Supplementary Figure S7A**).

#### *GSH1* Mutant-Specific Changes in Metabolite Levels under Mild Abiotic Stress

A genotype-dependent comparison of the metabolite profiles of WT plants and *GSH1* mutants grown under abiotic stress conditions is shown in **Figure 3B**. Compared to that of WT plants, the metabolite profile of each mutant allele under both stress conditions exhibited a similar trend in metabolic responses. Metabolite changes in the biosynthetic pathways of glucosinolates and anthocyanins in the *pad2-1* and *cad2-1* mutants were noted; the flavonol level tended to increase and the level of anthocyanins was remarkably decreased under both the stress conditions. The level of low-phosphate responsive kaempferol-type flavonols, F1 and F4, was higher in the *GSH1* mutants than in the WT plants under P-lim condition. In the mutants subjected to no-stress and MV conditions, short-chain glucosinolates, 3-MTP and 3-MSOP (3-methylsulfinyl-*n*-propylglucosinolate), were increased and long-chain glucosinolates, 8-MTO and 8-MSOO, were decreased. The level of metabolites [e.g., 8-MSOO and A11, one of the major anthocyanin that contains three acyl groups, namely cyanidin-3-*O*-[2-*O*-(2-*O*-(sinapoyl)-xylosyl)-6-*O*-(*p-O*-coumaroyl)-glucoside]-5-*O*-[6-*O*-(malonyl)-glucoside (Tohge et al., 2005)] downstream of glucosinolate and anthocyanin pathways was decreased.

### Genome-Wide Expression Changes in Response to Mild Abiotic Stress

#### Functional Enrichment Analysis

For a better understanding of the metabolic responses to the imposed stress conditions, we performed transcript profiling by using microarray analysis. In this experiment, we focused on *pad2-1* as a representative *GSH1* allele in transcript profiling (Supplementary Table S3). 

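The aerial parts of 18-day-old wild-type (WT) and *pad2-1* seedlings were profiled on Affymetrix ATH1 arrays, which measure transcripts of Arabidopsis with sets of short oligonucleotide probes. *pad2-1* carries a mutation in *GSH1*, which encodes the enzyme of the first step of glutathione synthesis. There were 6 groups of 3 arrays each, 18 arrays in all, from WT and *pad2-1* under the control condition, MV treatment and P-lim. MV (methyl viologen) is a herbicide that takes electrons from photosystem I and passes them to oxygen, and the methods give its concentration as 0.05 µM, whereas the sample labels give 0.05 M. The P-lim medium held 20% of the phosphate of the control medium. The authors normalized all arrays together with RMA (background correction, quantile normalization and summarization of each probe set) and deposited 1 log2 value per probe set and array. Those values were used as deposited, for 22746 probe sets after 64 control probe sets of the manufacturer were left out. Across probe sets, which are not independent of each other, arrays of the same group correlated with a Pearson r between 0.9964 and 0.9984. One linear model with 6 group means was fitted to the 18 arrays with limma, and 7 comparisons were taken from it, namely each treatment against the control in each genotype and *pad2-1* against WT in each condition. The difference between the genotypes in their response to a treatment was tested as an interaction in the same fit. Probe sets were counted as changed at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of 1 or more in size, the thresholds of the study, and single genes and gene lists were counted at the adjusted p alone. Of the 22810 probe sets of the array, 13647 were named by a single gene, 511 by several genes and 8652 by none, so that many genes of interest, *GSH1* among them, have no value under their own name here. The fold threshold, the dim probe sets kept in the fit and the spread shared by all groups are the choices that could change the counts, and the number of arrays per group limits the precision.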

To characterize the gene expression patterns of differentially expressed genes (DEGs) in the WT and *pad2-1* plants subjected to MV or P-lim stress conditions, we performed gene ontology (GO) enrichment analysis. By using Enrichment Map (Merico et al., 2010; Isserlin et al., 2014), we revealed biological processes between stress treatment and no-stress condition based on hypergeometric tests of GO terms (**Figure 4**). The enriched GO terms in MV-treated vs. no-stress condition for each genotype are shown in **Figure 4A**. We also created an enrichment map showing biological processes between *pad2* and WT under two differential conditions based on hypergeometric tests of GO term enrichment analysis (**Supplementary Figure S8**). We identified GO terms “sulfate assimilation,” “response to heat,” and “response to temperature stimulus” as well as a cluster-comprising terms related to “cell wall” and partially related to “regulation metabolic process” as *pad2-1*-specific expression responses to MV treatment (**Figure 4A**). 

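Heat shock genes fell together in *pad2-1* under MV. Of 8 measured members of the heat shock list, 7 were lower in MV-treated than in control *pad2-1* plants and none was higher (0 higher and 7 lower when adjusted over the list alone). *HSP23.5* (AT5G51440), a small heat shock protein of mitochondria, went from 8.91 ± 0.52 (SD, n = 3) in *pad2-1* control to 5.02 ± 0.18 (SD, n = 3) under MV on the log2 scale (log2 fold change -3.89, standard error 0.21, adjusted p = 3.56e-09 from limma). The cytosolic small heat shock protein *HSP17.6B* (AT2G29500), the peptidyl-prolyl isomerase *ROF2* (AT5G48570), which binds HSP90, and *HOP3* (AT4G12400), a co-chaperone of HSP70 and HSP90, fell too, with log2 fold changes of -1.76, -1.38 and -1.197 (adjusted p = 6.29e-05, 2.71e-06 and 0.000665 from limma). In WT under MV, 1 of the 8, *HSP17.6B*, rose (adjusted p = 0.0208 from limma) and none fell (1 and 0 when adjusted over the list alone). A fall in WT could hardly be measured for *HOP3* and the small heat shock protein genes *HSP17.6C* and *HSP26.5*, which were near the background. *HOP3* and *HSP17.6C* were at 3.30 each in WT control, and *HSP26.5* had a mean of 2.98 over all 18 arrays. The call of *HSP17.6B* in WT under MV is lost when any 1 array of WT control replicates 1 and 3 and WT MV replicates 1 and 2 is left out (adjusted p = 0.0526 to 0.0764 from limma), and also with trend and robust estimation (0.0596). limma's camera test gave an adjusted p of 7.34e-13 for the list in *pad2-1* (adjusted p = 0.0251 with an estimated correlation). For the difference between the genotypes, 6 of the 8 members passed the interaction test, all with a lower response to MV in *pad2-1* than in WT. With trend and robust estimation 4 passed, and adjusted over the list alone 0 were higher and 7 lower. The list had an adjusted p of 1.5e-14 for the interaction from limma's camera test (adjusted p = 0.025 with an estimated correlation). The 6 measured genes of sulfur assimilation and glutathione metabolism went both ways in *pad2-1* under MV. The ATP sulfurylase gene *ATPS3* (AT4G14680) and the sulfite reductase gene *SIR* (AT5G04590) rose by 0.52 and 0.30 (adjusted p = 1.52e-05 and 0.00491 from limma). Another ATP sulfurylase gene, *ATPS4* (AT5G43780), and *SUFE2* (AT1G67810), an activator of the cysteine desulfurase of plastids, fell, with log2 fold changes of -1.06 and -0.59 (adjusted p = 1.62e-06 and 0.0435 from limma). The list as a whole had an adjusted p of 0.764 from limma's camera test (2 higher and 2 lower when adjusted over the list alone). *ATPS4* also fell in WT under MV (-1.35, adjusted p = 3.36e-08 from limma). The interaction with MV did not pass for *ATPS4* or *SIR* (0.29 and 0.13, adjusted p = 0.399 and 0.601 from limma). It passed for *ATPS3* (0.46, adjusted p = 0.00588) and *SUFE2* (-1.15, adjusted p = 0.0195), the latter a call lost without single arrays (0.0515 to 0.068). The call of *SUFE2* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicates 1 and 2 and *pad2-1* MV replicates 1, 2 and 3 is left out (adjusted p = 0.0708 to 0.211 from limma), and also with only the arrays of the groups compared in the fit (0.188) or with trend and robust estimation (0.0755). None of the 4 measured cell wall genes passed limma's test in *pad2-1* under MV, with 1 at an unadjusted p under 0.05 and none when adjusted over the list alone (list adjusted p = 0.671 from camera).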

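In *pad2-1* under P-lim, 7 of 8 measured heat shock genes were lower than in control *pad2-1* plants and none was higher (0 and 7 when adjusted over the list alone), with a median log2 fold change of -1.204. *HSP23.5*, a mitochondrial small heat shock protein, fell to 5.68 ± 0.42 (SD, n = 3) (log2 fold change -3.23, standard error 0.21, adjusted p = 8.44e-09 from limma). The class of cytosolic small heat shock proteins was represented by *HSP17.6C* (AT1G53540), which went from 5.65 ± 0.93 (SD, n = 3) to 3.68 ± 0.19 (SD, n = 3) (log2 fold change -1.98, standard error 0.29, adjusted p = 0.000165 from limma), and by *HSP17.6B* with a log2 fold change of -1.72 (adjusted p = 5.09e-05 from limma). In WT under P-lim, *HSP17.6B* rose by 1.15 (adjusted p = 0.00274 from limma), and the other 7 members did not pass the test. A fall of *HSP17.6C* and *HOP3* in WT could hardly be measured here either, since both were near the background in WT control. The camera test of limma gave the list an adjusted p of 1.96e-10 in *pad2-1* (adjusted p = 0.0477 with an estimated correlation) and 0.67 in WT. The interaction passed for 4 of the 8 genes (0 and 7 when adjusted over the list alone, 3 to 6 lower with any 1 array left out), and the list's adjusted p for it was 9.86e-16 (adjusted p = 0.0191 with an estimated correlation). Of the genes of light response, 2 were measured, too few for a list test. In *pad2-1* under P-lim *HYH* (AT3G17609), a bZIP transcription factor of light signalling, had a log2 fold change of -0.01 (adjusted p = 0.966) and *ATHB2* (AT4G16780), a homeodomain factor of shade response, of -0.07 (adjusted p = 0.578), and neither passed limma's test or reached an unadjusted p under 0.05.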

For the enriched GO terms in P-lim vs. no-stress, GO terms “response to heat,” “response to light stimulus,” and “response to radiation” were enriched in only *pad2-1* (**Figure 4B**). To inspect the expression level of genes in the primary and secondary metabolism, we also performed MAPMAN (Thimm et al., 2004) analysis. For metabolism, remarkable changes were noted for many transcripts directly or indirectly involved in hormone, secondary, and cell wall metabolism (**Supplementary Figures S9**–**S11**). 

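Of 7 measured genes of abscisic acid (ABA) metabolism and response, 5 were lower in *pad2-1* under P-lim than in control *pad2-1* plants, none was higher and 2 did not pass the test (0 and 5 when adjusted over the list alone). *NCED3* (AT3G14440), which encodes the enzyme that cleaves carotenoids in ABA synthesis, went from 4.05 ± 0.31 (SD, n = 3) to 3.34 ± 0.078 (SD, n = 3) (log2 fold change -0.71, standard error 0.11, adjusted p = 0.000257 from limma). Its values are near the background, since the lower quartile of the *pad2-1* control arrays lies between 3.81 and 3.89. *CYP707A3* (AT5G45340), an ABA 8'-hydroxylase that breaks the hormone down, had a log2 fold change of -0.97 (adjusted p = 0.000469), the dehydrin *LTI30* (AT3G50970) one of -1.03 (adjusted p = 0.000174), and *COR15A* (AT2G42540), a chloroplast protein of cold acclimation, one of -0.37 (adjusted p = 0.0168) in the same limma fit. limma's camera test gave the list an adjusted p of 1.18e-05 (adjusted p = 0.0119 with an estimated correlation). In WT under P-lim 2 of the 7 fell and none rose (0 and 3 when adjusted over the list alone). That list had an adjusted p of 0.0147 in WT (adjusted p = 0.0702 with an estimated correlation), and no member passed the interaction test in limma (0 higher and 2 lower both at an unadjusted p under 0.05 and when adjusted over the list alone). As a set the ABA genes had lower changes in *pad2-1* than in WT, with an adjusted p (limma's camera test) of 0.00575 for the interaction (adjusted p = 0.0567 with an estimated correlation). The study names 5 of the 7 members, so the list is not independent of these arrays. Of jasmonic acid (JA) genes, 3 were measured, and none passed limma's test in *pad2-1* under P-lim, with 1 higher at an unadjusted p under 0.05 and none when adjusted over the list alone. *OPCL1* (AT1G20510) and *ACX1* (AT4G16760), which act in the shortening of the side chain of the JA precursor in peroxisomes, had log2 fold changes of 0.19 (adjusted p = 0.369) and 0.13 (adjusted p = 0.188), and *JMT* (AT1G19640), which methylates JA, had one of 0.20 (adjusted p = 0.399) in limma. As a list they had an adjusted p of 0.22 from limma's camera test, and without *pad2-1* control replicate 2 the list was called (adjusted p = 0.0302).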

Coordinated induction of genes for ABA and JA metabolism was noted in the P-lim treated *pad2-1*. 

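Of the 31 listed genes of aliphatic glucosinolate synthesis 4 were measured, and most of these rose in *pad2-1* under both stresses. Both comparisons subtract the same *pad2-1* control arrays and are not independent. Of 4 measured members, *BCAT4* (AT3G19710), *GSTU20* (AT1G78370) and *UGT74C1* (AT2G31790) were higher and none was lower under MV and under P-lim in *pad2-1* (3 and 0 in each when adjusted over the list alone). *BCAT4* encodes the aminotransferase that starts the chain elongation of methionine, and it rose by 0.75 under MV (adjusted p = 0.00212 from limma) and by 0.58 under P-lim (adjusted p = 0.0113). The glucosyltransferase gene *UGT74C1* rose by 0.56 and 0.32 (adjusted p = 4.98e-05 and 0.00496 from limma) and the glutathione transferase gene *GSTU20* by 0.47 and 0.38 (adjusted p = 0.00249 and 0.00991 from limma). *AOP3* (AT4G03050), which modifies the side chain, had log2 fold changes of -0.02 and -0.03 and did not pass. In WT none of the 4 passed limma's test under either stress, with 1 higher and 1 lower under MV and 1 higher under P-lim at an unadjusted p under 0.05 (1 and 1 under MV and none under P-lim when adjusted over the list alone). The camera test of limma in *pad2-1* gave an adjusted p of 0.000464 under MV (adjusted p = 0.0746 with an estimated correlation), and of 0.0247 under P-lim (adjusted p = 0.218 with an estimated correlation). Without *pad2-1* control replicate 1 the list under P-lim was no longer called (adjusted p = 0.0596 from camera), nor were *BCAT4* (adjusted p = 0.0695 from limma) and *GSTU20* (adjusted p = 0.0629). For the difference between the genotypes, *BCAT4* and *UGT74C1* passed the interaction test under MV (2 and 0 when adjusted over the list alone), with a list adjusted p of 0.000972 from limma's camera test (adjusted p = 0.0922 with an estimated correlation). The call of *UGT74C1* in the interaction with MV is lost when any 1 array of WT control replicates 2 and 3 and *pad2-1* MV replicate 2 is left out (adjusted p = 0.0508 to 0.059 from limma), and also with only the arrays of the groups compared in the fit (0.0633). Under P-lim no member passed it in limma (2 higher at an unadjusted p under 0.05 and none when adjusted over the list alone), and the list had an adjusted p of 0.117 (0.0389 without *pad2-1* control replicate 2 and 0.0385 with the dimmer 50% of all probe sets left out, where it is called).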

For secondary metabolism, we identified coordinated expression for glucosinolate metabolism as *pad2-1*-specific response to both mild abiotic stresses. In addition, there were coordinated changes in transcript levels associated with phenylpropanoids and phenolics as a *pad2-1*-specific response to P-lim. 

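None of the 3 measured genes of the general phenylpropanoid pathway passed limma's test in *pad2-1* under P-lim, none reached an unadjusted p under 0.05, and none passed when adjusted over the list alone. *HCT* (AT5G48930) and *C3H1* (AT2G40890), which act in turn on the way to lignin monomers, had log2 fold changes of -0.02 (adjusted p = 0.931 from limma) and 0.06 (adjusted p = 0.668), and the cinnamoyl-CoA reductase gene *CCR2* (AT1G80820) had one of 0.05 (adjusted p = 0.735). The list had an adjusted p of 0.941 from limma's camera test. Among the flavonoid and anthocyanin genes, 3 of 8 measured members were higher in *pad2-1* under P-lim, none was lower and 5 did not pass (5 and 0 when adjusted over the list alone). *UGT78D1* (AT1G30530) and *UGT78D2* (AT5G17050), glycosyltransferases that attach rhamnose and glucose to flavonols, rose by 0.38 and 0.27 (adjusted p = 0.000266 and 0.00333 from limma), and the third was *5MAT* (0.38, adjusted p = 0.0239). The call of *5MAT* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicates 1 and 3 and *pad2-1* P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0548 to 0.133 from limma), and also with only the arrays of the groups compared in the fit (0.0519). The same flavonol glycosyltransferases rose in WT under P-lim, by 0.34 and 0.30 (adjusted p = 0.000899 and 0.00168 from limma), and 3 of the 8 members passed there (6 and 0 when adjusted over the list alone), *UGT79B1* being the third (0.66, adjusted p = 0.0317). The call of *UGT79B1* in WT under P-lim is lost when any 1 array of WT control replicates 1 and 2 and WT P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0701 to 0.126 from limma), and also with trend and robust estimation (0.0772). The adjusted p (limma's camera test) of the flavonoid list was 0.00126 in *pad2-1* and 0.000463 in WT (adjusted p = 0.196 and 0.134 with an estimated correlation). No member of either list passed the interaction with P-lim in limma or reached an unadjusted p under 0.05 for it, and the adjusted p of each list was 0.923.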

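Among 4 measured genes of cell wall modification, *EXPA8* (AT2G40610), an expansin that loosens the wall, fell in WT under P-lim (log2 fold change -0.89, standard error 0.10, adjusted p = 8.8e-06 from limma), and 3 did not pass the test (0 and 1 when adjusted over the list alone). The xyloglucan endotransglucosylase genes *XTH19* (AT4G30290), *XTH20* (AT5G48070) and *XTH33* (AT1G10550) had log2 fold changes of 0.42, 0.13 and 0.09 (adjusted p = 0.244, 0.303 and 0.554 from limma). Of pectin methylesterases, which remove methyl groups from pectin, 2 were measured, too few for a list test, and neither *PME17* (AT2G45220) nor *PME41* (AT4G02330) passed in WT (log2 fold changes 0.53 and 0.35, adjusted p = 0.0714 and 0.258 from limma), though 1 was higher at an unadjusted p under 0.05 and when adjusted over the list alone. In *pad2-1* under P-lim, *EXPA8* fell by 0.91 (adjusted p = 7.44e-06 from limma), and *XTH19*, *XTH33* and *PME17* rose by 0.80, 0.26 and 0.68 (adjusted p = 0.0148, 0.0302 and 0.0166). *XTH19* was near the background in *pad2-1* control, at 3.23. Adjusted over each list alone, 2 of the cell wall genes were higher and 1 lower and 1 of the pectin genes was higher. The call of *XTH19* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicate 2 and *pad2-1* P-lim replicate 3 is left out (adjusted p = 0.0659 to 0.0891 from limma). The call of *XTH33* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicates 1, 2 and 3 and *pad2-1* P-lim replicate 3 is left out (adjusted p = 0.06 to 0.144 from limma), and also with only the arrays of the groups compared in the fit (0.0557), with each array at the same median (0.068) or with trend and robust estimation (0.0518). The call of *PME17* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicate 1 and *pad2-1* P-lim replicate 3 is left out (adjusted p = 0.0577 to 0.0722 from limma), and also with only the arrays of the groups compared in the fit (0.0842). The camera test of limma gave the cell wall list an adjusted p of 0.772 in WT and 0.756 in *pad2-1*. None of the 6 genes passed limma's interaction test between genotype and P-lim, and none reached an unadjusted p under 0.05 for it.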

Cell wall modification and pectin esterases were identified as coordinated pathways in only WT plants under P-lim condition.

**FIGURE 4:**
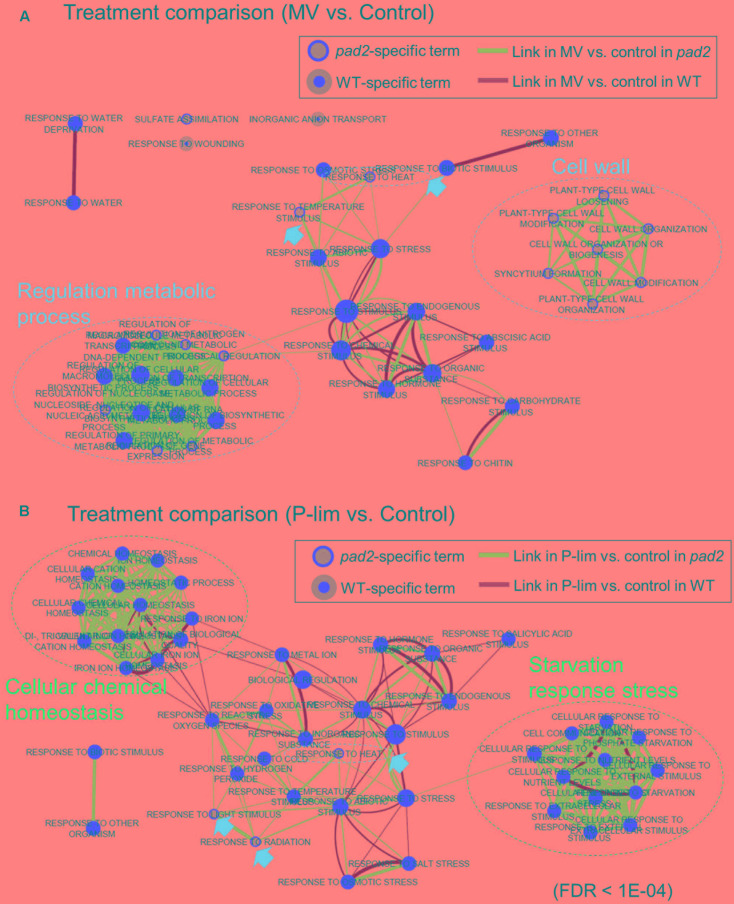
Enrichment map showing biological processes between stress treatment and no-stress condition based on hypergeometric tests of gene ontology (GO) terms by using BiNGO software (Maere et al., 2005). The map shows the enriched GO terms in MV-treated vs. no-stress condition **(A)** and in P-lim vs. no-stress **(B)**. Enrichment map can be used to compare differential transcriptomic responses to abiotic stress between 2 genotypes (i.e., *pad2-1* vs. WT). Nodes represent GO terms, and links between nodes represent gene overlap between GO terms, resulting in a rapid identification of the major enriched functional categories. Inner circle size of each node represents the number of DEGs in “comparison 1” (e.g., MV vs. no-stress in WT) within the GO term in a biological process. Node border size represents the number of DEGs in “comparison 2” (e.g., MV vs. no-stress in *pad2*) within the GO term in a biological process. Color of the node and border indicate significance based on the BiNGO FDR of the GO term for “comparison 1” and “comparison 2,” respectively. The red-filled nodes highlight the major GO functional terms. Link size shows the number of DEGs that overlap between the two connected GO terms (Jaccard coefficient, the cut-off is 0.25). Green links correspond to both datasets when it is the only colored link. Green links indicate “comparison 1” and blue indicates “comparison 2.” Blue dotted circles represent summarized GO term clusters based on AutoAnnotate (Kucera et al., 2016). The maps were generated using Cytoscape (v3.2.1) Enrichment Map plugin (Merico et al., 2010; Isserlin et al., 2014).

#### Mild Oxidative- and Low Phosphate-responsive Genes

Methyl viologen treatment resulted in 87 (WT plants) and 37 (*pad2-1*) MV-inducible genes (**Figure 5A**, left). 

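Under MV, 87 probe sets rose in WT and 37 in *pad2-1*, and 22 of them rose in both, against 0.142 expected for independent lists. Of those with a name, *AT4G01390*, which encodes a TRAF-like protein, rose in WT by 2.52 and in *pad2-1* by 1.55 on the log2 scale (adjusted p = 1.17e-08 and 6.97e-06 from limma). *BAM5* (AT4G15210), a beta-amylase gene, went from 3.61 ± 0.23 (SD, n = 3) to 4.79 ± 0.67 (SD, n = 3) in WT (adjusted p = 0.00628 from limma) and from 3.81 ± 0.29 (SD, n = 3) to 5.43 ± 0.27 (SD, n = 3) in *pad2-1* (adjusted p = 0.000756). *JMT*, which makes methyl jasmonate, rose by 1.01 in WT (adjusted p = 3.17e-05 from limma), and with *OPCL1* 2 of the 3 measured JA genes rose there and none fell (3 and 0 when adjusted over the list alone, list adjusted p = 0.00767 from camera, adjusted p = 0.0581 with an estimated correlation). The call of *OPCL1* in WT under MV is lost when any 1 array of WT control replicate 1 and WT MV replicate 1 is left out (adjusted p = 0.0679 to 0.0697 from limma). In *pad2-1* 1 of the 3 rose, *JMT* (adjusted p = 0.0301 from limma), and 1 fell, *ACX1* (adjusted p = 0.00988), with 1 and 1 called when adjusted over the list alone, and the list had an adjusted p of 0.852. The call of *JMT* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicates 1 and 3 and *pad2-1* MV replicates 1 and 2 is left out (adjusted p = 0.0874 to 0.125 from limma), and also with only the arrays of the groups compared in the fit (0.0606). The call of *ACX1* in *pad2-1* under MV is lost without *pad2-1* control replicate 2 (adjusted p = 0.0596 from limma), and also with only the arrays of the groups compared in the fit (0.106). *BGLU23* (AT3G09260), a beta-glucosidase best known from roots, was also higher in WT under MV, by 0.80 (adjusted p = 0.000703 from limma). Of the 65 probe sets that rose by the fold threshold in WT alone, 36 were also higher in *pad2-1* at an adjusted p under 0.05, and 17 passed the interaction test. Of the 15 that rose in *pad2-1* alone, 5 were higher in WT at that adjusted p, and 10 passed the interaction test. Without *pad2-1* control replicate 1, the count for *pad2-1* was 23 in place of 37, and with the dimmer 50% of all probe sets left out the counts were 56 in WT and 24 in *pad2-1*, of which 12 were shared.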

Genes down-regulated by genetic and environmental perturbations are shown in Venn diagrams that represent the classification of genes (**Supplementary Figure S12**). 

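Under MV, 81 probe sets fell in WT and 79 in *pad2-1*, 23 of them in both (0.281 expected for independent lists), and under P-lim 71 fell in WT and 100 in *pad2-1*, 46 of them in both (0.312 expected). *AT3G62950* and *AT4G15660*, glutaredoxin-family genes, fell under MV in WT (log2 fold changes -2.78 and -2.44, adjusted p = 1.41e-13 and 1.57e-10 from limma) and in *pad2-1* (-2.32 and -2.40, adjusted p = 3.12e-12 and 2.94e-10). Another gene of that family, *AT4G15700*, fell by 2.22 in WT under MV (adjusted p = 4.03e-09 from limma), and the Kelch-repeat F-box gene *AT1G23390* fell by 2.36 (adjusted p = 3.66e-11). Under P-lim, *bHLH101* (AT5G04150), a transcription factor of the iron-deficiency response, went from 6.94 ± 0.32 (SD, n = 3) to 3.22 ± 0.083 (SD, n = 3) in WT and from 7.53 ± 0.28 (SD, n = 3) to 3.39 ± 0.066 (SD, n = 3) in *pad2-1* (log2 fold changes -3.72 and -4.14, adjusted p = 4.79e-10 and 8.97e-11 from limma). *PYE* (AT3G47640), another regulator of that response, fell as well, with log2 fold changes of -2.07 and -2.17 (adjusted p = 2.11e-09 and 1.03e-09 from limma). These were the 2 measured members of the iron-deficiency list, too few for a list test, and both are named by the study. In the comparison of *pad2-1* with WT, 9 probe sets were lower under the control condition, 30 under MV and 4 under P-lim. *AT1G04770* was lower in *pad2-1* under the control condition (log2 fold change -1.03, adjusted p = 8.57e-05 from limma) and P-lim (log2 fold change -0.85, adjusted p = 0.000995). With the dimmer 50% of all probe sets left out, the counts of lower probe sets in *pad2-1* under MV, in *pad2-1* under P-lim and in *pad2-1* against WT under MV were 41, 56 and 15, and those against WT under the control condition and under P-lim were 4 and 0. In the last comparison limma then called 579 lower at an adjusted p under 0.05 with no minimum fold, and 1345 were lower at an unadjusted p under 0.05.

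**Figure D1:**
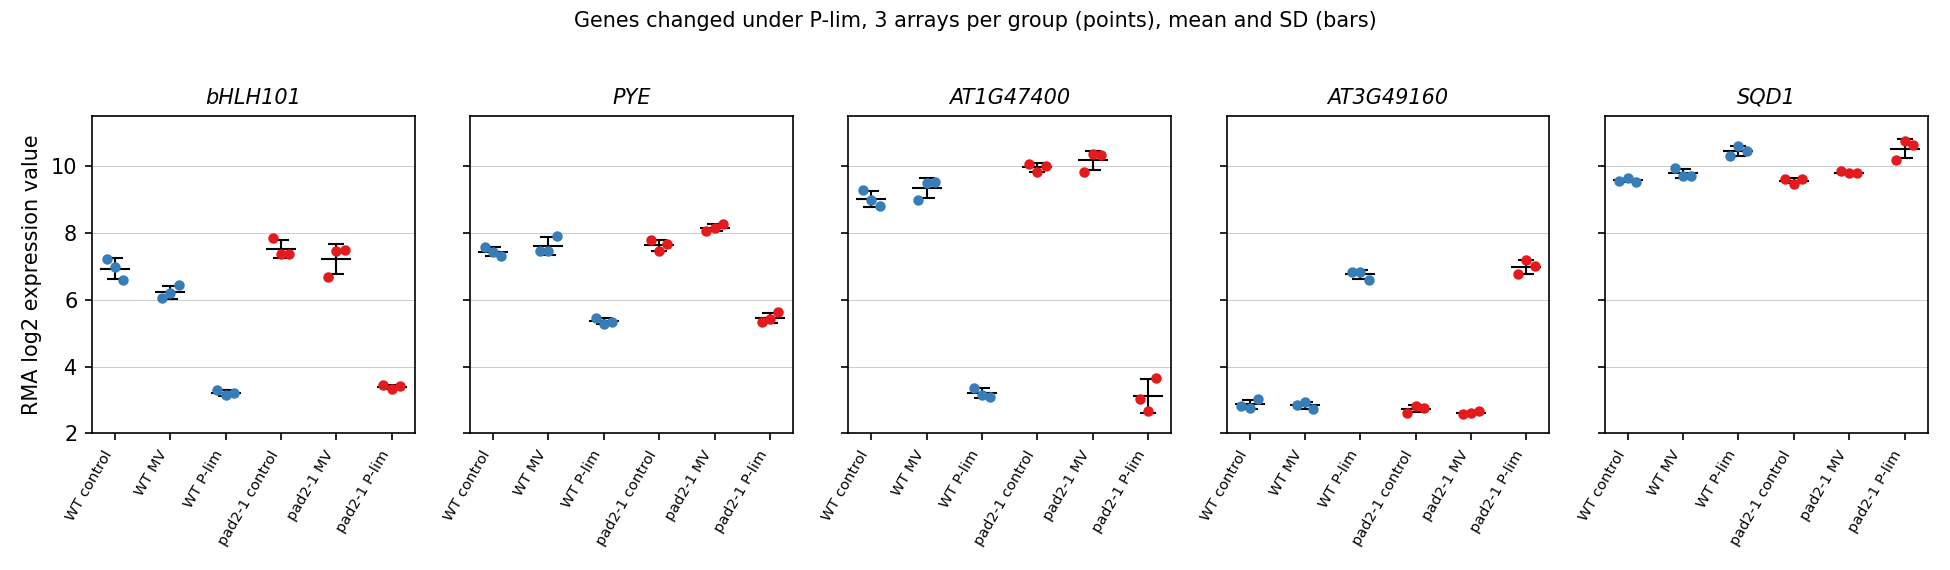
RMA log2 expression values of *bHLH101*, *PYE*, *AT1G47400*, *AT3G49160* and *SQD1* in the 6 groups. Points are the 3 arrays of a group (WT blue, *pad2-1* red), horizontal bars are means and error bars SD. *bHLH101* lies near 3.22 in WT and 3.39 in *pad2-1* under P-lim, below all other groups.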

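Among 6 measured UGT genes of detoxification, *UGT74D1* (AT2G31750) and *UGT87A2* (AT2G30140) rose in WT under MV, by 0.91 (standard error 0.092, adjusted p = 2.56e-06 from limma) and 0.46 (standard error 0.11, adjusted p = 0.0085), and the other 4 did not pass (2 and 0 when adjusted over the list alone). UGT enzymes join sugars to small molecules, *UGT74D1* acting on auxin derivatives. Under P-lim 4 of the 6 rose in WT and none fell (5 and 0 when adjusted over the list alone), with *UGT74D1* at 1.43 (adjusted p = 1.11e-08 from limma), *UGT87A2* at 1.03 (adjusted p = 5.46e-06), *UGT73B1* (AT4G34138) at 0.85 (adjusted p = 1.23e-06) and *UGT73B5* at 0.66 (adjusted p = 0.0345). The call of *UGT73B5* in WT under P-lim is lost when any 1 array of WT control replicates 1 and 3 and WT P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0616 to 0.122 from limma), and also with trend and robust estimation (0.0695). In *pad2-1*, *UGT73C1* (AT2G36750) fell by 1.07 under MV (adjusted p = 0.00102 from limma) and *UGT74D1* rose under P-lim by 0.96 (adjusted p = 1.73e-06). Of the 6, 1 rose (*UGT74D1*, adjusted p = 0.0266 from limma) and 1 fell in *pad2-1* under MV (1 and 2 when adjusted over the list alone). Under P-lim 2 rose there, *UGT74D1* and *UGT87A2* (adjusted p = 0.0154 from limma for the latter), and none fell (2 and 0). The call of *UGT74D1* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicates 1 and 3 and *pad2-1* MV replicates 1 and 3 is left out (adjusted p = 0.0779 to 0.135 from limma), and also with only the arrays of the groups compared in the fit (0.0691). The call of *UGT87A2* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicate 3 and *pad2-1* P-lim replicates 2 and 3 is left out (adjusted p = 0.0636 to 0.0912 from limma), and also with only the arrays of the groups compared in the fit (0.0749). The UGT list had an adjusted p (limma's camera test) of 0.06 in WT under MV, 0.0662 in *pad2-1* under MV, 4.55e-07 in WT under P-lim and 0.0204 in *pad2-1* under P-lim. With an estimated correlation the P-lim calls gave adjusted p = 0.0591 from limma in WT and 0.3 in *pad2-1*. Leaving out WT control replicate 2 or WT MV replicate 3 made the list a call in WT under MV (adjusted p = 0.0257 and 0.0335 from limma's camera test), as did shifting each array to the same median (0.0234), and leaving out *pad2-1* control replicate 3 or *pad2-1* MV replicate 3 made it one in *pad2-1* under MV (adjusted p = 0.000336 and 0.039). The call in *pad2-1* under P-lim is lost without *pad2-1* control replicate 3 or *pad2-1* P-lim replicate 3 (adjusted p = 0.429 and 0.111 from limma). The study names 4 of the 6 genes, so their count is not independent of these arrays. Of 8 measured GST genes, which encode enzymes that join glutathione to electrophiles, *GSTU27* (AT3G43800) rose in WT under MV by 0.35 (adjusted p = 0.00209 from limma) and *GSTU18* (AT1G10360) fell by 0.18 (adjusted p = 0.0393; 4 higher and 1 lower when adjusted over the list alone). The call of *GSTU18* in WT under MV is lost when any 1 array of WT control replicates 1, 2 and 3 and WT MV replicates 2 and 3 is left out (adjusted p = 0.0662 to 0.187 from limma), and also with only the arrays of the groups compared in the fit (0.135). In *pad2-1* under MV 1 rose and none fell (1 and 0 when adjusted over the list alone). For the GST list camera of limma gave an adjusted p of 0.313 in WT and 0.16 in *pad2-1*, where the list was called without *pad2-1* MV replicate 2 (adjusted p = 0.0297).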

The stress-inducible genes included those encoding GST, UDP-glycosyl transferase (UGT), and cytochrome P450 (CYP), which are associated with detoxification and transcriptome responses when plants are exposed to oxidative stress (Dixon et al., 2002). In addition, genes related to flavonoids [e.g., *PRODUCTION OF ANTHOCYANIN PIGMENT 1* (*PAP1*)] and glucosinolates [e.g., *MYB DOMAIN PROTEIN 29* (*MYB29*)/*PRODUCTION OF METHIONINE-DERIVED GLUCOSINOLATE 2* (*PMG2*)] were up-regulated.

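Under MV, genes that decorate anthocyanins and flavonols rose in WT. Of 8 measured flavonoid genes, 7 were higher in MV-treated than in control WT plants and none was lower (8 and 0 when adjusted over the list alone). *UGT75C1* (AT4G14090) and *UGT79B1* (AT5G54060), anthocyanin glycosyltransferases, rose by 1.22 (standard error 0.21, adjusted p = 0.000658 from limma) and 1.25 (standard error 0.19, adjusted p = 0.000153). *5MAT* (AT3G29590), which adds a malonyl group to anthocyanins, rose by 0.67 (adjusted p = 0.000254 from limma) and *UGT89C1* (AT1G06000), a flavonol rhamnosyltransferase, by 0.52 (adjusted p = 0.00155). In *pad2-1* 4 of the 8 rose and none fell (7 and 0 when adjusted over the list alone), *UGT89C1* by 0.49 and *UGT78D1*, another flavonol rhamnosyltransferase, by 0.47 (adjusted p = 0.00433 and 4.98e-05 from limma). *UGT75C1* rose there as well (0.75, adjusted p = 0.0357 from limma). With only the arrays of the groups compared in the fit, 2 of the 4 calls in *pad2-1* remain, and those of *UGT89C1* and *UGT75C1* are lost (adjusted p = 0.0766 and 0.116 from limma). The call of *UGT75C1* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicate 1 and *pad2-1* MV replicates 1, 2 and 3 is left out (adjusted p = 0.0684 to 0.18 from limma), and also with trend and robust estimation (0.0913). *MYB12* (AT2G47460), a transcription factor of flavonol synthesis, did not pass in either genotype (log2 fold changes 0.21 in WT and 0.04 in *pad2-1*, adjusted p = 0.177 and 0.881 from limma). limma's camera test gave the list an adjusted p of 3.64e-08 in WT (adjusted p = 0.0442 with an estimated correlation) and of 1.23e-05 in *pad2-1* (adjusted p = 0.0746 with an estimated correlation). No member passed limma's interaction test with MV (3 with a lower response in *pad2-1* at an unadjusted p under 0.05 and none when adjusted over the list alone), while the list had an adjusted p of 0.0142 for it (adjusted p = 0.361 with an estimated correlation). The list was not called for the interaction without *pad2-1* control replicate 2, WT MV replicate 2 or *pad2-1* MV replicate 2 (adjusted p = 0.149, 0.0993 and 0.0532 from limma's camera test).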

**FIGURE 5:**
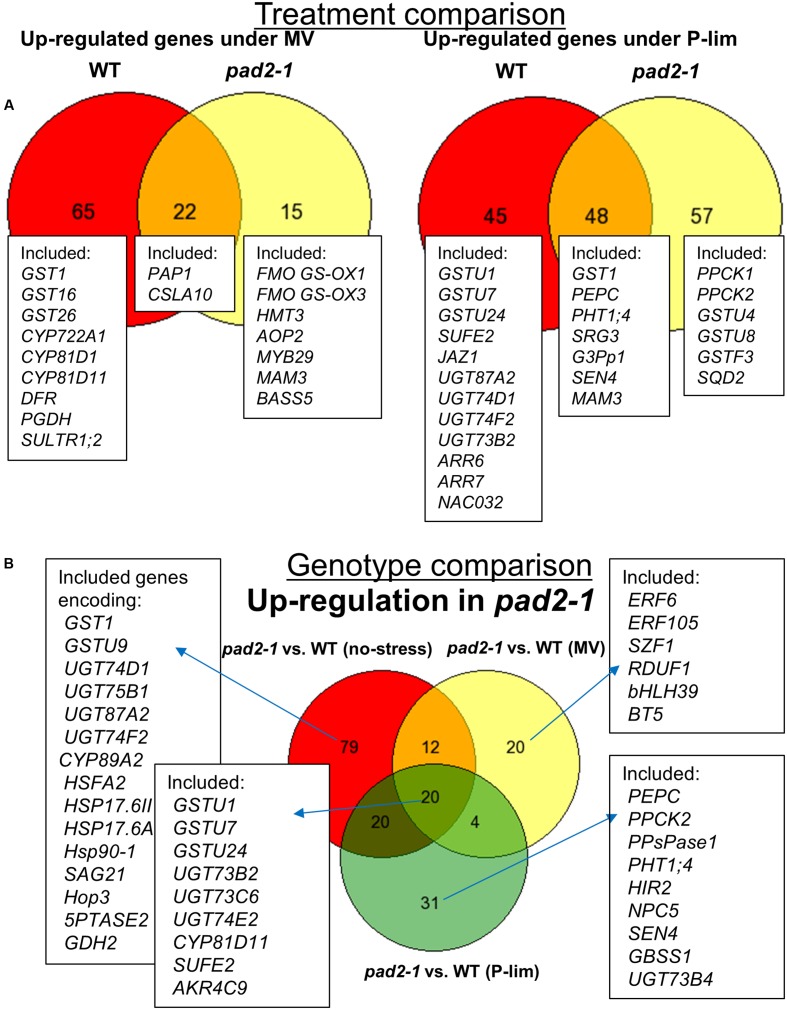
Venn diagrams representing the classification of genes based on microarrays. **(A)** We identified 87 MV-inducible genes in WT plants and 37 MV-inducible genes in the *pad2-1* mutant. We also identified 93 low-P-inducible and 105 low-P-inducible genes in WT plants and the *pad2-1* mutant, respectively. **(B)** Genotype-dependent up-regulated genes. Under the control condition, MV-treatment, and low P stress condition, we identified 131, 56, and 75 up-regulated genes, respectively, in *pad2-1*. We used genevenn (http://genevenn.sourceforge.net/vennresults.php) to draw the diagrams. Differentially expressed genes were identified using a threshold |log_2_ fold-change| ≥ 1 and FDR < 0.05.

P-lim condition resulted in 93 (WT) and 105 (*pad2-1*) low phosphorus-inducible genes (**Figure 5A**, right). 

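Under P-lim, 93 probe sets rose in WT and 105 in *pad2-1*, and 48 of them rose in both genotypes, against 0.429 expected for independent lists. *AT3G49160*, which encodes a protein of the pyruvate kinase family, went from 2.87 ± 0.14 (SD, n = 3) to 6.76 ± 0.14 (SD, n = 3) in WT and from 2.74 ± 0.11 (SD, n = 3) to 6.99 ± 0.20 (SD, n = 3) in *pad2-1* (log2 fold changes 3.89 and 4.25, adjusted p = 3.4e-14 and 7.45e-15 from limma). *AT5G20790* rose by 2.69 in WT and 3.52 in *pad2-1* (adjusted p = 0.000324 and 1.86e-05 from limma), and the copper amine oxidase gene *AT3G43670* by 2.08 and 2.84 (adjusted p = 1.31e-05 and 3.8e-07). Of the 6 measured genes of sulfur assimilation and glutathione, 4 were higher in WT and none was lower (4 and 0 when adjusted over the list alone). They were *SIR*, *ATPS3* (0.25, adjusted p = 0.00976 from limma), the glutathione reductase gene *GR1* (0.41, adjusted p = 0.00034) and *SUFE2* (1.08, adjusted p = 0.000413). *ATPS4* and the other glutathione reductase gene, *GR2*, did not pass (-0.21 and 0.07, adjusted p = 0.213 and 0.556 from limma). The call of *ATPS3* in WT under P-lim is lost when any 1 array of WT control replicate 1 and WT P-lim replicate 3 is left out (adjusted p = 0.0505 to 0.0589 from limma). *SIR*, the sulfite reductase, rose by 0.74 in WT and 0.87 in *pad2-1* (adjusted p = 3.62e-07 and 5.16e-08 from limma). The sulfur list had an adjusted p (limma's camera test) of 0.000361 in WT (adjusted p = 0.0591 with an estimated correlation), and of 0.0827 in *pad2-1*, where 3 rose and 1 fell (3 and 1 when adjusted over the list alone) and where the list was called without *pad2-1* control replicate 2 (adjusted p = 0.0302) and with each array at the same median (adjusted p = 0.0454). The clock gene *GI* (AT1G22770) fell under P-lim, with log2 fold changes of -0.81 in WT and -0.82 in *pad2-1* (adjusted p = 9.01e-06 and 8.55e-06 from limma), and *BGLU23*, known from roots, rose by 0.65 in *pad2-1* (adjusted p = 0.00447). Of the 45 probe sets that rose by the fold threshold in WT alone, 32 were also higher in *pad2-1* at an adjusted p under 0.05 and 23 passed the interaction test. Of the 57 that did so in *pad2-1* alone, 26 were higher in WT at that adjusted p and 12 passed the interaction test. With the dimmer 50% of all probe sets left out, 53 rose in *pad2-1*.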

The inducible genes included *SPX1*, phosphate starvation-induced genes (*PS2* and *PS3*), *phosphate transporter 1;4* (*PHT1;4*), and *PHOSPHOCHOLINE PHOSPHATASE 1* (*PEPC1*), which are known to be up-regulated during phosphorus deprivation (Morcuende et al., 2007). As *pad2-1*-specific transcriptional responses, genes encoding phosphoenolpyruvate carboxylase kinase (PPCK1 and PPCK2), glutathione transferases (e.g., GSTU4, GSTU8, GSTF3), and lipid biosynthesis enzymes [e.g., SULFOQUINOVOSYLDIACYLGLYCEROL 2 (SQD2)] were up-regulated.

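*SQD2* (AT5G01220), which encodes the enzyme of the last step of sulfolipid synthesis, rose in *pad2-1* under P-lim from 8.55 ± 0.21 (SD, n = 3) to 9.75 ± 0.49 (SD, n = 3) (log2 fold change 1.203, standard error 0.16, adjusted p = 6.72e-05 from limma). In WT it went from 8.67 ± 0.13 (SD, n = 3) to 9.06 ± 0.10 (SD, n = 3) and did not pass the test (log2 fold change 0.39, standard error 0.16, adjusted p = 0.165 from limma). The difference between the genotypes in this response was 0.81 and did not pass the interaction test (adjusted p = 0.137 from limma), although it did without *pad2-1* P-lim replicate 1 (adjusted p = 0.00201). With only the arrays of the groups compared in the fit, *SQD2* was called in WT too (adjusted p = 0.0149 from limma). Among 8 measured GST genes, 3 rose in *pad2-1* under P-lim and none fell (3 and 0 when adjusted over the list alone), namely *GSTU16* (AT1G59700) by 0.42 (adjusted p = 0.00198 from limma), *GSTU26* (AT1G17190) by 0.47 (adjusted p = 0.00585) and *GSTU20*. The call of *GSTU20* in *pad2-1* under P-lim is lost without *pad2-1* control replicate 1 (adjusted p = 0.0629 from limma). In WT, *GSTU16* rose by 0.48 (adjusted p = 0.000727 from limma), none fell, and 7 did not pass (1 and 0 when adjusted over the list alone). The GST list had an adjusted p of 0.0592 in *pad2-1* and 0.129 in WT from limma's camera test. Without *pad2-1* control replicate 2 or *pad2-1* P-lim replicate 2 the list was called in *pad2-1* (adjusted p = 0.0288 and 0.0284 from limma's camera test), as it was with each array at the same median (0.0358) and with the dimmer 50% of all probe sets left out (0.0482). No GST gene passed the interaction test with P-lim in limma or reached an unadjusted p under 0.05 for it. *GSTU4*, *GSTU8*, *GSTF3*, *PPCK1* and *PPCK2* were not analysed here.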

We also identified genotype-dependent altered genes. Under the no-stress condition, 131 up-regulated genes were identified in *pad2-1*; their number was 56 after MV treatment and 75 after exposure to low P-stress (**Figure 5B**). 

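Among probe sets that differed by the fold threshold, more were above WT than below it in *pad2-1* in each condition. Under the control condition 131 probe sets were higher, under MV 56 and under P-lim 75, and 20 of them were higher in all 3 conditions, 79 under the control condition alone, 20 under MV alone and 31 under P-lim alone. With no minimum fold, 533 were higher and 641 lower under MV. *QQS* (AT3G30720), an orphan gene of Arabidopsis that affects starch content, was at 6.36 ± 0.34 (SD, n = 3) in WT and 9.66 ± 0.14 (SD, n = 3) in *pad2-1* under the control condition (log2 fold change 3.31, standard error 0.24, adjusted p = 5.13e-08 from limma). The dehydrin *LTI30* was higher in *pad2-1* by 2.39, 1.41 and 1.53 under control, MV and P-lim (adjusted p = 1.21e-08, 1.63e-05 and 1.2e-05 from limma). *UPOX* (AT2G21640), a mitochondrial protein induced by oxidative stress, was higher by 2.40 under the control condition and by 0.81 under P-lim (adjusted p = 2.52e-07 and 0.0208 from limma) and fell in *pad2-1*, with log2 fold changes of -1.702 under MV and -1.30 under P-lim (adjusted p = 2.28e-05 and 0.00021). The call of *UPOX* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicates 2 and 3 and *pad2-1* P-lim replicates 2 and 3 is left out (adjusted p = 0.0645 to 0.0856 from limma), and also with trend and robust estimation (0.0614). Many of the genes above WT under the control condition fell in *pad2-1* under stress. Of those 131 probe sets, 48 fell in *pad2-1* under MV (0.455 expected for independent lists) and 43 under P-lim (0.576 expected). These comparisons share the *pad2-1* control arrays, so that part of the excess may come from the shared controls. Across probe sets the log2 changes of *pad2-1* against WT and of *pad2-1* under MV had a covariance of -0.0153, where unchanged groups simulated against the same controls gave -0.0037, and for P-lim the covariance was -0.008. With the dimmer 50% of all probe sets left out, 84 were higher under the control condition and 36 under P-lim.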

Several *pad2-1*-specific expression changes were noted under the different environmental conditions in genes encoding GSTs, UGTs, CYPs, heat shock proteins (HSPs), senescence-associated genes (SAGs), and transcription factors such as ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR 6 (ERF6) and HEAT SHOCK TRANSCRIPTION FACTOR A2 (HSFA2).

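Heat shock and detoxification genes were higher in *pad2-1* than in WT under the control condition. Of 8 measured heat shock genes 7 were higher and none was lower (8 and 0 when adjusted over the list alone), with a median log2 difference of 1.45. *HSP23.5*, the mitochondrial small heat shock protein, was at 4.19 ± 0.098 (SD, n = 3) in WT (log2 fold change 4.72, standard error 0.21, adjusted p = 8.38e-11 from limma), *HSP17.6B* was higher by 3.46 (adjusted p = 1.39e-08 from limma), *HSP17.6C* by 2.36 (adjusted p = 3.72e-05) and the co-chaperone *HOP3* by 1.59 (adjusted p = 3.48e-05). Under MV 2 of the 8 were higher and under P-lim 1, none was lower (2 and 0, and 1 and 0, when adjusted over the list alone), and *HSP23.5* differed by 1.19 and 1.55 (adjusted p = 0.00144 and 0.000163 from limma). *HSP17.6B* was the other one under MV (0.87, adjusted p = 0.0315 from limma). The call of *HSP17.6B* in *pad2-1* against WT under MV is lost when any 1 array of WT MV replicates 1, 2 and 3 and *pad2-1* MV replicates 1 and 2 is left out (adjusted p = 0.0579 to 0.131 from limma), and also with trend and robust estimation (0.0823). The list had an adjusted p (limma's camera test) of 7.72e-18 under the control condition (adjusted p = 0.0086 with an estimated correlation), 0.0574 under MV and 0.00945 under P-lim, where it was lost with an estimated correlation (adjusted p = 0.399). Without *pad2-1* MV replicate 3 the list was called under MV (adjusted p = 0.00673 from limma).
All 6 measured UGT genes of the detoxification list were higher in *pad2-1* under the control condition and under P-lim, and 3 under MV (6 in each when adjusted over the list alone). UGT genes of the flavonoid and glucosinolate lists are not counted here. *UGT73C1* and *UGT73B5* (AT2G15480), glucosyltransferases of secondary metabolites and xenobiotics, were higher by 1.68 and 1.62 under the control condition and by 1.16 and 1.201 under P-lim (adjusted p = 8.56e-06, 1.71e-05, 0.000809 and 0.000717 from limma). Camera gave that list an adjusted p of 7.72e-18 under the control condition, 1.22e-10 under MV and 9.46e-13 under P-lim (adjusted p = 0.00344, 0.017 and 0.0205 with an estimated correlation), though 4 of its members were chosen by the study on these arrays. Of 8 GST genes, *GSTU16* was higher by 0.46 under the control condition (adjusted p = 0.0012 from limma) and 7 did not pass (3 higher and 3 lower when adjusted over the list alone, list adjusted p = 0.423). *ERF6* (AT4G17490), an ethylene response factor, was higher in *pad2-1* under MV by 1.21 (adjusted p = 0.0012 from limma), and its differences of 0.64 under the control condition and 0.43 under P-lim did not pass (adjusted p = 0.0793 and 0.299). *HSFA2* was not analysed here.

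**Figure D2:**
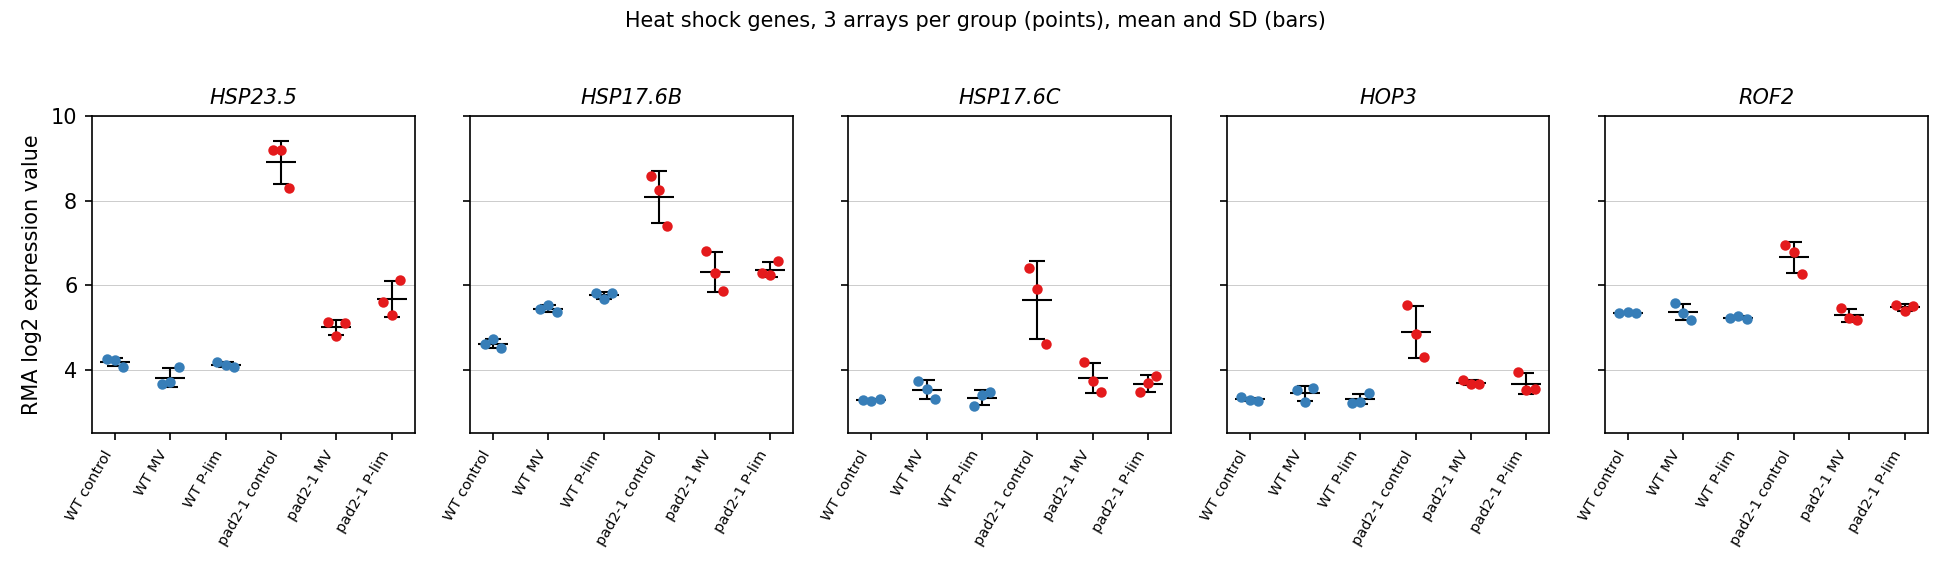
RMA log2 expression values of *HSP23.5*, *HSP17.6B*, *HSP17.6C*, *HOP3* and *ROF2* in the 6 groups. Points are the 3 arrays of a group (WT blue, *pad2-1* red), horizontal bars are means and error bars SD. The *pad2-1* control group has the highest mean for each gene, 8.91 for *HSP23.5*.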

### Transcript Changes in Mild Stress-Responsive Genes and Well-Characterized Stress-Responsive Factors

Among the DEGs, we focused on “marker genes” that are highly induced by stress treatments (Claeys et al., 2014). They include marker genes elicited under oxidative stress [*NAC DOMAIN-CONTAINING PROTEIN32* (*NAC032*) and *ALDO-KETO REDUCTASE 4C9* (*AKR4C9*)], those induced by abscisic acid (ABA) [*NINE-CIS-EPOXYCAROTENOID DIOXYGENASE3* (*NCED3*) and *CYP707A3*] and dehydration [*LATE EMBRYOGENESIS ABUNDANT-LIKE5* (*LEA5*), also known as *SAG21*], mild osmotic stress markers [*MYB51*, *ERF5*, and *WRKY DNA-BINDING PROTEIN33* (*WRKY33*)], and genes overexpressed in response to phosphate starvation [*SQD1* and *SQD2*] (**Table 1**). We found that the expression of the oxidative stress markers *NAC032* and *AKR4C9* was remarkably up-regulated in *pad2-1* grown under MV stress and control conditions. 

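*AKR4C9* (AT2G37770), an aldo-keto reductase that detoxifies reactive carbonyls, and *NAC032* (AT1G77450), a stress-responsive NAC transcription factor, stood higher in *pad2-1* under both conditions. *AKR4C9* was at 4.67 ± 0.26 (SD, n = 3) in WT and 8.78 ± 0.27 (SD, n = 3) in *pad2-1* under the control condition (log2 fold change 4.11, standard error 0.17, adjusted p = 6.91e-11 from limma), and at 5.56 ± 0.37 (SD, n = 3) and 8.23 ± 0.20 (SD, n = 3) under MV (log2 fold change 2.67, standard error 0.17, adjusted p = 9.73e-08 from limma). *NAC032* differed by 1.72 under the control condition (standard error 0.063, adjusted p = 1.21e-11 from limma) and by 1.13 under MV (standard error 0.063, adjusted p = 1.4e-08). MV itself raised both genes in WT, by 0.89 and 0.58 (adjusted p = 0.00182 and 5.66e-06 from limma). In *pad2-1* their changes under MV were -0.55 and -0.01 and did not pass (adjusted p = 0.0644 and 0.957 from limma), although *AKR4C9* was called lower without *pad2-1* control replicate 3 (adjusted p = 0.031). The interaction between genotype and MV was -1.44 for *AKR4C9* and -0.59 for *NAC032* (adjusted p = 0.00427 and 0.00203 from limma). With *UPOX* they were the 3 of 5 measured antioxidant and oxidative stress genes that were higher in *pad2-1* under the control condition, and none was lower (3 and 0 when adjusted over the list alone, list adjusted p = 6.29e-09 from limma's camera test, adjusted p = 0.00285 with an estimated correlation). Under MV 2 of the 5 were higher and none was lower (3 and 0 when adjusted over the list alone, list adjusted p = 2.11e-05 from limma's camera test, adjusted p = 0.0129 with an estimated correlation). Under P-lim it was 3 of the 5, with none lower (3 and 0 when adjusted over the list alone, 2 or 3 higher with any 1 array left out, list adjusted p = 0.000123 from limma's camera test, adjusted p = 0.0205 with an estimated correlation). The study names 2 of the 5, so the list is not independent of these arrays. The peroxiredoxin *2CPA* (AT3G11630) and the sulfiredoxin *SRX* (AT1G31170) differed by 0.02 and -0.05 under the control condition and did not pass limma's test (adjusted p = 0.902 and 0.757).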

Under P-lim stress, *NAC032* and *AKR4C9* genes were up-regulated in WT plants; genotype comparison showed the up-regulation of the *AKR4C9* gene in *pad2-1* plants. 

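Under P-lim, the carbonyl-detoxifying reductase gene *AKR4C9* rose in WT to 7.82 ± 0.11 (SD, n = 3) (log2 fold change 3.15, standard error 0.17, adjusted p = 1.58e-09 from limma), and the transcription factor gene *NAC032* rose from 6.79 ± 0.086 (SD, n = 3) to 7.88 ± 0.047 (SD, n = 3) (log2 fold change 1.08, standard error 0.063, adjusted p = 2.92e-09 from limma). In *pad2-1*, *AKR4C9* rose by 0.80 (adjusted p = 0.00469 from limma) to 9.58 ± 0.22 (SD, n = 3). *NAC032* rose there by 0.20, from 8.51 ± 0.099 (SD, n = 3) to 8.71 ± 0.044 (SD, n = 3) (adjusted p = 0.0463 from limma). The call of *NAC032* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicates 2 and 3 and *pad2-1* P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0572 to 0.205 from limma), and also with only the arrays of the groups compared in the fit (0.121) or with each array at the same median (0.0835). Between the genotypes under P-lim, *AKR4C9* was higher in *pad2-1* by 1.76 (standard error 0.17, adjusted p = 9.99e-06 from limma) and *NAC032* by 0.83 (standard error 0.063, adjusted p = 9.58e-07). Their rise was smaller in *pad2-1* than in WT, with interactions of -2.35 and -0.88 (adjusted p = 7.15e-05 for each from limma).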

Marker gene expressions associated with ABA and mild osmotic stress were largely unaltered except for *LEA5*/*SAG21* (up-regulated in *pad2-1* under control conditions) and *WRKY33* (down-regulated in *pad2-1* by MV treatment). 

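*SAG21* (AT4G02380), a late embryogenesis abundant protein also known as LEA5, was at 6.28 ± 0.41 (SD, n = 3) in WT and 7.89 ± 0.52 (SD, n = 3) in *pad2-1* under the control condition (log2 fold change 1.61, standard error 0.24, adjusted p = 0.000198 from limma). Under MV the genotypes differed by 0.55, which did not pass (adjusted p = 0.219 from limma). Under P-lim *SAG21* was higher in *pad2-1* by 0.99 (adjusted p = 0.0181 from limma). The call of *SAG21* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicates 1 and 3 and *pad2-1* P-lim replicate 3 is left out (adjusted p = 0.0566 to 0.0971 from limma), and also with trend and robust estimation (0.0591). Of the 4 measured senescence genes, *SAG21* and the transcription factor gene *WRKY53* (AT4G23810) were higher in *pad2-1* under the control condition and none was lower (2 and 0 when adjusted over the list alone, list adjusted p = 0.146 from limma's camera test, and 0.0206 without *pad2-1* control replicate 3). None of the 4 passed against WT under MV, and *SAG21* alone did under P-lim (2 higher and 1 lower, then 1 and 0, when adjusted over the list alone, list adjusted p = 0.209 and 0.208 from limma's camera test). The call of *WRKY53* in *pad2-1* against WT under the control condition is lost when any 1 array of WT control replicates 1, 2 and 3 and *pad2-1* control replicates 1 and 2 is left out (adjusted p = 0.0738 to 0.179 from limma), and also with only the arrays of the groups compared in the fit (0.129). *WRKY33* (AT2G38470), a WRKY factor of defence, was at 7.33 ± 0.39 (SD, n = 3) in *pad2-1* control and fell to 6.25 ± 0.31 (SD, n = 3) under MV. *NCED3*, an enzyme of ABA synthesis, fell in WT, with log2 fold changes of -0.63 under MV and -0.49 under P-lim (adjusted p = 0.000658 and 0.00715 from limma), and under MV it was higher in *pad2-1* than in WT by 0.66 (adjusted p = 0.00118). *ERF5* (AT5G47230), an ethylene response factor of mild osmotic stress, fell in WT under MV and P-lim (-0.82 and -0.59, adjusted p = 0.000324 and 0.00735 from limma). In *pad2-1* it fell by 0.65 under P-lim (adjusted p = 0.00314 from limma) and its change of -0.18 under MV did not pass (adjusted p = 0.516). *MYB51* (AT1G18570), a MYB factor of indolic glucosinolate synthesis, did not pass under MV or P-lim in either genotype, with log2 fold changes of -0.27 and -0.09 in WT and -0.08 and -0.22 in *pad2-1* (adjusted p = 0.0871, 0.679, 0.731 and 0.184 from limma), though without *pad2-1* control replicate 2 it was called under P-lim in *pad2-1* (adjusted p = 0.0405).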

With respect to stress marker responses to phosphate starvation, both *SQD1* and *SQD2* genes were up-regulated in *pad2-1* under P-lim stress; the *SQD1* gene was only up-regulated in WT plants.

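*SQD1* (AT4G33030), which makes the UDP-sulfoquinovose that becomes the head group of sulfolipids, rose under P-lim from 9.58 ± 0.059 (SD, n = 3) to 10.45 ± 0.15 (SD, n = 3) in WT (log2 fold change 0.88, standard error 0.11, adjusted p = 2.63e-05 from limma) and from 9.57 ± 0.072 (SD, n = 3) to 10.53 ± 0.29 (SD, n = 3) in *pad2-1* (log2 fold change 0.96, standard error 0.11, adjusted p = 9.89e-06 from limma). Its interaction between genotype and P-lim was 0.09 (adjusted p = 0.917 from limma). Under MV it had log2 fold changes of 0.22 in WT and 0.25 in *pad2-1*, which did not pass (adjusted p = 0.236 and 0.205 from limma). *SQD2*, which transfers that head group to diacylglycerol, was higher in *pad2-1* than in WT under P-lim by 0.69 (adjusted p = 0.0166 from limma). The call of *SQD2* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicate 1 and *pad2-1* P-lim replicates 2 and 3 is left out (adjusted p = 0.0674 to 0.0942 from limma), and also with only the arrays of the groups compared in the fit (0.0943) or with trend and robust estimation (0.0517). *SQD1* and *SQD2* were the 2 measured members of the phosphate starvation list, too few for a list test, and both are named by the study.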

**Table 1:** Transcriptional changes in well-characterized stress-responsive factors in Arabidopsis.

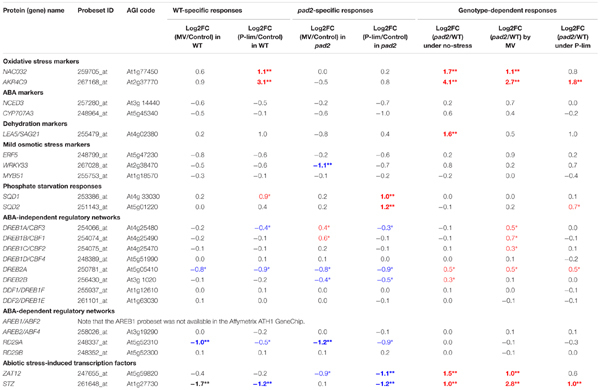

*A single asterisk (^∗^) indicates significance (FDR < 0.05). Bold numbers with double asterisks (^∗∗^) identify a |log_*2*_ fold-change|≥ 1.0 and FDR < 0.05.*

To assess the changes in other stress-responsive genes, including well-known transcription factors, in the WT plants and the *GSH1* mutants exposed to abiotic stress, we investigated the general patterns of gene expression associated with DREB/CBF (dehydration-responsive-element binding protein/C-repeat-binding factor) and AREB/ABF (ABA-responsive element-binding/ABA-responsive element-binding factor) protein. They play a crucial role in the adaptation to various stresses (Yamaguchi-Shinozaki and Shinozaki, 2006). 

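*DREB2A* (AT5G05410), a transcription factor of the drought and heat response, fell in both genotypes under both stresses. Under MV it went from 6.09 ± 0.11 (SD, n = 3) to 5.27 ± 0.13 (SD, n = 3) in WT and from 6.63 ± 0.24 (SD, n = 3) to 5.82 ± 0.18 (SD, n = 3) in *pad2-1* (log2 fold changes -0.82 and -0.81, adjusted p = 0.000219 and 0.000461 from limma). Under P-lim it reached 5.23 ± 0.22 (SD, n = 3) in WT and 5.73 ± 0.16 (SD, n = 3) in *pad2-1* (log2 fold changes -0.86 and -0.89, adjusted p = 0.000177 and 0.000114 from limma). The interactions with genotype were 0.02 under MV and -0.03 under P-lim and did not pass (adjusted p = 0.983 and 0.981 from limma). *DREB2B* (AT3G11020), a related factor, fell in *pad2-1* under MV and P-lim (log2 fold changes -0.40 and -0.55, adjusted p = 0.0021 and 6.8e-05 from limma), and in WT its changes of -0.14 and -0.24 did not pass (adjusted p = 0.283 and 0.0569), although *DREB2B* did under P-lim with only the arrays of the groups compared in the fit (0.014).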

Among *DREB*/*CBF* and *AREB*/*ABF* genes, the transcript level of *DREB2A* was down-regulated (log_2_ fold-change, approximately -1) in the WT and *pad2-1* plants grown under both stress conditions. The expression of *DREB2A* was gradually induced by H_2_O_2_ (Sakuma et al., 2006). Under the MV condition, the mutants showed slight up-regulation of *DREB1A/CBF3*, *DREB1C/CBF2*, and *DREB2A*. 

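Under MV, the cold-responsive factor gene *DREB1A* (AT4G25480) was at 4.34 ± 0.11 (SD, n = 3) in WT and 4.80 ± 0.085 (SD, n = 3) in *pad2-1* (log2 fold change 0.47, standard error 0.072, adjusted p = 0.000511 from limma). *DREB1C* (AT4G25470) was at 2.703 ± 0.088 (SD, n = 3) and 3.01 ± 0.19 (SD, n = 3), a difference of 0.31 (adjusted p = 0.0397 from limma), and *DREB2A* differed by 0.55 (adjusted p = 0.0153). Both values of *DREB1C* lie below the lower quartile of each array of these groups (3.81 to 3.88), near the background. The call of *DREB1C* in *pad2-1* against WT under MV is lost when any 1 array of WT MV replicates 2 and 3 and *pad2-1* MV replicates 2 and 3 is left out (adjusted p = 0.0808 to 0.181 from limma), and also with only the arrays of the groups compared in the fit (0.151). The call of *DREB2A* in *pad2-1* against WT under MV is lost when any 1 array of WT MV replicate 2 and *pad2-1* MV replicates 2 and 3 is left out (adjusted p = 0.0659 to 0.0852 from limma). *DREB1B* (AT4G25490), the neighbour of both DREB1 genes, was higher in *pad2-1* under MV by 0.67 (standard error 0.12, adjusted p = 0.00263 from limma). Under the control condition the differences of *DREB1A*, *DREB1B* and *DREB1C* between *pad2-1* and WT were -0.12, -0.09 and 0.08 and did not pass (adjusted p = 0.413, 0.811 and 0.701 from limma). *DREB2A* was higher in *pad2-1* there too, by 0.53 (adjusted p = 0.0154 from limma). The call of *DREB2A* in *pad2-1* against WT under the control condition is lost when any 1 array of WT control replicates 1 and 3 and *pad2-1* control replicates 1 and 2 is left out (adjusted p = 0.0539 to 0.0813 from limma).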

The expression of *AREB2/ABF4* in the WT and *pad2-1* plants was unchanged under the three growth conditions. 

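*AREB2/ABF4* (AT3G19290), a bZIP factor that activates ABA-responsive genes, did not pass the test in any comparison. It was at 6.24 ± 0.037 (SD, n = 3), 6.25 ± 0.022 (SD, n = 3) and 6.08 ± 0.042 (SD, n = 3) in WT under control, MV and P-lim, and at 6.28 ± 0.081 (SD, n = 3), 6.30 ± 0.073 (SD, n = 3) and 6.19 ± 0.084 (SD, n = 3) in *pad2-1*. The log2 fold changes were 0.01 under MV and -0.16 under P-lim in WT (adjusted p = 0.957 and 0.104 from limma), and 0.02 and -0.09 in *pad2-1* (adjusted p = 0.88 and 0.385). Between the genotypes they were 0.04, 0.06 and 0.11 under control, MV and P-lim (adjusted p = 0.811, 0.679 and 0.365 from limma).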

An abiotic stress-responsive gene in Arabidopsis is *Responsive to Desiccation* (*RD*) (Yamaguchi-Shinozaki and Shinozaki, 1993). Both WT and *pad2-1* plants showed down-regulation of *RD29A* under both stress conditions; the expression of *RD29B* in WT and *pad2-1* plants was unaltered under the three conditions (**Table 1**). 

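*RD29A* (AT5G52310), a hydrophilic protein gene with dehydration-responsive promoter elements, fell in WT from 9.38 ± 0.13 (SD, n = 3) to 8.34 ± 0.17 (SD, n = 3) under MV (log2 fold change -1.04, standard error 0.12, adjusted p = 7.57e-06 from limma) and to 8.84 ± 0.12 (SD, n = 3) under P-lim (log2 fold change -0.54, standard error 0.12, adjusted p = 0.00546 from limma). In *pad2-1* it fell by 1.195 under MV (adjusted p = 4e-06 from limma) and fell by 0.88 under P-lim (adjusted p = 5.62e-05). The genotypes differed by -0.15 under MV and -0.33 under P-lim, which did not pass (adjusted p = 0.559 and 0.126 from limma). *RD29B* (AT5G52300), which responds mainly to ABA, had log2 fold changes between 0.08 and 0.19 under the 2 stresses in the 2 genotypes, and none passed (adjusted p = 0.675 and 0.529 in WT, 0.764 and 0.298 in *pad2-1*, from limma). Among the 7 measured ABA genes, 3 fell under MV in each genotype and none rose (0 and 4 in each when adjusted over the list alone). The call of *LTI30* in WT under MV is lost when any 1 array of WT control replicate 2 and WT MV replicate 3 is left out (adjusted p = 0.053 to 0.0705 from limma). The call of *CYP707A3* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicate 2 and *pad2-1* MV replicate 1 is left out (adjusted p = 0.0785 to 0.0862 from limma), and also with only the arrays of the groups compared in the fit (0.0726). The list had an adjusted p (limma's camera test) of 0.00767 in WT and 0.000173 in *pad2-1* (adjusted p = 0.0442 and 0.0251 with an estimated correlation), and the study names 5 of its members. With the dimmer 50% of all probe sets left out the list was not called in WT (adjusted p = 0.122 from limma's camera test).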

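*STZ* (AT1G27730), a zinc-finger repressor of stress responses also called ZAT10, was at 4.28 ± 0.26 (SD, n = 3) in WT and 7.12 ± 0.48 (SD, n = 3) in *pad2-1* under MV (log2 fold change 2.84, standard error 0.24, adjusted p = 5.83e-07 from limma). In WT it fell by 1.72 under MV (adjusted p = 6.03e-05 from limma), while in *pad2-1* its change was 0.07 (adjusted p = 0.917), and the difference of these responses passed the interaction test (1.79, adjusted p = 0.00742). *ZAT12* (AT5G59820), another zinc-finger protein of abiotic stress, was at 4.33 ± 0.052 (SD, n = 3) in WT and 5.33 ± 0.46 (SD, n = 3) in *pad2-1* under MV (log2 fold change 1.00, standard error 0.19, adjusted p = 0.00422 from limma). In the control condition it was also higher in *pad2-1*, by 1.49 (adjusted p = 6.11e-05 from limma). Of 11 measured early stress transcription factor genes, 9 were higher in *pad2-1* than in WT under MV and none was lower (9 and 0 when adjusted over the list alone, 7 to 9 higher with any 1 array left out), with an adjusted p (limma's camera test) of 5.99e-15 (adjusted p = 0.012 with an estimated correlation). Under the control condition 5 were higher and none was lower (6 and 0 when adjusted over the list alone), with an adjusted p of 3.73e-05 from limma's camera test (adjusted p = 0.121 with an estimated correlation). The call of *STZ* in *pad2-1* against WT under the control condition is lost without WT control replicate 2 (adjusted p = 0.0619 from limma). Under P-lim 3 were higher (*STZ*, *DREB2A* and *WRKY33*) and none was lower (4 and 0 when adjusted over the list alone, 1 or 2 higher with any 1 array left out), with an adjusted p of 0.0231 from limma's camera test (adjusted p = 0.399 with an estimated correlation), and that call of the list is lost without WT P-lim replicate 2 or *pad2-1* P-lim replicate 3 (adjusted p = 0.0895 and 0.174). The study names 10 of the 11, so the list is not independent of these arrays. *ERF1A* (AT4G17500), an ethylene response factor, was among the 9, with a difference of 0.76 under MV (adjusted p = 0.000354 from limma).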

The expression of two genes encoding ZAT12 (Davletova et al., 2005; Vogel et al., 2005) and STZ (Sakamoto et al., 2004) was markedly higher in the MV-treated *pad2-1* than in WT plants (**Table 1**).

### Integrated Pathway Analysis Reveals Specific Changes in the Biosynthesis of Aliphatic Glucosinolates and Anthocyanins at the Metabolite and Transcript Levels in Mild Stress-Treated *pad2-1* Mutants

To assess the coordinated responses of glucosinolate and flavonoid biosynthesis under mild stress conditions, we performed pathway analysis of combined metabolite and transcript profile data. The integrated metabolomic and transcriptomic responses in WT and *pad2-1* plants under the two stress conditions are shown in **Figure 6**. As *pad2-1*-specific metabolite responses, the level of short-chain aliphatic methylsulphinylalkyl glucosinolates [4-MSOB, and 5-MSOP] and 6-MSOH (6-methylsulfinyl-*n*-hexylglucosinolate) was increased in *pad2-1* under both stress conditions; the difference was a significant but moderate effect size (all the ranges from 0.39 to 0.97 in log_2_ fold-change) (**Figure 6A**, left). The level of 8-MTO and 8-MSOO was decreased by MV treatment, irrespective of the genotype (all the ranges from -1.37 to -0.56 in log_2_ fold-change). The level of 5-MTP, 7-MSOH, 8-MTO, and 8-MSOO was increased in *pad2-1* under P-lim condition (all the ranges from 0.45 to 0.82 in log_2_ fold-change). Gene expressions associated with glucosinolate biosynthesis were up-regulated in *pad2-1* grown under abiotic stress conditions. These included some genes encoding *methylthioalkylmalate synthase* (*MAM*) (Textor et al., 2007), *MYB29* (Hirai et al., 2007; Sonderby et al., 2007; Gigolashvili et al., 2008), *branched chain aminotransferase* (*BCAT*) (Schuster et al., 2006), *flavin-containing monooxygenase* (*FMO*) (Hansen et al., 2007), and other genes involved in glucosinolate biosynthesis. 

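The signal of *BCAT4*, the methionine aminotransferase at the entry of aliphatic glucosinolate synthesis, was 10.83 ± 0.26 (SD, n = 3) in *pad2-1* control, 11.58 ± 0.082 (SD, n = 3) under MV and 11.41 ± 0.03 (SD, n = 3) under P-lim on the log2 scale. *UGT74C1*, a glucosyltransferase of the core structure, was at 9.12 ± 0.13 (SD, n = 3), 9.68 ± 0.026 (SD, n = 3) and 9.44 ± 0.058 (SD, n = 3). *UGT74B1* (AT1G24100), the glucosyltransferase shared with indolic glucosinolates, rose by 0.54 under MV (standard error 0.08, adjusted p = 0.000256 from limma) and by 0.28 under P-lim (adjusted p = 0.0305). The call of *UGT74B1* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicates 1 and 3 and *pad2-1* P-lim replicates 1 and 2 is left out (adjusted p = 0.0526 to 0.144 from limma), and also with only the arrays of the groups compared in the fit (0.0712). In WT its changes were -0.01 and 0.00 (adjusted p = 0.98 and 0.996 from limma), and the interaction with MV was 0.54 (adjusted p = 0.0169). The call of *UGT74B1* in the interaction with MV is lost when any 1 array of WT control replicate 2 and *pad2-1* MV replicate 2 is left out (adjusted p = 0.0504 to 0.0527 from limma). Against WT, *UGT74B1* was lower in *pad2-1* under the control condition (-0.34, adjusted p = 0.0135 from limma) and did not pass under MV or P-lim (0.20 and -0.06, adjusted p = 0.178 and 0.776). The call of *UGT74B1* in *pad2-1* against WT under the control condition is lost when any 1 array of WT control replicate 2 and *pad2-1* control replicate 1 is left out (adjusted p = 0.0707 to 0.0955 from limma), and also with only the arrays of the groups compared in the fit (0.0609). *MYB51* and *UGT74B1* were the 2 measured members of the indolic list, too few for a list test. The study measured more of most glucosinolates under stress in *pad2-1*, and found the transcripts of this pathway up as well. It sets the metabolite levels beside a report that no phytochelatins, which are chains made from glutathione, build up in *cad2-1*. It proposes that fewer phytochelatins and more glucosinolates might make up for the low glutathione level of the mutants.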

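Under MV, *BCAT4*, which encodes the aminotransferase that feeds methionine into aliphatic glucosinolate synthesis, was at 10.75 ± 0.39 (SD, n = 3) in WT and was higher in *pad2-1* (log2 fold change 0.83, standard error 0.14, adjusted p = 0.00133 from limma). Under the control condition it differed by -0.30 and did not pass (adjusted p = 0.286 from limma), and the interaction with MV was 1.13 (adjusted p = 0.00535). Without WT MV replicate 1 *BCAT4* was called lower under MV in WT (adjusted p = 0.00802 from limma). *UGT74C1*, a glucosyltransferase of that pathway, was higher in *pad2-1* under MV by 0.31 (adjusted p = 0.0142 from limma), and *GSTU20*, a glutathione transferase of it, by 0.27, which did not pass (adjusted p = 0.0973). The call of *UGT74C1* in *pad2-1* against WT under MV is lost when any 1 array of WT MV replicate 2 and *pad2-1* MV replicates 2 and 3 is left out (adjusted p = 0.054 to 0.0709 from limma), and also with only the arrays of the groups compared in the fit (0.0885). Of 4 measured genes of the aliphatic list 2 were higher in *pad2-1* and none was lower (3 and 0 when adjusted over the list alone), with an adjusted p of 0.00542 from limma's camera test (adjusted p = 0.161 with an estimated correlation). None of the 4 passed against WT under the control condition or P-lim (none when adjusted over the list alone, list adjusted p = 0.308 and 0.448 from limma's camera test). The MAM, FMO and MYB29 genes were not analysed here.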

Under the MV condition, the transcript levels of these genes were significantly higher in *pad2-1* mutants than in WT plants, except for the *MAM* gene (**Figure 6B**, left). Compared to that in WT plants, the level of 8-MSOO was decreased in *pad2-1* mutants under all conditions, whereas that of 3-MSOP was increased under no-stress and MV conditions.

**FIGURE 6:**
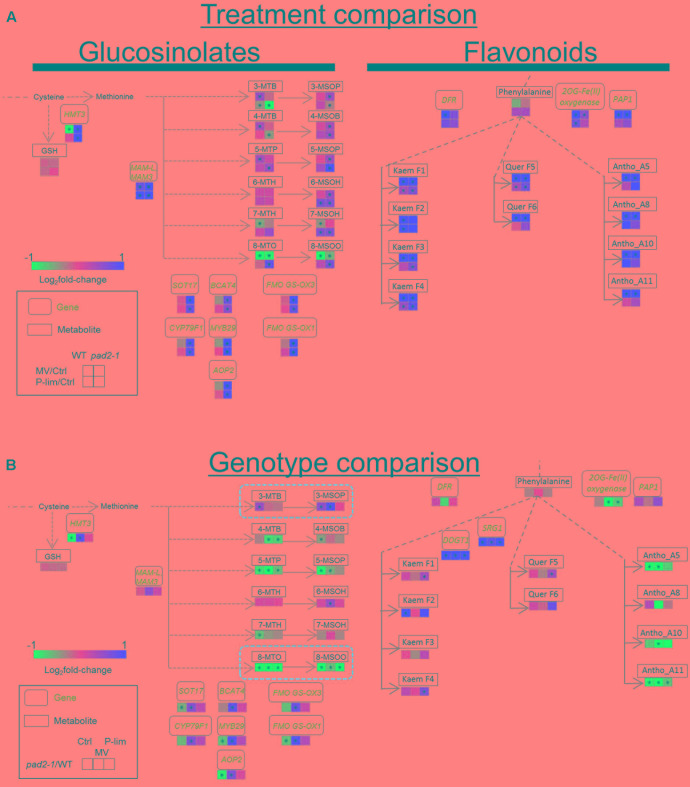
Integrated metabolomic and transcriptomic responses in the glucosinolate and flavonoid pathways of WT plants and *pad2-1* mutant exposed to MV and P-lim stress. **(A)** Stress-treatment comparison: The log_2_fold-change in the metabolomic/transcriptomic levels elicited by exposure to MV or P-lim. Red indicates an increase (up-regulation) by MV or P-lim and blue indicates decrease (down-regulation) in the *pad2-1* mutant compared to that in WT plants. **(B)** Genotype- dependent comparison: Red and blue indicate an increase and a decrease, respectively, in the metabolite and transcript levels in the mutant compared to that in WT plants. ^∗^FDR < 0.05. Abbreviations: Ctrl, control (no-stress) condition; HMT3, homocysteine *S*-methyltransferase; MAM3/MAM-L, methylthioalkylmalate 3/methylthioalkylmalate-L; SOT17, sulfotransferase 17; BCAT4, branched chain aminotransferase 4; FMO GS-OX3, flavin-monooxygenase glucosinolate *S*-oxygenase 3; CYP79F1, cytochrome P450 CYP79F1; MYB29, MYB DOMAIN PROTEIN 29; FMO GS-OX1, flavin-containing monooxygenase glucosinolate *S*-oxygenase 1; AOP2, alkenyl hydroxialkyl producing 2; DFR, dihydroflavonol 4-reductase; 2OG-Fe(II) oxygenase, 2-(oxo)glutarate and Fe(II)-dependent oxygenase; PAP1, production of anthocyanin pigments 1; SRG1, SENESCENCE-RELATED GENE 1; DOGT1, DON-GLUCOSYLTRANSFERASE 1; Kaem F1, Kaempferol- 3,7-*O*-di-rhamnopyranosid; Kaem F2, kaempferol-3-*O*-beta-glucopyranosyl-7-*O*-alpha-rhamnopyranoside; Kaem F3, kaempferol-3-*O*-alpha-*L*-rhamnopyranosyl (1→2)-beta-*D*-glucopyranoside-7-*O*-alpha-*L*-rhamnopyranoside; Kaem F4, kaempferol-3-Galactoside-6″-Rhamnoside-3′′′′-Rhamnoside; Quer F5, quercetin-3,7-*O*-alpha-*L*-dirhamnopyranoside; Quer F6, quercetin-3-*O*-beta-glucopyranosyl-7-*O*-alpha-rhamnopyranoside; Antho A5, cyanidin conjugate (A5); Antho A8, cyanidin conjugate (A8); Antho A10, cyanidin conjugate (A10); Antho A11, cyanidin conjugate (A11); 8-MTO, 8-methylthio-*n*-octylglucosinolate; 7-MTH, 7-methylthio-*n*-heptylglucosinolate; 6-MTH, 6-methylthio-*n*-hexylglucosinolate; 5-MTP, 5-methylthio-*n*-pentylglucosinolate; 4-MTB, 4-methylthio-*n*- butylglucosinolate; 3-MTP, 3-methylthio-*n*-propylglucosinolate; 8-MSOO, 8-methylsulfinyl-*n*-octylglucosinolate; 7-MSOH, 7-methylsulfinyl-*n*-heptylglucosinolate; 6-MSOH, 6-methylsulfinyl-*n*-hexylglucosinolate; 5-MSOP, 5-methylsulfinyl-*n*-pentylglucosinolate; 4-MSOB, 4-methylsulfinyl-*n*-butylglucosinolate; 3-MSOP, 3-methylsulfinyl-*n*-propylglucosinolate. See also Supplementary Table S5.

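*DFR* (AT5G42800), which encodes the reductase that opens the anthocyanin branch of flavonoid synthesis, went under MV from 6.04 ± 0.29 (SD, n = 3) to 7.66 ± 0.26 (SD, n = 3) in WT (log2 fold change 1.62, standard error 0.29, adjusted p = 0.000711 from limma). In *pad2-1* it went from 6.23 ± 0.91 (SD, n = 3) to 6.89 ± 0.092 (SD, n = 3) and did not pass the test (log2 fold change 0.66, standard error 0.29, adjusted p = 0.197 from limma). The interaction between genotype and MV was -0.96 and did not pass (adjusted p = 0.324 from limma), although it did without *pad2-1* control replicate 1 (adjusted p = 0.00122). Under the control condition *DFR* differed between the genotypes by 0.19 and did not pass (adjusted p = 0.814 from limma), but was called higher in *pad2-1* without the same array (adjusted p = 0.00963). *UGT78D2*, a glucosyltransferase of flavonols and anthocyanins, rose under MV by 0.43 in WT and 0.28 in *pad2-1* (adjusted p = 3.82e-05 and 0.00333 from limma). *PAP1* was not analysed here.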

In WT and *pad2-1* plants, MV treatment triggered the up-regulation of the transcript levels of *dihydroflavonol reductase (DFR)*, *2OG-Fe(II) oxygenase*, and *PAP1* after a remarkable increase in flavonols and anthocyanins (**Figure 6A**, right). As discussed previously (Saito et al., 2008; Fukushima and Kusano, 2014; Nakabayashi and Saito, 2015), the metabolomic and transcriptomic responses in the anthocyanin pathway in Arabidopsis were well correlated under oxidative stress conditions. In contrast to mild MV-induced oxidative stress, the increased level of kaempferols mentioned above was not correlated with the transcript levels in the pathway under P-lim condition. Compared to that in WT plants, *pad2-1* mutants under MV and P-lim conditions showed a significant increase in two genes encoding SENESCENCE-RELATED GENE 1 (SRG1) and DON-GLUCOSYLTRANSFERASE 1 (DOGT1) in the flavonol biosynthetic pathway; the level of flavonols was largely unaltered (**Figure 6B**, right). When we focused on genotype-dependent changes, we found that, in the anthocyanin synthetic pathway, a remarkable decrease in the transcript level of *2OG-Fe(II) oxygenase* and the anthocyanin level in *pad2-1* mutant was noted compared to that in WT plants. Our finding that the anthocyanin level was lower in the mutant was consistent with that of previous findings on *GSH1*-antisense transgenic plants reported by (Xiang et al., 2001).

## Discussion

### Impact of Low Glutathione Content and Visual Phenotypes of *GSH1* Mutants and Transgenic Plants

In this study, we investigated the changes in metabolite and transcript levels that reflect regulatory networks compensating for the reduction in the glutathione levels to enable the survival of *GSH1* mutants under two mild abiotic stress conditions. We chose MV because the reduction of GSSG to GSH plays an important role in maintaining and regulating the cellular redox status during oxidative stress induced by MV. *GSH1* is localized in plastids (Wachter et al., 2005), and MV is a fairly specific stimulus for ROS production in the chloroplast (Noctor et al., 2015). We chose the P-lim condition because phosphorus is an important component of the phospholipid membrane in the chloroplast (Hartel et al., 2000; Andersson et al., 2003; Jouhet et al., 2004; Okazaki et al., 2013). While phosphorus is also involved in plant growth and metabolism as one of the major nutrient ions, the molecular basis of plant adaptation to deal with a low phosphorus environment has not been completely elucidated. Although the series of genes and enzymes that are associated with these plant responses and adaptations (*GSH1* is an example) are known, the comprehensive molecular mechanisms of their regulation and control are less well understood. Therefore, we applied the integrated omic approach by using high-throughput molecular phenotyping to *GSH1* mutants grown under mild MV and P-lim conditions.

*GSH1* mutants, *cad2-1* (Cobbett et al., 1998) and *pad2-1* (Parisy et al., 2007), showed differences in sensitivity to cadmium and biotic stresses from that of WT plants (Bednarek et al., 2009; Clay et al., 2009; Schlaeppi et al., 2010). Generally, glutathione synthesis mutants show shorter primary roots and lower levels of lateral root density compared to that in WT plants because of glutathione depletion (Schnaubelt et al., 2015). Low glutathione levels do not largely affect the shoot phenotypes of glutathione synthesis mutants under no-stress conditions. The characterization of leaf area phenotypes by using a high-resolution phenomic approach showed that glutathione synthesis mutants, except for an allele of *GSH1* mutant called *regulator of APX2 1-1* (*rax1-1*) (Ball et al., 2004), were not as sensitive as the WT plants under 1 μM MV treatment (Schnaubelt et al., 2013). We found that the two *GSH1* mutants (*cad2-1* and *pad2-1*), *GSH1*-overexpressing plants [7-5 and 13-6 (Cheng et al., 2015)], and WT plants exhibited a similar level of growth reduction under the mild MV stress condition (**Figure 1** and **Supplementary Figure S4**). This suggests that neither a low nor high content of glutathione can compensate for the reduction in the shoot biomass of Arabidopsis under MV treatment. In WT plants, the level of GSH was slightly lower in the MV than in the no-stress condition and the GSSG level was increased (**Figures 1C,D**). The GSH:GSSG ratio in WT plants was similar under the control and P-lim condition, suggesting that the oxidative stress status was low in both (**Figure 1E**). Since glutathione peroxidase catalyzes the changes from GSH to GSSG, tracing the GSH:GSSG ratio by measuring GSH and GSSG might yield a specific marker of oxidative stress, e.g., increased H_2_O_2_ metabolism (Queval et al., 2007; Noctor et al., 2012).

### Effects of Combined Low Glutathione and Mild Abiotic Stress on Metabolism in Arabidopsis

Our metabolite and transcript profiling revealed distinctive metabolic and transcriptional responses against two mild abiotic stresses. Genetic perturbation of metabolic responses in the WT plants and the two allelic mutants subjected to oxidative stress by MV clearly showed a specific enhancement in metabolite production in the sugar and flavonoid metabolism (**Figure 3** and **Supplementary Figure S7**). This type of stress might result in an altered metabolic status to compensate for the reduced ROS scavenging ability by reprogramming the sugar and flavonoid metabolism to produce specific antioxidant metabolites that consist of aglycone with sugar conjugates, i.e., flavonols and anthocyanins, as a common oxidative stress response. We observed that our P-lim condition resulted in increased levels of specific flavonol-glycosides, kaempferol 3-*O*-rhamnoside-7-*O*-rhamnoside (F1), kaempferol 3-*O*-[glucosyl(1 → 6)glucoside] 7-*O*-rhamnoside (F4), and quercetin 3-*O*-rhamnoside-7-*O*-rhamnosides (F5). Previous transcript- and flavonoid profiling demonstrated that the *LATERAL ORGAN BOUNDARY DOMAIN* (*LBD*) gene family of transcription factors (*LBD37*, *LBD38*, and *LBD39*) regulate the late steps of anthocyanin-specific biosynthesis and flavonol glycosides [F1 to F6, see (Tohge et al., 2005)] derived from kaempferol or quercetin were largely unaltered in the *LBD*-overexpression or mutant seedlings irrespective of nitrogen supply (Rubin et al., 2009). Another report also demonstrated that flavonoid overaccumulation [e.g., flavonols (F1, F2, F3, F5, and F8) and anthocyanin] was important to enhanced tolerance to oxidative- and drought stresses (Nakabayashi et al., 2014). Together these observations suggest that specific flavonols and anthocyanins play a distinct role in mitigating abiotic stress in Arabidopsis.

Changes in the GSH level under each stress condition (MV or P-lim vs. control) were almost identical in WT plants and the mutants (**Figure 1** and **Supplementary Figure S7**). Antioxidants such as ascorbate and glutathione play a central role in plant defense under oxidative stress conditions (for example, see Foyer and Noctor, 2009). Conversely, phytochelatins, polymerized to form GSH, protect plants from heavy metal toxicity (Xiang et al., 2001; Schat et al., 2002). In general, GSH is maintained at a high concentration in the sulfur assimilation pathway (Saito, 2000, 2004). Glucosinolates and phytochelatins are downstream metabolites in the pathway. No accumulation of phytochelatins was noted in the *cad2-1* mutant (Jozefczak et al., 2015). Our metabolite profiling showed that, with the exception of 8-MTO and 8-MSOO, the level of glucosinolates was higher under both stress conditions than under no-stress in *pad2-1* and *cad2-1* mutants (**Figures 3A**, **5A**, left). The accumulation patterns of glucosinolates under the applied stress conditions might be explained by metabolic perturbation resulting in a decrease of phytochelatin and an increase of glucosinolate levels to compensate for the reduced glutathione level against mild oxidative stress. Glucosinolates might protect against oxidative stress in the *GSH1* mutants.

As mentioned above, our results imply that coordinated responses of glucosinolate and flavonoid biosynthesis at the metabolite and transcript levels are associated with the plant response to MV-induced oxidative stress and to stress elicited by P-lim (**Figure 6**). We found that, in the *GSH1* mutants, a short-chain aliphatic glucosinolate (3-MSOP) was over-accumulated under mild oxidative stress, and the level of long-chain aliphatic glucosinolates was decreased (**Figures 3B**, **6B**, left). Glucosinolate biosynthesis involves the breakdown of methionine to produce short-chain glucosinolates that harbor three carbons in their moiety (3C-glucosinolates) in the first round of glucosinolate chain elongation. Subsequently, 4C- and long-chain glucosinolates are synthesized by further rounds of elongation (Field et al., 2004). These elongation reactions are mediated by genes depicted in **Figure 6** (left). The increase in the 3-MSOP level together with a decrease in the level of long-chain glucosinolates might be due to the gap and could result in the production of glucosinolates exhibiting different chain lengths. By using the insect herbivore *Spodoptera littoralis*, Schlaeppi et al. (2008) found that the *pad2-1* mutant exhibited a reduction of two 3C- and 4C-glucosinolates, 4-methylsulfinylbutylglucosinolate and indolyl-3-methylglucosinolate, and that their reduction was correlated with the reduced GSH level (approximately 20% of that in WT plants). In addition, glutathione has possible roles as an s atom donor for glucosinolates (Noctor et al., 2012). It could be a reason of the decrease of long-chain glucosinolate level in *pad2-1* mutants. In the flavonoid biosynthetic pathway in *pad2-1* mutants, the decrease in the anthocyanin level is likely due to a reduction in the transcript level of genes encoding 2OG-Fe(II) oxygenase and PAP1 (**Figure 6B**, right). Under the control condition, the accumulation patterns of GSH and anthocyanins were roughly correlated in Arabidopsis (Xiang et al., 2001). Our results suggest that the correlation between GSH content and anthocyanin level is regulated at the transcript level.

### Identification of Key Pathways Associated with the Gene-to-Metabolite Networks Perturbed by Low Glutathione Content under Mild Abiotic Stress

In this study, we imposed mild stress conditions to obtain a better understanding of the fundamental basis of plant responses to abiotic stress. Changes in the GSH:GSSG ratio reflected their oxidative stress status under the assayed conditions (**Figure 1**). Clauw et al. (2015) who used an automated phenotyping system and genome-wide transcriptome analysis based on RNA sequencing showed that six Arabidopsis accessions exhibited common and specific response to mild drought stress (Clauw et al., 2015). Our comparative transcript profiling of the *GSH1* mutants and WT plants revealed common as well as specific stress responses, particularly against mild oxidative stress induced by a low concentration of MV and against mild stress elicited by low phosphorus (**Table 1**, **Figure 5**, and **Supplementary Figure S12**). We also evaluated the specific changes in transcript levels in response to environmental and genetic perturbations (**Figure 5**). We showed that stress-inducible genes included those encoding specific GSTs, UGTs, or CYPs that were associated with a well-known detoxification and transcriptome response when plants are exposed to oxidative stress. Our transcriptome results are in agreement with previous findings obtaining by conducting expression analysis of known “severe” oxidative stress-related genes (Dubreuil-Maurizi et al., 2011). However, we were able to find the *pad2*-specific transcript and metabolic responses under mild oxidative stress; an example is related to glucosinolate biosynthesis. The *pad2-1* mutant clearly reprograms the cellular metabolic networks and the transcriptome in response to the applied mild abiotic stress, but whether they can be reversible is unclear and needs further studies. Very severe stress causes visible symptoms in plant growth and development, for example, stunted growth, light yellow or green leaves, and rolled leaves. Such phenotypic changes generally affect metabolite profiles (for example, see Fiehn et al., 2000). In addition, we were able to see significant metabolic fluctuation even under the strictly controlled conditions (Weckwerth et al., 2004; Kusano et al., 2007a). Combined metabolite- and transcript profiling has important implications for the diagnostic characterization of the “mild” stress level and fine-tuning molecular responses in plants.

WRKY-type transcription factors play an important role in the response to biotic and abiotic stress and are also important components of a plant signaling pathway that controls developmental processes (Eulgem et al., 2000; Ulker and Somssich, 2004; Rushton et al., 2010). Interplay among three types of group I WRKY proteins, WRKY33, WRKY25, and WRKY26, is crucial for promoting heat and salt tolerance in Arabidopsis (Li et al., 2011). Arabidopsis sigma factor-binding proteins (SIB1 and SIB2) stimulate the DNA binding activity of the WRKY33 transcription factor in plant defense (Lai et al., 2011). MV treatment also induces WRKY33 expression (Zheng et al., 2006; Miller et al., 2008). Our microarray experiment showed remarkable down-regulation of WRKY33 gene expression in *pad2-1* by mild MV treatment (**Table 1**). 

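*WRKY33*, a transcription factor that activates camalexin synthesis and defence genes, fell in *pad2-1* under MV (log2 fold change -1.08, standard error 0.17, adjusted p = 0.000413 from limma). In WT it went from 6.51 ± 0.072 (SD, n = 3) to 6.02 ± 0.093 (SD, n = 3), which did not pass (log2 fold change -0.49, standard error 0.17, adjusted p = 0.0663 from limma) but did with only the arrays of the groups compared in the fit (adjusted p = 0.00152). The difference between these responses was -0.59 and did not pass the interaction test (adjusted p = 0.304 from limma). Under the control condition *WRKY33* was higher in *pad2-1* than in WT by 0.82 (adjusted p = 0.00524 from limma), and under MV the genotypes differed by 0.23 (adjusted p = 0.533).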

Cross-talk between glutathione and phytohormones is also important for abiotic stress responses in Arabidopsis. Datta and colleagues showed that glutathione regulates the transcription levels of genes involved in ethylene biosynthesis via WRKY33 (Datta et al., 2015). Ethylene is known to regulate a wide range of plant processes, including growth, ripening, and responses to environmental stress (Kieber, 1997; Guo and Ecker, 2004; Klee, 2004; Yoo et al., 2009; Wang et al., 2013). As genotype-dependent altered genes and *pad2-1*-specific responsive genes, we detected changes in transcript levels of genes, including GSTs, UGTs, CYPs, HSPs, and SAGs, and transcription factors such as ERF6 and HSFA2. Our findings suggest that WRKY33 protein plays a vital role either as positive or negative transcriptional regulators, perceiving direct or indirect signal transduction in different ways under mild oxidative stress, though detailed regulatory mechanisms are still unclear.

### The Relationship between Known Stress Marker Genes and Low Glutathione Content

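*SUFE2*, an activator of the plastid cysteine desulfurase, was higher in *pad2-1* than in WT in each condition. Its signal was 3.23 ± 0.14 (SD, n = 3), 3.79 ± 0.15 (SD, n = 3) and 4.30 ± 0.085 (SD, n = 3) in WT under control, MV and P-lim and 6.92 ± 0.51 (SD, n = 3), 6.33 ± 0.14 (SD, n = 3) and 6.87 ± 0.21 (SD, n = 3) in *pad2-1*, with differences of 3.70, 2.55 and 2.56 (adjusted p = 1.66e-10, 1.18e-07 and 2.15e-07 from limma). *GR1* (AT3G24170), the glutathione reductase of cytosol and peroxisomes, was higher in *pad2-1* by 0.56, 0.48 and 0.48 (adjusted p = 1.61e-05, 0.000136 and 0.000217 from limma), whereas *GR2* (AT3G54660), the organellar one, differed by 0.12, 0.12 and 0.03 and did not pass. The ATP sulfurylase genes *ATPS3* and *ATPS4* and the sulfite reductase gene *SIR* were lower in *pad2-1* under the control condition, with log2 fold changes of -0.36, -0.48 and -0.25 (adjusted p = 0.000577, 0.00369 and 0.0204 from limma). *ATPS3* and *ATPS4* were also lower under P-lim (log2 fold changes -0.26 and -0.81, adjusted p = 0.0114 and 5.94e-05 from limma). The call of *ATPS3* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicates 2 and 3 is left out (adjusted p = 0.0596 to 0.0674 from limma), and also with only the arrays of the groups compared in the fit (0.0556). Of the 6 measured genes of sulfur assimilation and glutathione, 2 were higher and 3 lower under the control condition (3 and 3 when adjusted over the list alone), 2 higher and none lower under MV (2 and 0), and 2 higher and 2 lower under P-lim (2 and 2). The list had an adjusted p (limma's camera test) of 0.423, 0.00365 and 0.852 in these conditions (adjusted p = 0.131 under MV with an estimated correlation). Without WT MV replicate 2 the list was not called under MV, and neither was it with the dimmer 50% of all probe sets left out (adjusted p = 0.0833 and 0.236 from limma).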

Although the glutathione biosynthetic pathway can be considered as a key component in the sulfur assimilation pathway (Saito, 2000, 2004; Kopriva, 2006; Takahashi et al., 2011), except for the gene encoding SUFE2 that was up-regulated in *pad2-1* compared with that in WT plants under all conditions, we observed no significant changes in the transcript level of genes involved in this pathway. Unlike our MV treatment and P-lim condition, earlier transcriptome analysis of cadmium-treated plants showed the induction of genes associated with sulfur assimilation reduction and glutathione pathways in Arabidopsis roots (Herbette et al., 2006). 

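In *pad2-1* under MV, *DREB1A* and *DREB1B*, factors that switch on cold-responsive genes, rose by 0.42 and 0.58 over control *pad2-1* plants (standard errors 0.072 and 0.12, adjusted p = 0.00104 and 0.00574 from limma). *DREB1C* changed by 0.16, which did not pass (adjusted p = 0.313 from limma), although it did without *pad2-1* MV replicate 1 (adjusted p = 0.0499). In WT under MV the 3 DREB1 genes had log2 fold changes of -0.18, -0.18 and -0.07 (adjusted p = 0.132, 0.43 and 0.708 from limma), and the interaction passed for *DREB1A* and *DREB1B* (0.59 and 0.75, adjusted p = 0.00437 and 0.0328 from limma) and not for *DREB1C* (0.22, adjusted p = 0.48). The call of *DREB1B* in the interaction with MV is lost when any 1 array of WT control replicates 1, 2 and 3, *pad2-1* control replicates 1 and 2, WT MV replicates 1, 2 and 3 and *pad2-1* MV replicate 3 is left out (adjusted p = 0.053 to 0.102 from limma). Under P-lim, *DREB1A* fell in WT (-0.39, adjusted p = 0.00142 from limma) and in *pad2-1* (-0.28, adjusted p = 0.0161), and *DREB1B* and *DREB1C* did not pass in either genotype. The call of *DREB1A* in *pad2-1* under P-lim is lost when any 1 array of *pad2-1* control replicate 1 and *pad2-1* P-lim replicates 1 and 3 is left out (adjusted p = 0.0515 to 0.0796 from limma). Between the genotypes under P-lim, *DREB1A*, *DREB1B* and *DREB1C* differed by -0.01, -0.07 and 0.10 and did not pass (adjusted p = 0.971, 0.861 and 0.61 from limma), while *DREB2A*, a drought-responsive factor, was higher in *pad2-1* by 0.50 (adjusted p = 0.026). The call of *DREB2A* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicates 1 and 3 and *pad2-1* P-lim replicates 1 and 2 is left out (adjusted p = 0.0754 to 0.129 from limma).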

During oxidative stress elicited by MV and under P-lim conditions, *DREB1A*, *DREB1B*, *DREB1C*, and *DREB2A* genes were slightly up-regulated in *pad2-1*, but not in WT plants (**Table 1**). This suggests that DREB/CBF factors contribute, at least partly, to plant survival by increasing resistance under the imposed mild stress conditions. DREB2A interacts with the Radical-Induced Cell Death1 (RCD1) protein (Jaspers et al., 2010; Vainonen et al., 2012) that is involved in programmed cell death signaling and regulates plant stress responses (Overmyer et al., 2000; Ahlfors et al., 2004). The *rcd1* mutant exhibits MV and UV-B tolerance (Fujibe et al., 2004). UV-B also elicits oxidative stress, resulting in changes in photomorphogenesis, photosynthesis, membranes, and secondary metabolism (Landry et al., 1995; Mittler, 2002; Frohnmeyer and Staiger, 2003; Kusano et al., 2011). Our current understanding of the molecular mechanisms controlling programmed cell death (PCD) in plants is limited, particularly with regard to how signaling by ROS drives/regulates the changes in expression leading to PCD (Kragelund et al., 2012). These mechanisms have not yet been identified. Genes encoding ZAT12 and STZ were also up-regulated in *pad2-1* under both stress conditions (**Table 1**). 

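Under P-lim the zinc-finger gene *STZ* fell in WT and in *pad2-1* (log2 fold changes -1.22 and -1.23, adjusted p = 0.00222 and 0.00177 from limma), and it remained higher in *pad2-1* than in WT by 1.04 (adjusted p = 0.0131). The call of *STZ* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicate 2 and *pad2-1* P-lim replicate 3 is left out (adjusted p = 0.0685 to 0.0713 from limma). *ZAT12*, the other zinc-finger gene, fell by 1.07 in *pad2-1* under P-lim (adjusted p = 0.00113 from limma), and its difference of 0.59 from WT did not pass (adjusted p = 0.0952) but did with only the arrays of the groups compared in the fit (0.0419). Against control *pad2-1* plants, *ZAT12* fell by 0.86 under MV (adjusted p = 0.00869 from limma), a call that is lost without *pad2-1* control replicate 1 (adjusted p = 0.0522), and also with only the arrays of the groups compared in the fit (0.0889). Among the 11 measured early stress transcription factor genes, of which the study names 10, 9 fell in *pad2-1* under P-lim and none rose (0 and 9 when adjusted over the list alone), and 6 fell in WT (0 and 7). *WRKY33* was among both (adjusted p = 0.00802 in *pad2-1* and 0.0456 in WT from limma). The call of *WRKY33* in WT under P-lim is lost when any 1 array of WT control replicates 1, 2 and 3 and WT P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0736 to 0.144 from limma), and also with each array at the same median (0.0549) or with trend and robust estimation (0.0976). The call of *WRKY33* in *pad2-1* under P-lim is lost without *pad2-1* P-lim replicate 2 (adjusted p = 0.0553 from limma), and also with only the arrays of the groups compared in the fit (0.0534). The adjusted p (limma's camera test) was 1.05e-09 in *pad2-1* (adjusted p = 0.0325 with an estimated correlation) and 2.12e-06 in WT (adjusted p = 0.0591 with an estimated correlation). Under MV, 5 of them fell in WT and none rose (0 and 7 when adjusted over the list alone), and in *pad2-1* 6 fell and 2 rose (2 and 6), where 3 fell without *pad2-1* control replicate 1. *ERF6*, an ethylene response factor, fell under MV and P-lim in WT (-1.40 and -1.38, adjusted p = 0.000122 and 0.000183 from limma) and in *pad2-1* (-0.82 and -1.59, adjusted p = 0.0176 and 3.99e-05 from limma). The call of *ERF6* in *pad2-1* under MV is lost when any 1 array of *pad2-1* control replicate 1 and *pad2-1* MV replicates 1 and 2 is left out (adjusted p = 0.0683 to 0.107 from limma), and also with only the arrays of the groups compared in the fit (0.11). The list had an adjusted p (limma's camera test) of 3.64e-08 in WT under MV (adjusted p = 0.0442 with an estimated correlation) and of 0.0171 in *pad2-1* (adjusted p = 0.315 with an estimated correlation). The list in *pad2-1* under MV was not called without *pad2-1* control replicate 1 or *pad2-1* MV replicate 1 (adjusted p = 0.0607 and 0.152 from limma's camera test).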

ZAT12 is related to the control of cold-responsive gene expression and to the adaptation of plants to a freezing environment (Vogel et al., 2005). STZ is related to the Cys2/His2-type zinc-finger transcriptional repressor that involves drought stress tolerance (Sakamoto et al., 2004). These findings suggest that ZAT12 and STZ are also involved in plant responses to mild oxidative and low phosphorus stress.

## Conclusion

Glutathione is a critical molecule that protects plant cells against ROS and is one of the important antioxidants in abiotic stress responses in plants. Despite efforts focused on elucidating the relationship among glutathione content, biosynthesis, and abiotic/biotic stress, understanding of low glutathione-mediated plant responses to mild rather than severe oxidative and nutrient stress remains incomplete. In this study, we assessed the effects of combined low glutathione with mild oxidative and low phosphorus stress on the metabolism in Arabidopsis. This study presents integrated metabolomics and transcriptomics analysis of glutathione depletion mutants, or *GSH1* mutants (*cad2-1* and *pad2-1*), in Arabidopsis in response to mild MV-induced oxidative and low phosphate stress. The data presented here suggest that sensitivity to mild oxidative stress induced by a low concentration of MV in the mutant of the *GSH1* gene is similar to that of WT plants in terms of plant shoot growth. Our broad metabolite profiling showed that several flavonoids overaccumulated as a common oxidative stress response, whereas increased levels of flavonols with specific kaempferol- and quercetin-glycosides were observed as a common mild phosphate stress response. In addition to a significant production of sugar, osmolytes, and lipids as mild oxidative stress-responsive metabolites, we identified opposite alteration between short-chain- and long-chain aliphatic glucosinolates in the *GSH1* mutants. Genome-wide transcriptome analysis supports the metabolite responses by detecting coordinated gene expressions related to glucosinolate and flavonoid biosynthesis in the *pad2-1* mutant. We also hypothesize that *pad2-1* mutants accelerate transcriptional regulatory networks to control the biosynthetic pathways involved in glutathione-independent scavenging metabolites, and that they might reconfigure the metabolic networks in the primary and secondary metabolism of compounds, including lipids, glucosinolates, and flavonoids. The findings of our study provide a basis for the elucidation of the molecular mechanisms involved in the transcriptional regulation and reprogramming of metabolic networks in response to mild oxidative and nutrient stress in Arabidopsis.

## Availability of Supporting Data

All microarray data are available in the NCBI GEO database (Barrett et al., 2013) (accession no. GSE57286).

## Author Contributions

AF, MI, and MK conceived the project, analyzed the data, and interpreted the majority of the results. MI and TN participated in experiments on the Arabidopsis mutants, *cad2-1* and *pad2-1*, and the *35S::GSH1* transgenic lines 7-5 and 13-6, and in transcript profiling by microarrays. MK, RN, MKo, YO, and KS designed and performed metabolite profiling and drafted the Materials section. MI conducted glutathione quantification. AF, MI, and MK wrote the article with contributions from other co-authors.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.umetrics.com

2 http://bioinfogp.cnb.csic.es/tools/venny/

3 http://www.r-project.org/

4 http://www.qiagen.com

5 http://www.affymetrix.com

6 http://www.affymetrix.com/Auth/analysis/downloads/na31/ivt/ATH1-121501.na31.annot.csv.zip

7 http://genevenn.sourceforge.net/vennresults.php

## Supplementary Material

FIGURE S1 Strategy to choose the candidate lines that showed no visible phenotypes, but had altered metabotypes compared to that of WT. See also Supplementary Table S1. **(A)** Workflow of the screening for the eight candidate lines from the 50 mutant lines. Visual phenotypes of the 50 lines were preliminary observed as described in (Fukushima et al., 2014). **(B)** PCA of metabolite profiles of the “batch 2” dataset obtained using GC-TOF-MS. Score scatter plots were shown using PC1 (13%) and PC2 (10%) in the left panel and PC1 (13%) and PC3 (8%) in the right panel, respectively.

FIGURE S2 Visible phenotypic changes in 18-day-old samples grown under different concentrations of methyl viologen (MV). We observed WT individual plants grown under Murashige and Skoog medium containing 0.01, 0.03, and 0.05 μ MV **(A)**. We also compared WT with *pad2-1* plants under different MV treatments **(B)**.

FIGURE S3 Visible phenotypic changes in 18-day-old samples grown under Murashige and Skoog medium (control MS), MS medium containing 0.05 μM of methyl viologen (MV), and phosphorous-limiting MS (P-lim, the concentration corresponds to 20% of ordinary MS medium).

FIGURE S4 Visual phenotypes, fresh weight of shoots, and GSH and GSSG levels in WT plants and *35S::GSH1*-overexpressing transgenic lines, 7-5 and 13-6, grown under three different conditions. Visible phenotypic changes in 20-day-old *GSH1*-overexpressing lines grown on Murashige and Skoog medium (no stress), Murashige and Skoog medium containing 0.05 μM methyl viologen (MV), and low-phosphate (P-lim) Murashige and Skoog medium **(A)**. Fresh weight (FW) of aerial parts of WT and transgenic plants grown under the three conditions (*n* = 8) **(B)**. Quantification of the glutathione content in WT and transgenic plants grown under the three growth conditions. Content of the reduced form of glutathione, GSH (*n* = 3, biological replicates) **(C)**. Content of the oxidized form of glutathione, GSSG (*n* = 3, biological replicates) **(D)**. GSH:GSSG ratio as an indirect determinant of oxidative stress **(E)**. Each error bar indicates the standard deviation from the mean. Asterisks represent differences from the control (significant levels were ^∗∗^ α = 0.01 and ^∗^ α = 0.05) by Welch’s *t*-test. The letters “a” and “b” represent significant differences compared to the no-stress condition (significant levels were a, α = 0.01 and b, α = 0.05) by Welch’s *t*-test. Note that the control values in glutathione levels are considerably higher than those shown in **Figure 1**, because the differences can arise due to both technical (e.g., unwanted instrumental variation) and/or biological factors (e.g., quality of the Arabidopsis seeds).

FIGURE S5 Principal component analysis of the metabolite profiles of WT plants and *GSH1* mutants (*cad2-1* and *pad2-1*) exposed to MV and P-lim; integrated data obtained from multi-platform metabolite profiling were used (*n* = 8, biological replicates). Detected metabolites contained sugar and sugar alcohols, amino acids, organic acids, fatty acids, glucosinolates, flavonoids, and lipids. The PCA score scatter plots indicate that the samples were clustered according to the corresponding genotype-dependent separation in the PC1/PC3 or PC2/PC3 direction.

FIGURE S6 Venn diagram of identified/annotated metabolites under different conditions (control, MV, and P-lim). The threshold was set at FDR < 0.05 and |log_2_fold-change|≥ 1.

FIGURE S7 Metabolite changes in the *GSH1* mutants and WT by MV and P-lim treatments. **(A)** Stress-treatment comparison: Log_2_fold-change in metabolites exposed to the two abiotic stresses. The fold-change is represented by two directed colors; red and blue indicate increase and decrease, respectively, in the metabolite level elicited by MV treatment or P-lim. **(B)** Genotype-dependent comparison: Red and blue indicate increase and decrease, respectively, in the metabolite levels in the mutants vs. WT plants. For abbreviations of the metabolite names, see Supplementary Table S5. *n* = 8, biological replicates, ^∗^FDR < 0.05.

FIGURE S8 Enrichment map showing biological processes between *pad2-1* and WT under 2 differential conditions based on hypergeometric tests of gene ontology (GO) terms by using BiNGO software (Maere et al., 2005). The map indicates the enriched GO terms in *pad2* vs. WT under MV **(A)** and under P-lim condition **(B)**. Enrichment map can be used to inspect differential transcriptomic responses between 2 genotypes (i.e., *pad2-1* vs. WT) under abiotic stress. Nodes represent GO terms and links between nodes represent gene overlap between GO terms. Inner circle size of each node represents the number of DEGs in “comparison 1” (e.g., *pad2* vs. WT under no-stress condition) within the GO term in biological process. Node border size represents the number of DEGs in “comparison 2” (e.g., *pad2-1* vs. WT under MV stress) within the GO term in biological process. Color of the node and border refer to the significance based on the BiNGO FDR of the GO term for “comparison 1” and “comparison 2,” respectively. The red-filled nodes highlight the major GO functional terms. Link size shows the number of DEGs that overlap between the two connected GO terms (Jaccard coefficient, the cut-off is 0.25). Green links correspond to both datasets when it is the only color link. Green links indicate “comparison 1” and blue indicates “comparison 2.” Blue dotted circles represent summarized GO term clusters based on AutoAnnotate (Kucera et al., 2016). The maps were generated using Cytoscape (v3.2.1) Enrichment Map plugin (Merico et al., 2010; Isserlin et al., 2014).

FIGURE S9 Overview of the transcript profiles associated with hormone metabolism based on MapMan. The Affymetrix ATH1 microarray of treatment **(A)** and genotype comparison by using MapMan software (http://mapman.gabipd.org/web/guest/mapman). The log_2_fold-change is shown by color: for **(A)** red, upregulated by stress treatment; blue, downregulated by stress treatment; for **(B)** red, upregulated in *pad2-1*; blue downregulated in *pad2-1*. A Wilcoxon test with Benjamini–Hochberg multiple-testing correction was used to identify MapMan BINs that were significant, coordinately (FDR < 0.05) compared to the others.

FIGURE S10 Overview of the transcript profiles associated with secondary metabolism based on MapMan. For detail explanation, see the legend to **Supplementary Figure S9**.

FIGURE S11 Overview of the transcript profiles associated with cell wall metabolism based on MapMan. For detail explanation, see the legend to **Supplementary Figure S9**.

FIGURE S12 Venn diagrams representing the classification of genes based on microarray data. **(A)** Down-regulated genes by MV treatment and P-lim stress. **(B)** Genotype-dependent down-regulated genes.

# Supplementary material for: Effects of Combined Low Glutathione with Mild Oxidative and Low Phosphorus Stress on the Metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2017 Aug 28;8:1464. doi: 10.3389/fpls.2017.01464
**Supplement:** FIGURE S1 — Strategy to choose the candidate lines that showed no visible phenotypes, but had altered metabotypes compared to that of WT. See also Supplementary Table S1. (A) Workflow of the screening for the eight candidate lines from the 50 mutant lines. Visual phenotypes of the 50 lines were preliminary observed as described in (Fukushima et al., 2014). (B) PCA of metabolite profiles of the “batch 2” dataset obtained using GC-TOF-MS. Score scatter plots were shown using PC1 (13%) and PC2 (10%) in the left panel and PC1 (13%) and PC3 (8%) in the right panel, respectively.

A

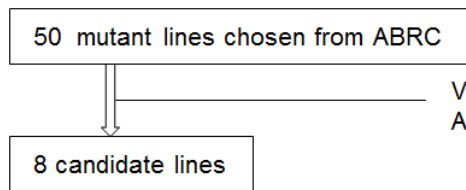

Visual phenotypes: leaf shape, color, and size
 Analysis for metabotyping: GC-TOF-MS

B

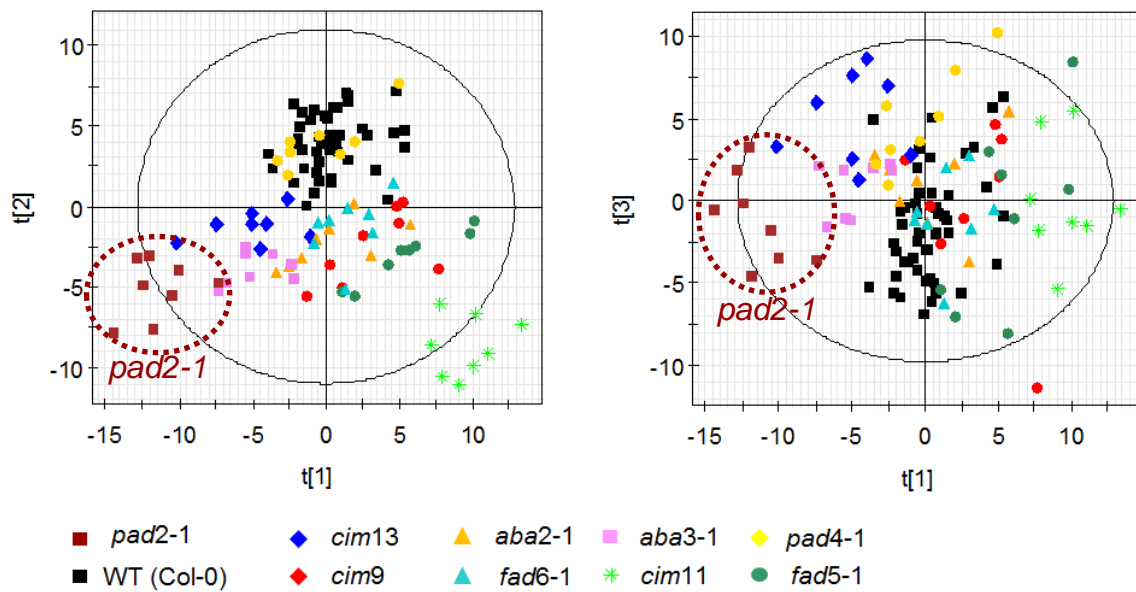

Fukushima et al., Supplemental Figure S1

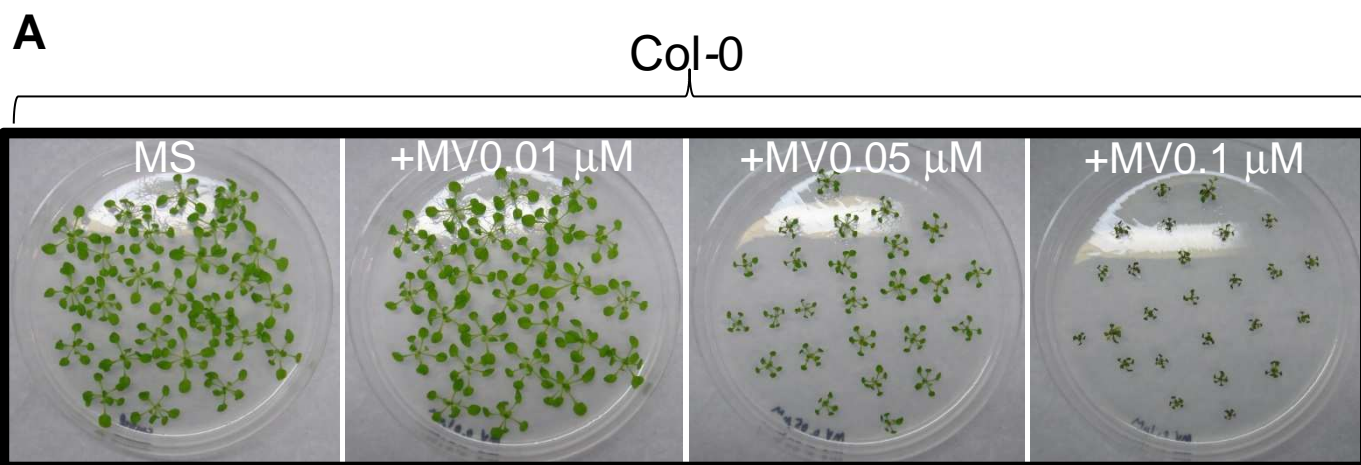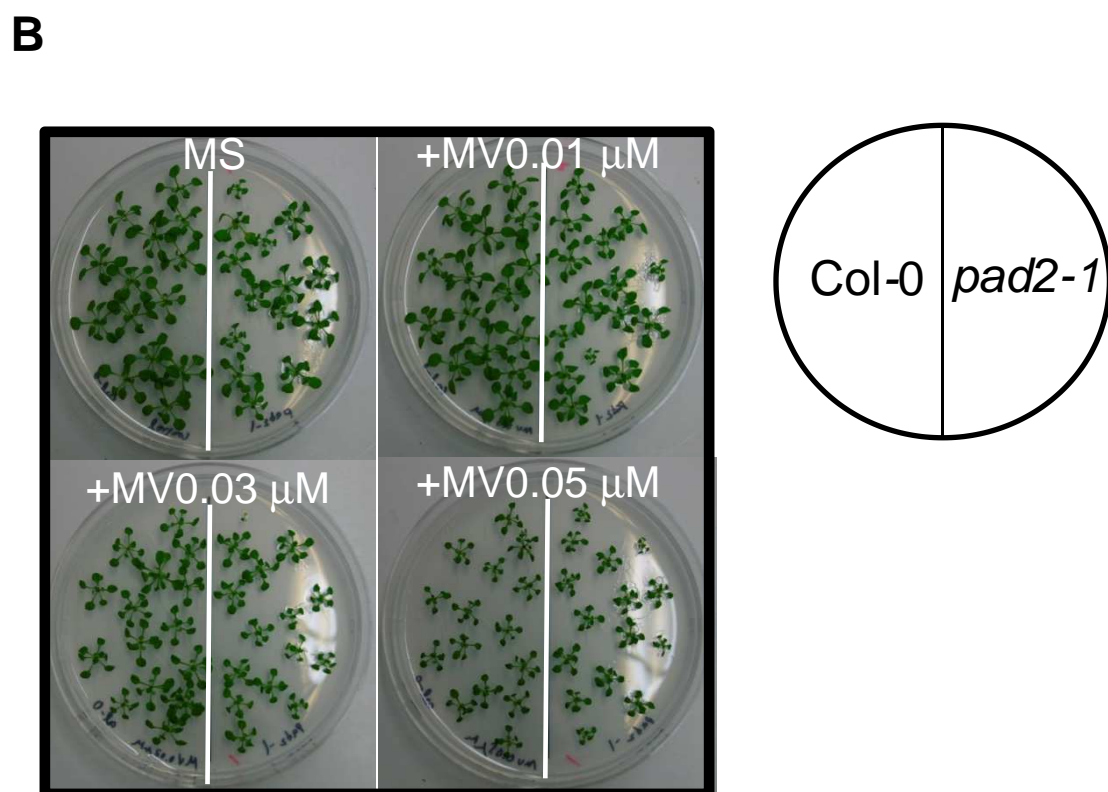

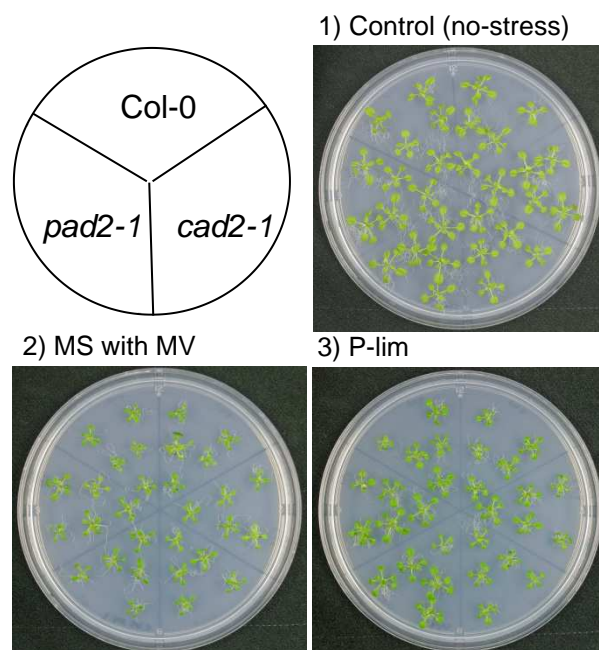

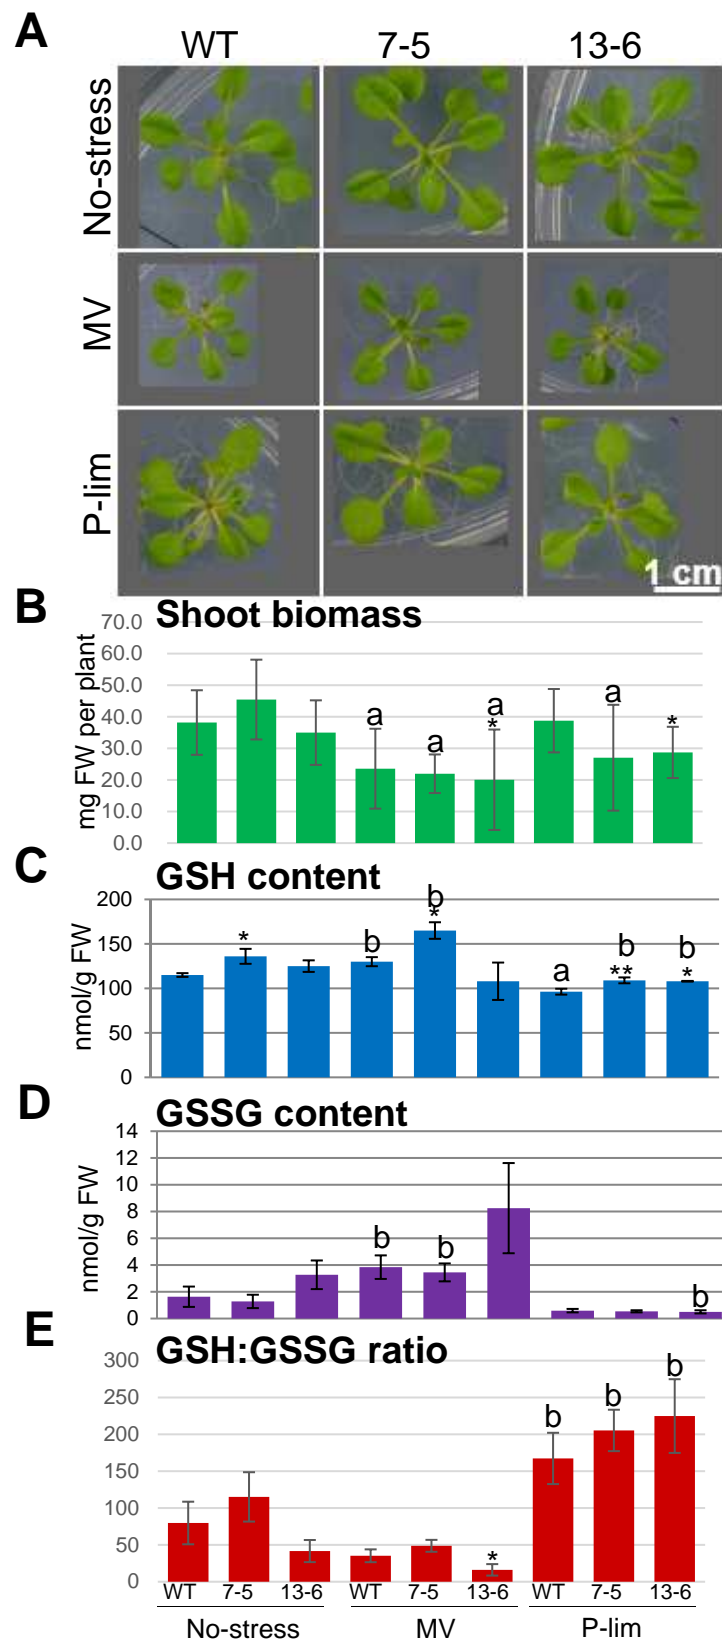

Fukushima et al., Supplemental Figure S4

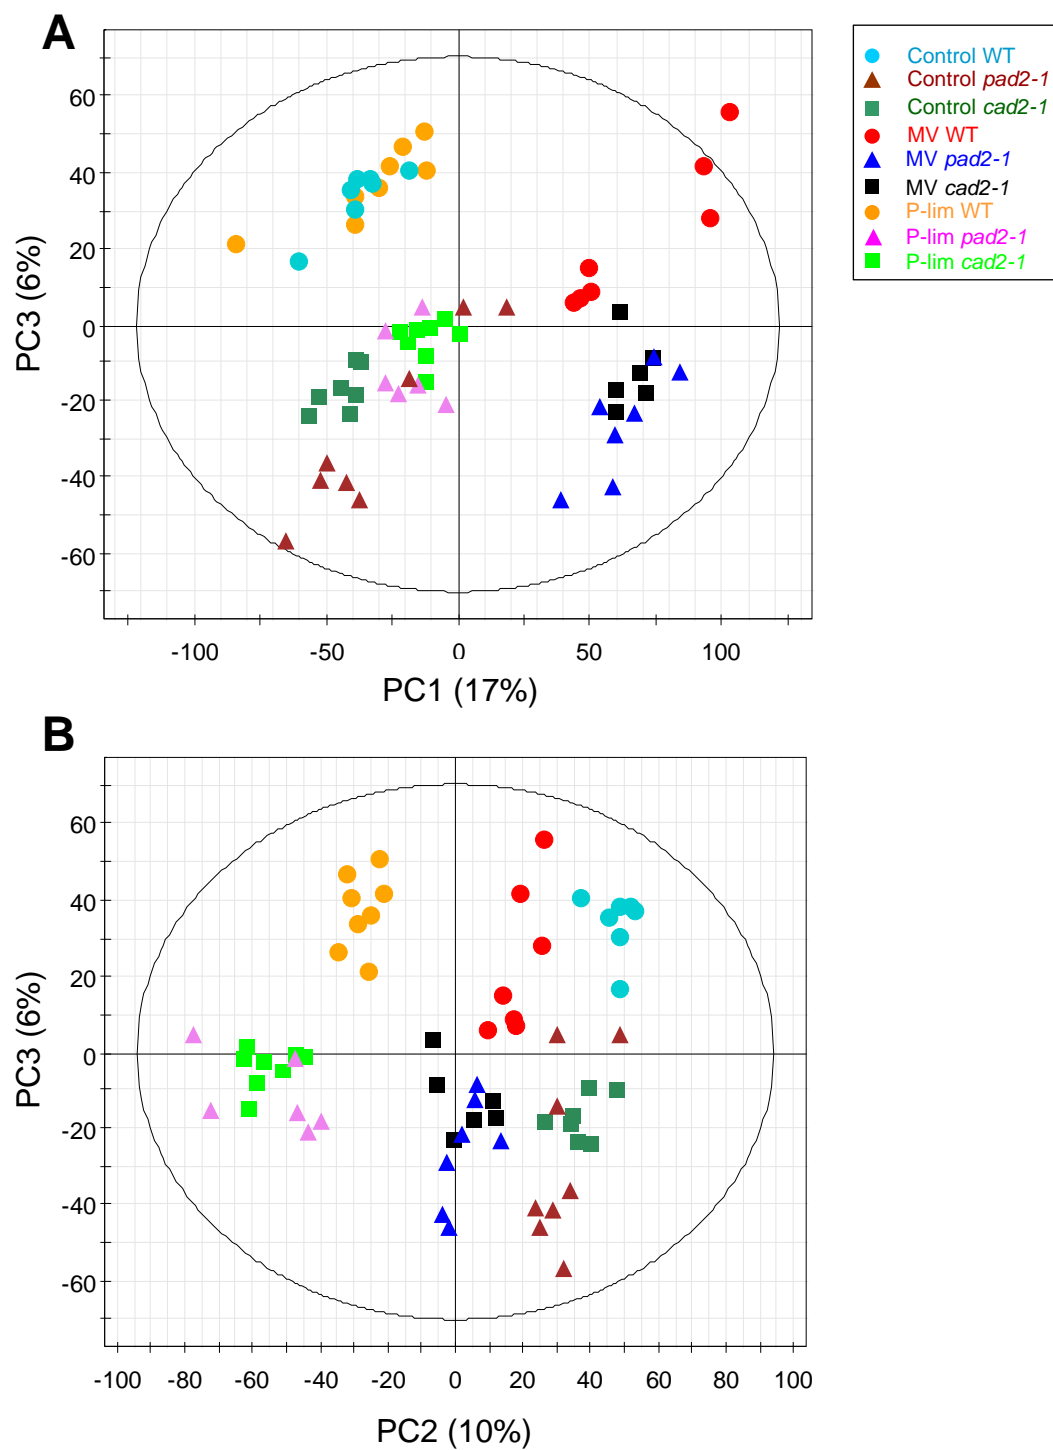

Fukushima et al., Supplemental Figure S5

A**pad2 vs WT**(FDR < 0.05, $|\log_2\text{fold-change}| \geq 1$)**Increased metabolite set****Decreased metabolite set**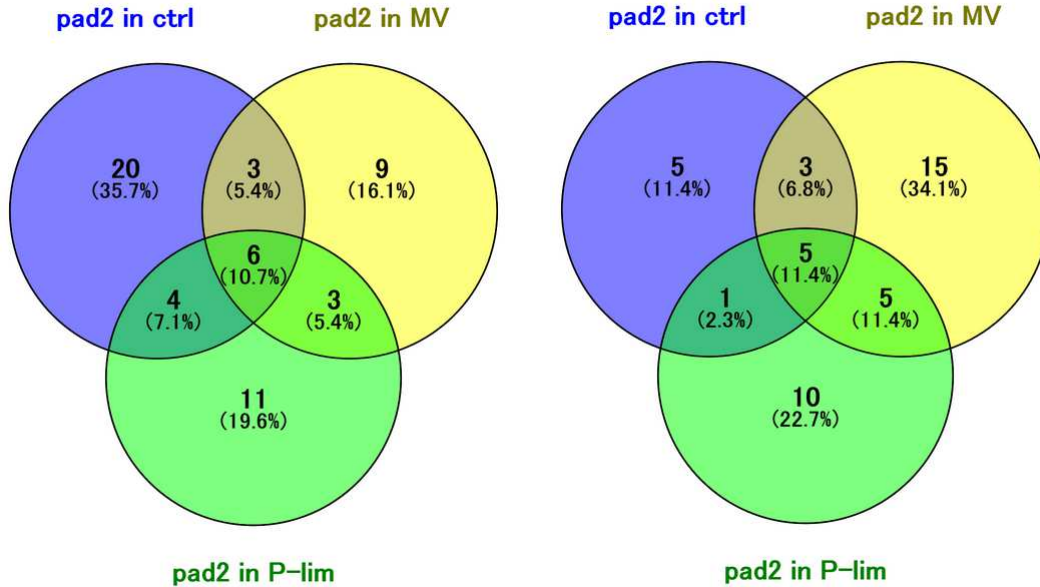**B****cad2 vs WT**(FDR < 0.05, $|\log_2\text{fold-change}| \geq 1$)**Increased metabolite set****Decreased metabolite set**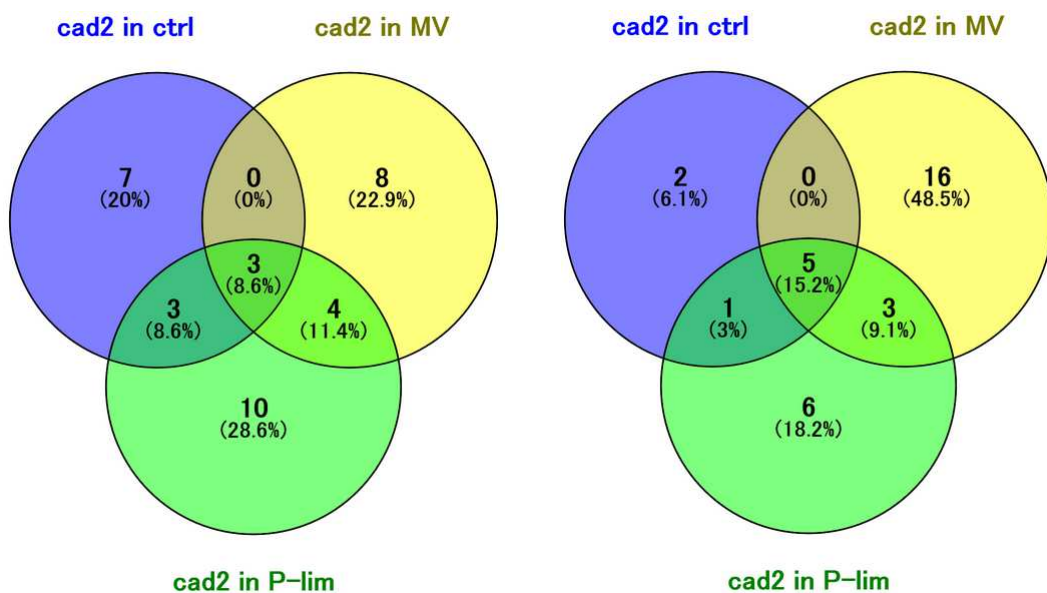

A

Treatment comparison

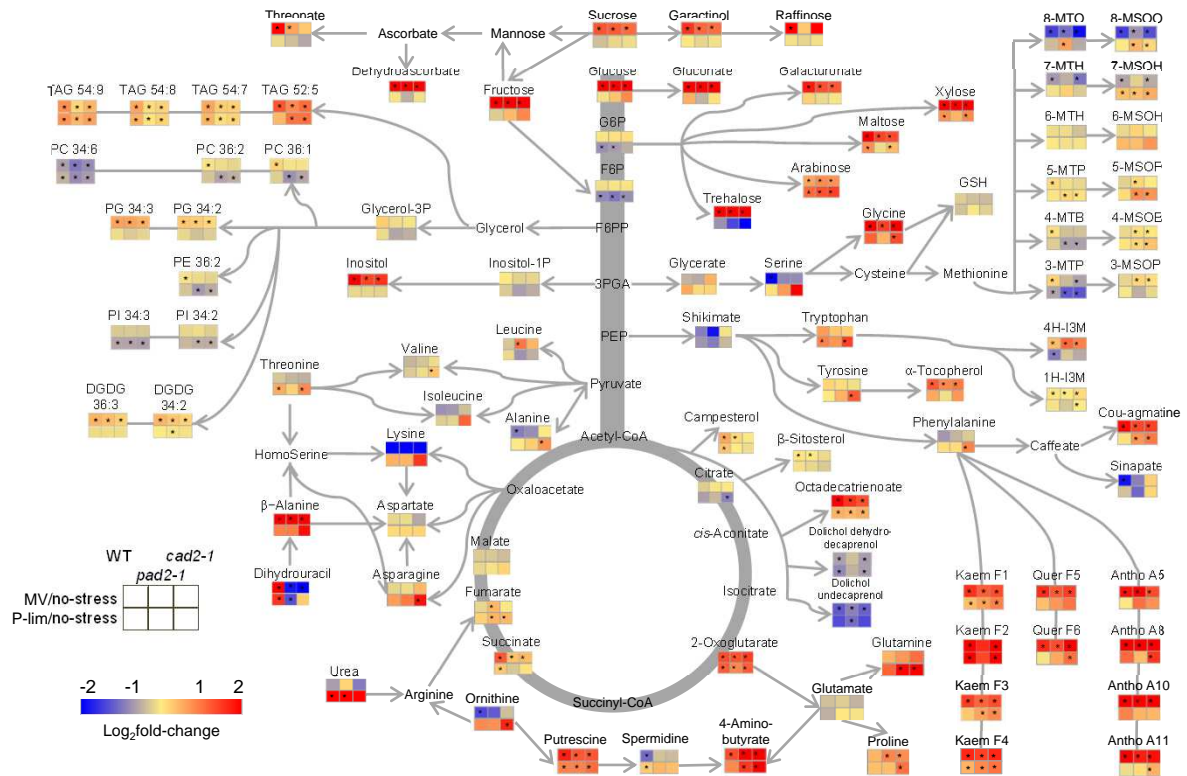

B

Genotype comparison

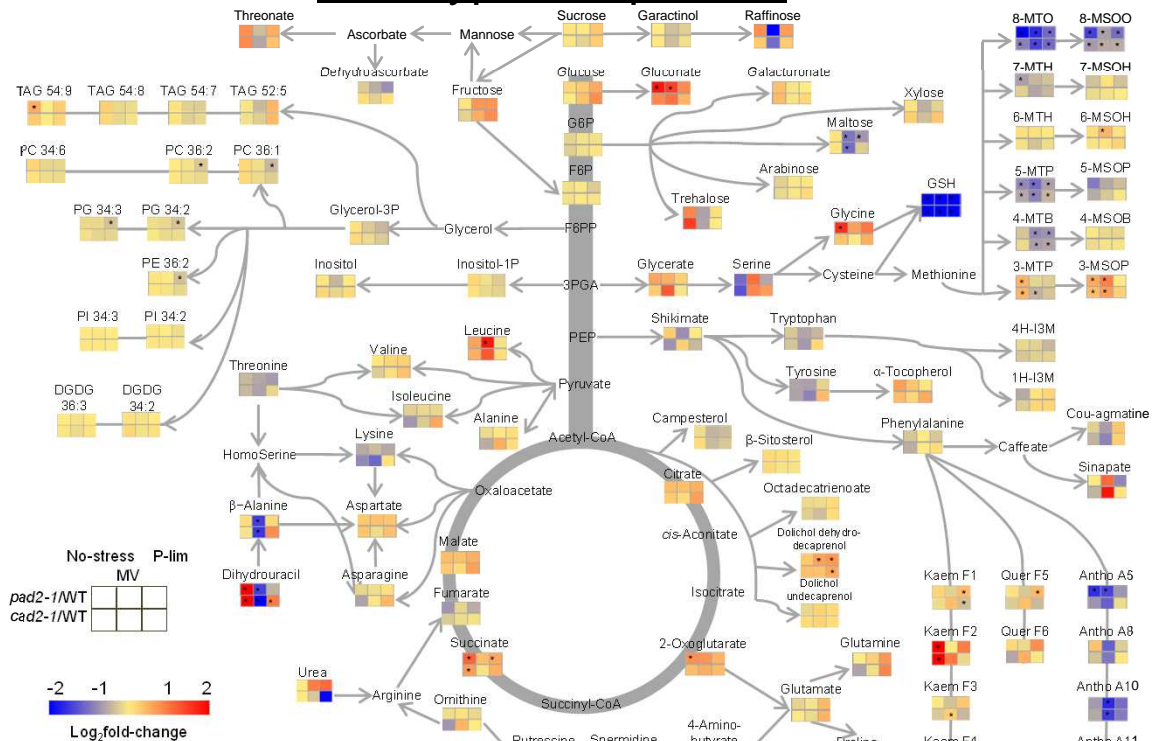

A. Genotype comparison under MV

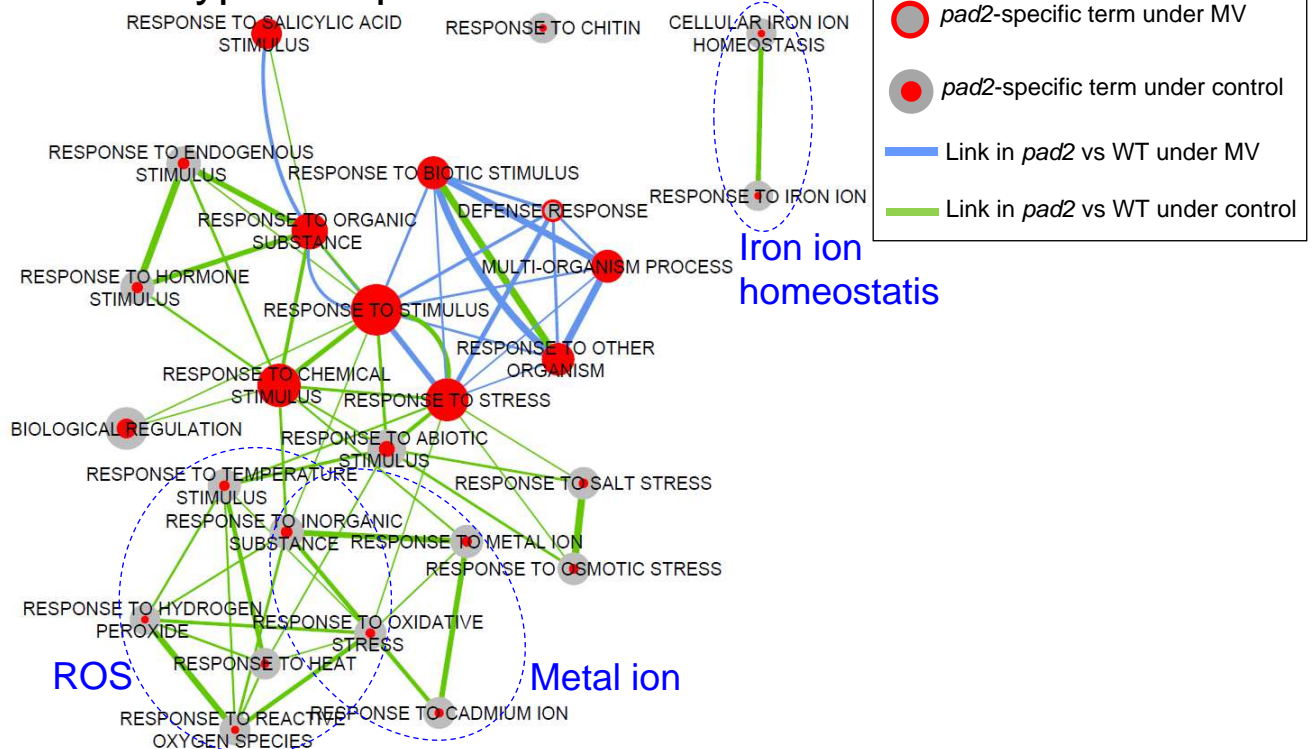

B. Genotype comparison under P-lim

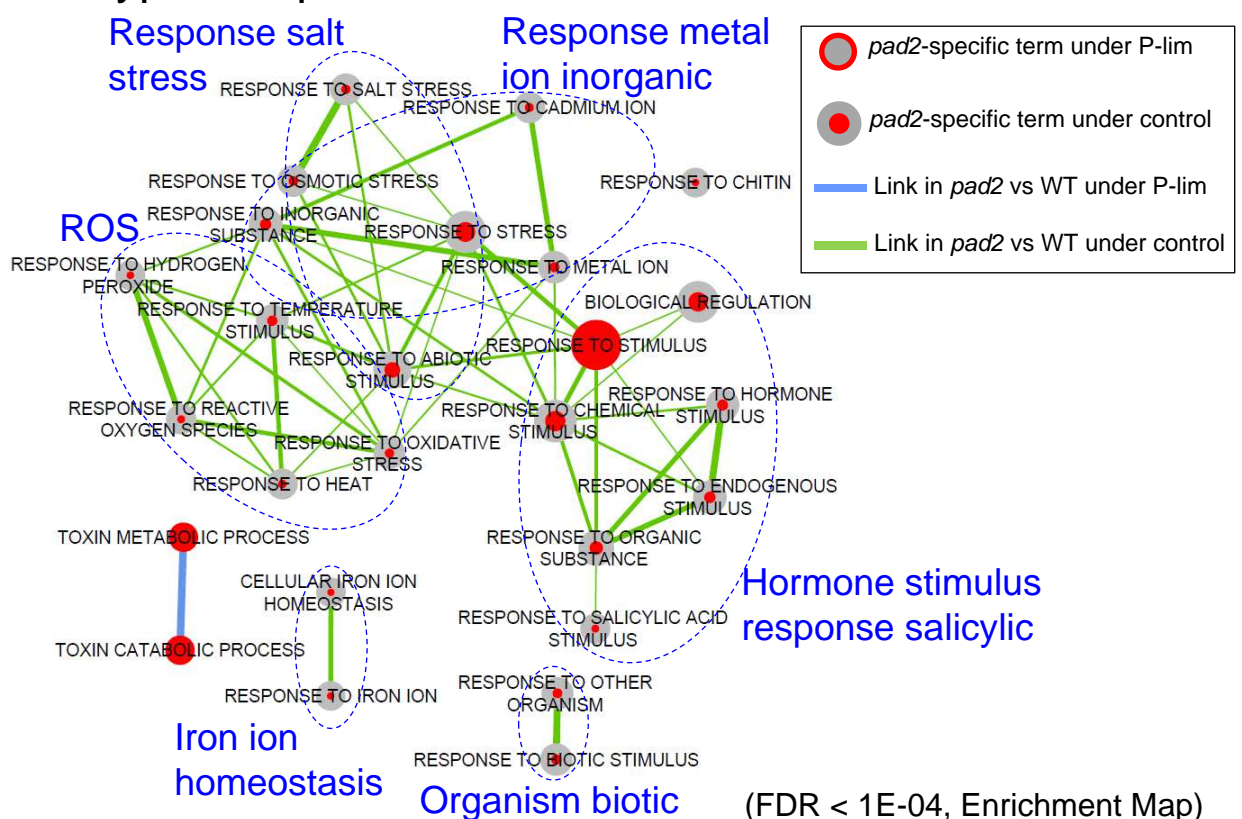

(FDR < 1E-04, Enrichment Map)

A

Hormone metabolism

Treatment comparison

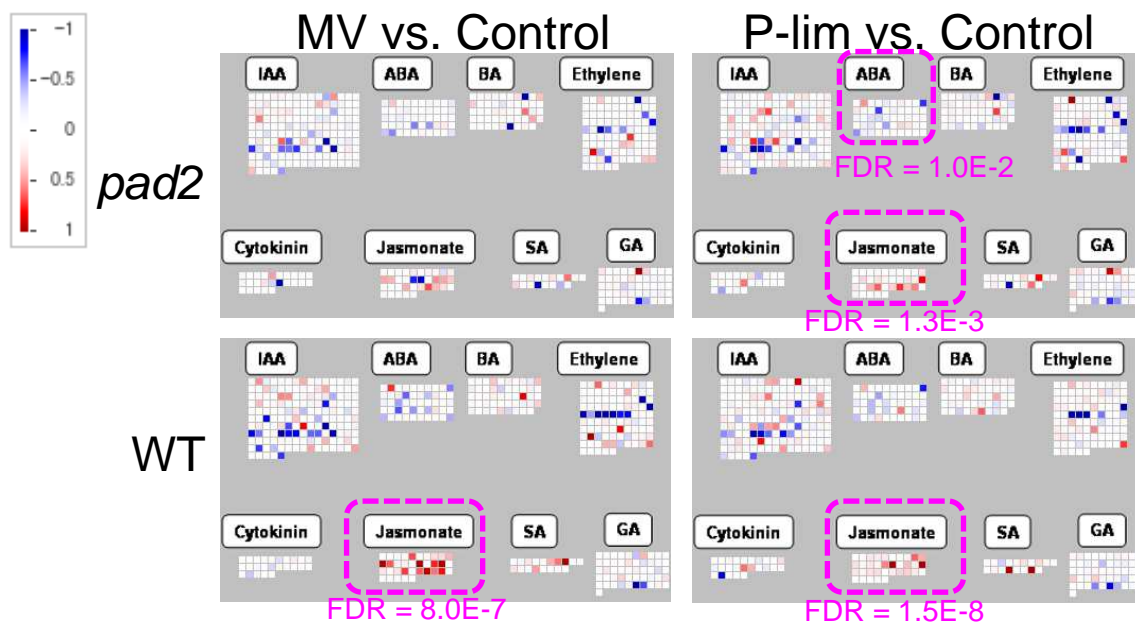

B

Genotype comparison (*pad2* vs. WT)

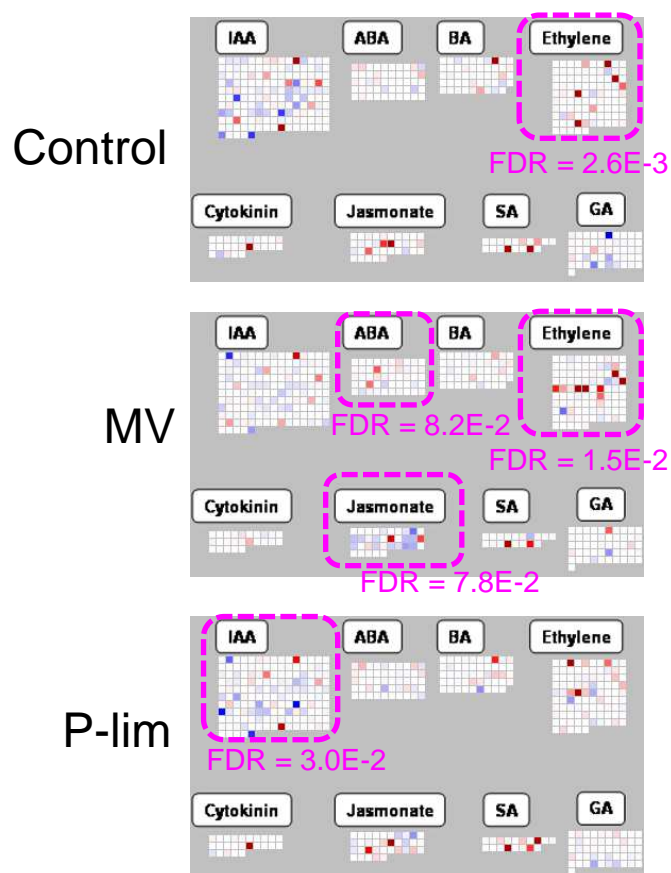

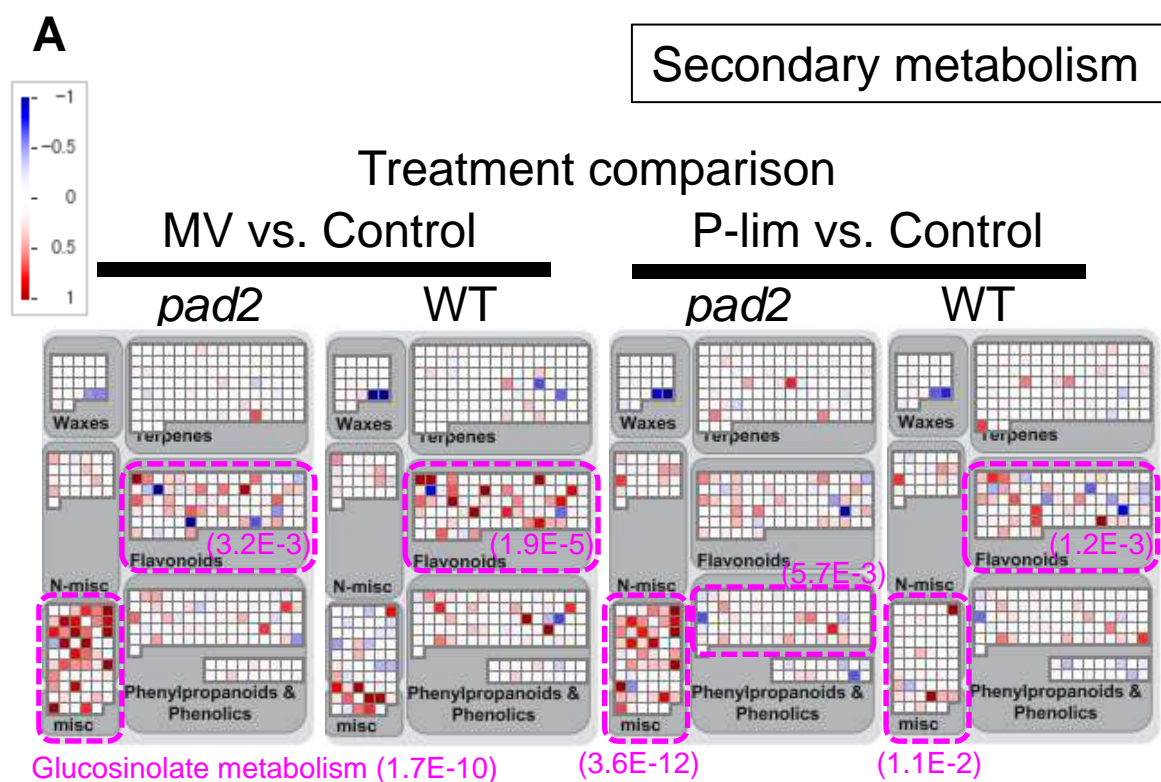

B

Genotype comparison
(*pad2* vs. WT)

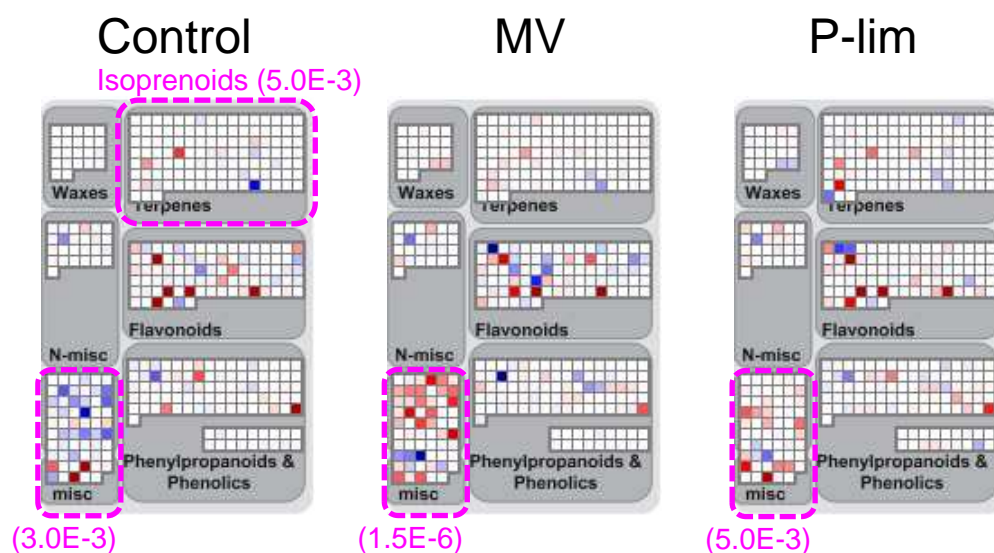

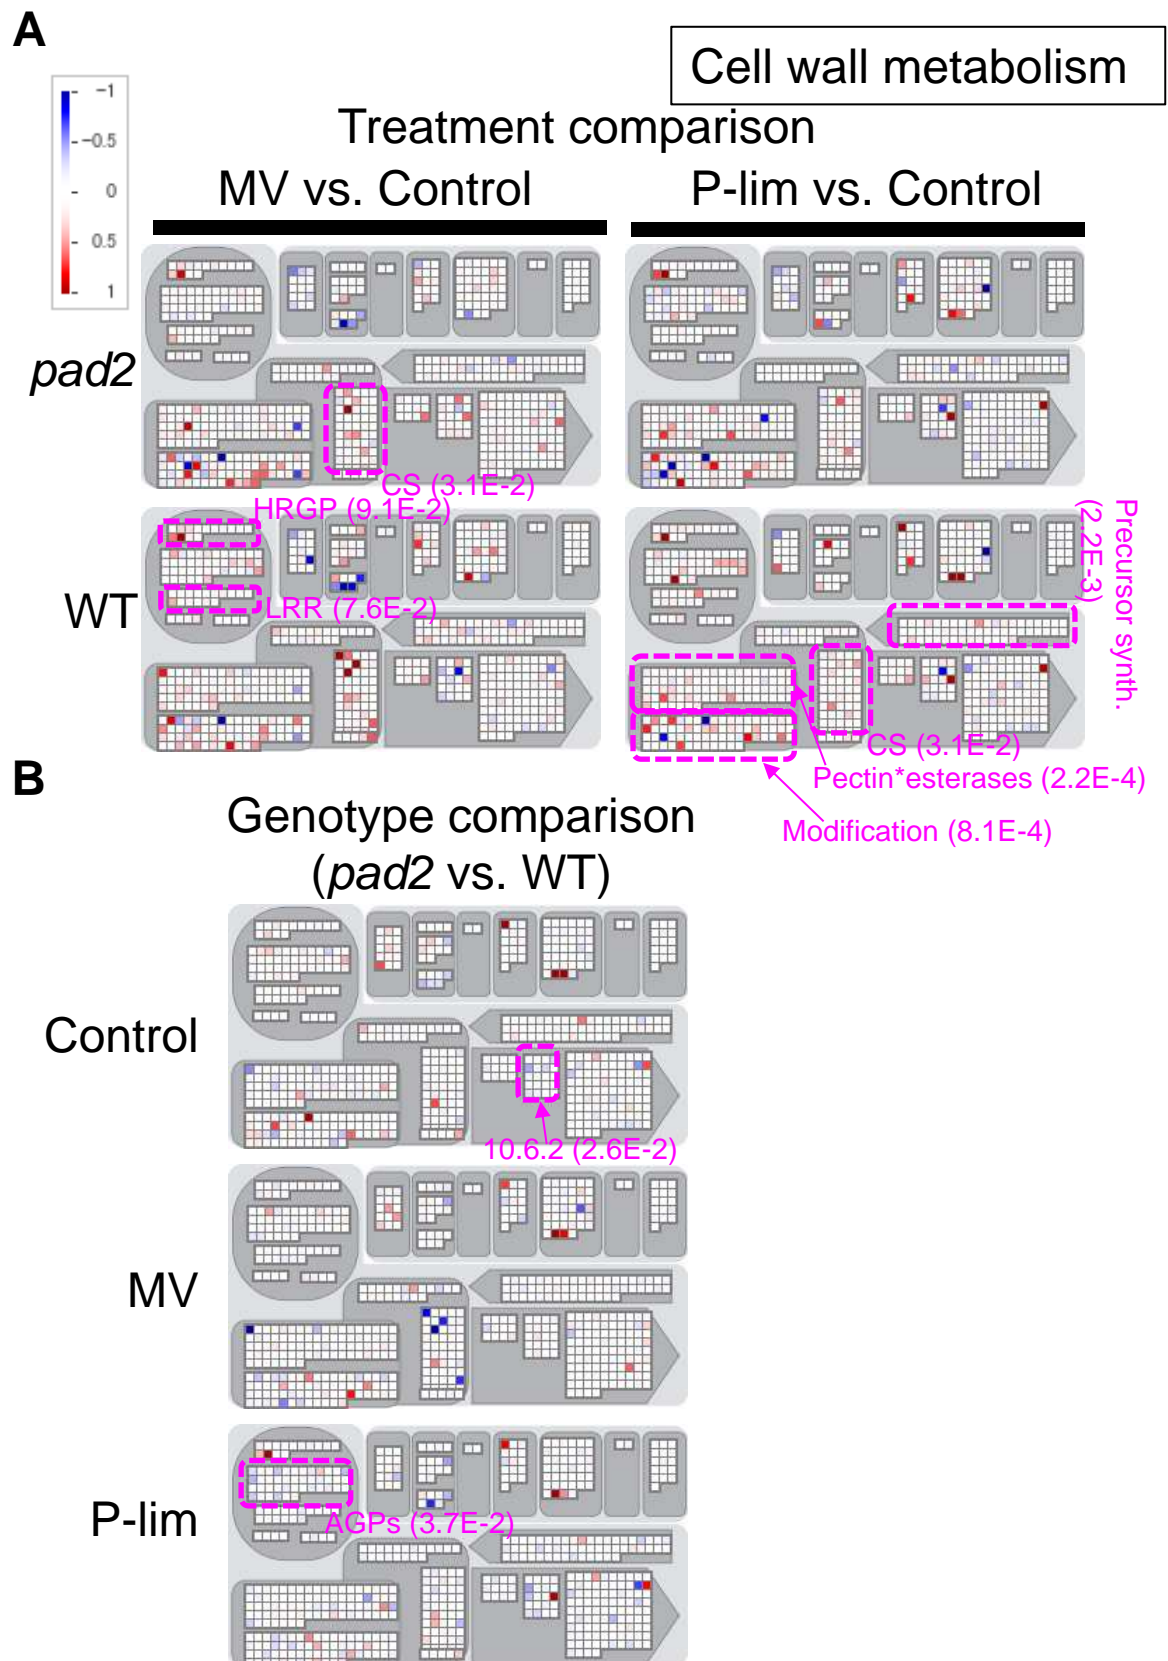

Fukushima et al., Supplemental Figure S11

A

Treatment comparison

Down-regulated genes under MV

Down-regulated genes under P-lim

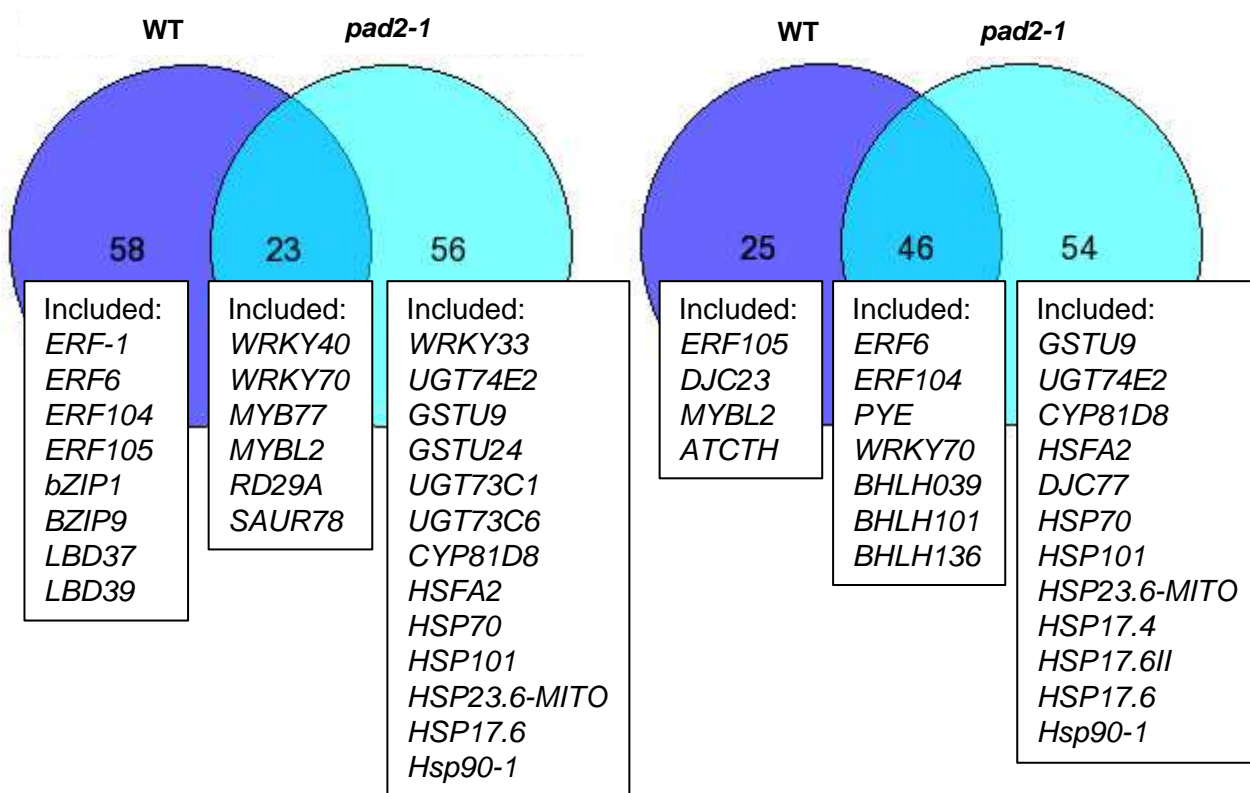

B

Genotype comparison

Down-regulation in *pad2-1*

under no-stress   MV-treatment

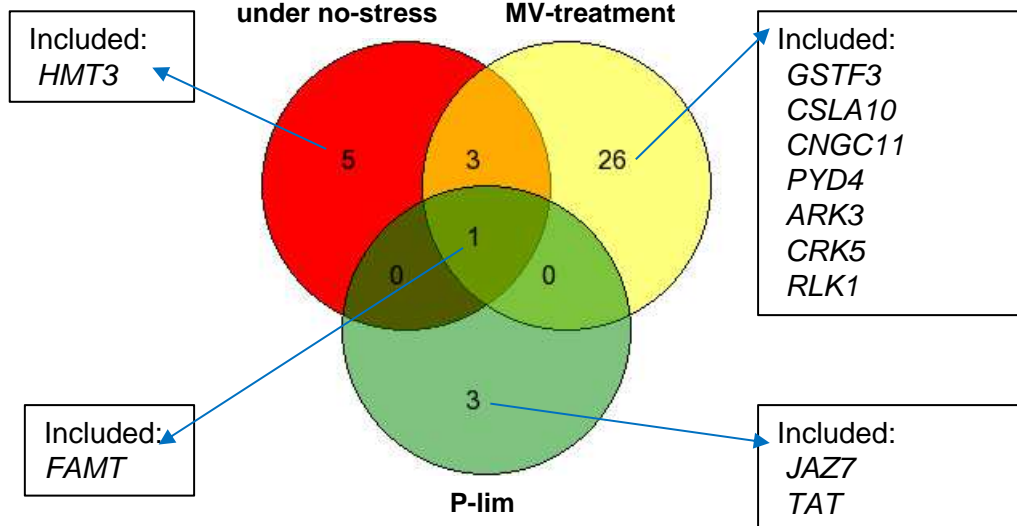

(log₂fold-change ≤ 1 and FDR < 0.05, LIMMA)

# Supplementary material for: Effects of Combined Low Glutathione with Mild Oxidative and Low Phosphorus Stress on the Metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2017 Aug 28;8:1464. doi: 10.3389/fpls.2017.01464
**Supplement:** Supplementary file 7

Supplementary Material

Effects of Combined Low Glutathione with Mild Oxidative and Low Phosphorus Stress on the Metabolism of *Arabidopsis thaliana*

Atsushi Fukushima^1,†^, Mami Iwasa^1,2,†^, Ryo Nakabayashi^1^, Makoto Kobayashi^1^, Tomoko Nishizawa^1^, Yozo Okazaki^1^, Kazuki Saito^1,3^, Miyako Kusano^1,4,*^

**^†^These authors contributed equally to this work**

**Supplemental Document S1. Metabolomics Metadata**

# Plant context metadata

- 1. **Plant materials**
     1. **BioSource Species**

*Arabidopsis thaliana*

- - 1. ***Genotypes/Varieties***

Columbia (Col-0), *pad2-1*, and *cad2-1*

- - 1. ***Organ specification***

Aerial part

- - 1. ***Growth conditions***

Plants were grown in MS agar medium except for the oxidative and phosphorous limited condition. Sterilized seeds were stratified at 5°C for 2 days, and were sown on Murashige and Skoog (MS) medium containing 1% sucrose (Control). Oxidative and Phosphorous limited conditions were produced adding 0.05 μM Methyl Viologen and reducing phosphate concentration to 1/5 of MS medium. Seedlings of Arabidopsis Col-0 and the mutants were cultivated in growth chambers at 22°C in the 16-h light and 8-h dark condition for 18 days (light strength, 80 μmol m^-2^ s^-1^ of photosynthetic photon flux (PPF)). We sampled 20 independent plants (*n* = 20, biological replicates) for measurement of shoot biomass (flesh weight), 8 for metabolite profiling, and 3 for absolute glutathione quantification as follows.

1. **Chemical analysis metadata**

***Chemicals***

All the chemicals and reagents that were used for this study were of spectrometric grade. Chemicals excluding isotope reference compounds and reagents for silylation were purchased from Sigma Aldrich (Tokyo, Japan), NacalaiTesque (Kyoto, Japan), or Wako Pure Chemical Industries (Osaka, Japan). The 6 stable isotope compounds ([^13^C_5_]-proline, [^2^H_4_]-succinic acid, [^2^H_6_]-2-hydroxybenzoic acid, [^13^C_3_]-myristic acid, [^13^C_12_]-sucrose, and [^2^H_7_]-cholesterol) were purchased from Cambridge Isotope Laboratories (Andover, MA, USA); [^13^C_5_,^15^N]-glutamic acid and [^13^C_6_]-glucose from Spectra Stable Isotopes (Columbia, Maryland, USA), [^2^H_4_]-1,4-diaminobutane was from C/D/N ISOTOPES (Pointe-Claire, Quebec, Canada), and [^13^C_4_]-hexadecanoic acid from Icon (Mt. Marion, NY, USA). The reagent for trimethylsilylation, *N*-methyl-*N*-trimethylsilyltrifluoroacetamide (MSTFA) was purchased from Tokyo Chemical Industry (Tokyo, Japan).

- 1. ***Sample processing and extraction***
     1. ***Extraction and derivatization for GC-TOF-MS***

Each frozen sample with a 5-mm zirconia bead was extracted with 40 fold amount of solvent (methanol/chloroform/water [3:1:1 v/v/v]) containing 10 stable isotope reference compounds at 4°C in a mixer mill (MM301; Retsch, Haan, Germany) at a frequency of 15 Hz. Each isotope compound was adjusted to a final concentration of 15 ngper 1-μl injection volume. After 5-min centrifugation at 15,100 × g, a 200-μl aliquot of the supernatant was transferred to a glass insert vial. The extracts were evaporated to dryness in an SPD2010 SpeedVac® concentrator (Thermo Fisher, Scientific, Waltham, MA, USA). We used extracts from 5-mg FW samples for derivatization, i.e., methoxymation and silylation. For methoxymation, 30 μl of methoxyamine hydrochloride (20 mg/ml in pyridine) were added to the sample. After 17 h of derivatization at room temperature the sample was trimethylsilylated for 1 h using 30 µl of MSTFA at 37°C with shaking. All derivatization steps were performed in a vacuum glove box VSC-100 (Sanplatec, Osaka, Japan) filled with 99.9995% (G3 grade) dry nitrogen.

- - 1. ***Extraction for LC-q-TOF-MS to detect secondary metabolites***

Each frozen sample was extracted with5 fold amount of solvent (methanol/water [8:2 v/v]) containing reference compounds (0.5 mg/L of lidocaine ([M+H]^+^, *m/z* 235.1804) and 10-camphorsulfonic acid ([M-H]^-^, *m/z* 231.0691) using a mixer mill MM301 (Retsch) at a frequency of 20 Hz for 5 min at 4°C. After centrifugation for 10 min at 15,000 × g, the supernatant was transferred into a 2 ml tube. Aliquot of the extracts was filtered using an Oasis® HLB μelusion plate (30 μm, Waters Co., Massachusetts, US). The extracts were transferred into a 2 ml tube.

- - 1. ***Extraction for LC-q-TOF-MS to detect lipids***

Each frozen samplewas milled using mixer mill MM301 (Retsch) at a frequency of 20 Hz for 2 min at 4°C. After that, frozen powder was extracted with20 fold volume of extraction solvent (chloroform/methanol/waer[50 : 100 : 31.45, v/v])containing 0.25mM of 1,2-dioctanoyl-sn-glycero-3-phosphocholine (SIGMA). Samples were vigorously mixed using a vortex mixture. 52.5 μl of water and 52.5 μl of chloroform were added to 200 μlof extract and then vigorously mixed for 5 min at room temperature. After standing for 15 min on ice, the samples were centrifuged at 1,000 ×*g* at 5°C for 5 min. The supernatant (85 μl) was transferred to a 2 ml tube with insert. Each extract was evaporated to dryness by SPD2010 SpeedVac® concentrator (Thermo Fisher Scientific). The residue was dissolved in 162μl of ethanol, and centrifuged at 10,000×*g* at 45°C for 15 min. Two hundred microliter of the supernatant was transferred to a glass tube for lipid analysis.

- 1. ***Analyticalconditions***
     1. ***GC-TOF-MS conditions***

Using the splitless mode of a CTC CombiPALautosampler (CTC Analytics, Zwingen, Switzerland), 1 μl of each sample (equivalent to 1.4 µg DW) was injected into an Agilent 6890N gas chromatograph (Agilent Technologies, Wilmingston, DE, USA) featuring a 30 m × 0.25 mm inner diameter fused-silica capillary column and a chemically bound 0.25-μl ﬁlm Rxi-5 Sil MS stationary phase (RESTEK, Bellefonte, PA, USA) with a tandem connection to a fused silica tube (1 m, 0.15 mm). An MS column change interface (msNoVent-J; SGE, Yokohama, Japan) was used to prevent air and water from entering the MS during column change-over. Helium was the carrier gas at a constant ﬂow rate of 1 ml min^-1^. The temperature program for GC-MS analysis started with a 2-min isothermal step at 80°C followed by 30°C temperature-ramping to a ﬁnal temperature of 320°C that was maintained for 3.5 min. The transfer line and the ion source temperatures were 250 and 200°C, respectively. Ions were generated by a 70-eV electron beam at an ionization current of 2.0 mA. The acceleration voltage was turned on after a solvent delay of 222 sec. Data acquisition was on a Pegasus IV TOF mass spectrometer (LECO, St. Joseph, MI, USA); the acquisition rate was 30 spectras^-1^ in the mass range of a mass-to-charge ratio of m/z = 60–800.

Alkane standard mixtures (C8 - C20 and C21 - C40) purchased from Sigma-Aldrich (Tokyo, Japan) were used for calculating the retention index (RI) ([Schauer et al., 2005](#_ENREF_5)). For quality control we injected methylstearate into every 6th sample. The sample run order was randomized in single-sequence analyses. We analyzed the standard compound mixtures using the same sequence analysis procedures.

- - 1. ***LC-q-TOF-MS conditions to detect secondary metabolites***

After preparation of the extracts, the sample extracts (1 μl) were analyzed using an LC-MS system equipped with an electrospray ionization (ESI) interface (LC, Waters Acquity UPLC system; MS, Waters Xevo G2 Q-Tof). The analytical conditions were as follows. LC: column, Acquity bridged ethyl hybrid (BEH) C18 (pore size 1.7 μm, length 2.1× 100 mm, Waters); solvent system,acetonitrile(0.1% formic acid):water (0.1% formic acid); gradient program,

1 : 99 v/v at 0 min, 1 : 99 v/v at 0.1 min, 99.5 : 0.5 at 15.5 min,99.5 : 0.5 at 17.0 min, 1 : 99 v/v at 17.1 min and 1 : 99 at 20 min, flow rate, 0.3 ml/min,temperature, 40°C; MS detection: capillary voltage, +3.0 keV, cone voltage, 25.0 V, source temperature, 120°C, desolvation temperature, 450°C, cone gas flow, 50 l per h; desolvation gas flow, 800 l per h; collision energy, 6 V; mass range, *m/z* 100‒1500; scan duration, 0.1 sec; interscan delay, 0.014 sec; mode, centroid; polarity, positive; Lockspray (Leucineenkephalin): scan duration, 1.0 sec; interscan delay, 0.1 sec. The data were recorded using MassLynx version 4.1 software (Waters).

- - 1. ***LC-q-TOF-MS conditions to detect lipids***

Sample extracts (1 μl) were analyzed using an LC-MS system equipped with an electrospray ionization (ESI) interface (HPLC, Waters Acquity UPLC system; MS, Waters Xevo G2 Qtof). Two-solvent (A and B) system was used for separation of each metabolite. Compositions of these solvents were as follows: solvent A, acetonitrile: water:1 M ammonium acetate:formic acid = (158 g:800g:10 ml:1 ml); solvent B, acetonitrile:2-propanol:water:1 M ammonium acetate:formic acid = (79 g:711 g:10 ml:1 ml). The analytical conditions were as follows. HPLC: column, Acquity UPLC HSS T3 (pore size 1.8 μm, 1.0 i.d × 50 mm long, Waters); gradient program, 35% B at 0 min, 70% B at 3 min, 85% B at 7 min, 90% B at 10 min, 90% B at 12 min and 35% B at 12.5 min; flow rate, 0.15 ml/min; temperature, 55°C; MS detection: capillary voltage, +3.0 kV; cone voltage, 20 V for positive mode and 40 V for negative mode; source temperature, 120°C; desolvation temperature, 450°C; cone gas flow, 50 l/h; desolvation gas flow, 450 l/h; collision energy, 6 V; detection mode, scan (*m/z* 100–2000; scan time, 0. 5 sec; centroid). The scans were repeated for 15 min in a single run. The data were recorded using MassLynx version 4.1 software (Waters).

- 1. ***Data processing***
     1. ***Data processing for GC-TOF-MS data***

Nonprocessed MS data from GC-TOF-MS analysis were exported in NetCDF format generated by chromatography processing- and mass spectral deconvolution software (LecoChromaTOF version 3.22; LECO, St. Joseph, MI, USA) to MATLAB 6.5 or MATLAB2011b (Mathworks, Natick, MA, USA) for the performance of all data-pretreatment procedures, e.g. smoothing, alignment, time-window setting H-MCR, and RDA ([Jonsson et al., 2006](#_ENREF_1)). The resolved MS spectra were matched against reference mass spectra using the NIST mass spectral search program for the NIST/EPA/NIH mass spectral library (version 2.0) and our custom software for peak-annotation written in JAVA. Peaks were identified or annotated based on their RIs, a comparison of the reference mass-spectra with the GolmMetabolome Database (GMD) released from CSB.DB ([Kopka et al., 2005](#_ENREF_2)), and our in-house spectral library. The metabolites were identified by comparison with RIs from the library databases (GMD and our own library) and the RIs of authentic standards. The metabolites were defined as annotated metabolites after comparison with the mass spectra and the RIs from these two libraries. The data matrix was normalized using the CCMN algorithm for further analysis ([Redestig et al., 2009](#_ENREF_3)) .

- - 1. ***Data processing for LC-q-TOF-MS data to detect secondary metabolites***

The data matrix was aligned by MassLynx version 4.1 (Waters). The profiling data files were converted to the NetCDF format using the DataBridge function of the MassLynx software. The data matrices were processed using in-house Perl script for alignment and deisotope with the set of NetCDF data files.

For normalization, intensity values of remained peaks was divided by those of the lidocaine ([M+H]^+^, *m/z* 235.1804) and 10-camphorsulfonic acid ([M-H]^-^, *m/z* 231.0691) after cutoff of the low-intensity peaks (less than 500 counts).

- - 1. ***Data processing for LC-q-TOF-MS data to detect lipids***

The data matrix was generated using the Makerlynx XS (Waters) using the profiling data files recorded in the MassLynx format (raw). The data matrices were processed using in-house Perl script. The original peak intensity values were divided with that of the internal standard (didecanoyl-sn-glycerophosphocholine at *m/z* 566.382 [M + H]^+^ and at *m/z* 610.372 [M + HCOO]^–^ for the positive and negative ion modes, respectively) to normalize the peak intensity values among the metabolic profile data.

- 1. ***Statistical data analysis for metabolite profile data***

The multi-platform data was summarized by unifying metabolite identifiers to a common referencing scheme using the MetMask tool ([Redestig et al., 2010](#_ENREF_4)). The four matrices were then concatenated and correlated peaks with the same annotation were replaced by their first principal component. All data was log_10_ transformed prior to further data analysis. Principal component analysis (PCA) was performed on unit-variance scaled metabolite matrixes (observations, 81 samples; variables, 681 or 701 peaks) with log_10_ transformation using the pcaMethods package ([Stacklies et al., 2007](#_ENREF_6)) or SIMCA-P+ 12.0 software (Umetrics AB, Umeå, Sweden).

**References**

**Jonsson P, Johansson ES, Wuolikainen A, Lindberg J, Schuppe-Koistinen I, Kusano M, Sjostrom M, Trygg J, Moritz T, Antti H** (2006) Predictive metabolite profiling applying hierarchical multivariate curve resolution to GC-MS data--a potential tool for multi-parametric diagnosis. J Proteome Res **5:** 1407-1414

**Kopka J, Schauer N, Krueger S, Birkemeyer C, Usadel B, Bergmuller E, Dormann P, Weckwerth W, Gibon Y, Stitt M, Willmitzer L, Fernie AR, Steinhauser D** (2005) : the Golm Metabolome Database. Bioinformatics **21:** 1635-1638

**Redestig H, Fukushima A, Stenlund H, Moritz T, Arita M, Saito K, Kusano M** (2009) Compensation for systematic cross-contribution improves normalization of mass spectrometry based metabolomics data. Anal Chem **81:** 7974-7980

**Redestig H, Kusano M, Fukushima A, Matsuda F, Saito K, Arita M** (2010) Consolidating metabolite identifiers to enable contextual and multi-platform metabolomics data analysis. BMC Bioinformatics **11:** 214

**Schauer N, Steinhauser D, Strelkov S, Schomburg D, Allison G, Moritz T, Lundgren K, Roessner-Tunali U, Forbes MG, Willmitzer L, Fernie AR, Kopka J** (2005) GC-MS libraries for the rapid identification of metabolites in complex biological samples. FEBS Lett **579:** 1332-1337

**Stacklies W, Redestig H, Scholz M, Walther D, Selbig J** (2007) pcaMethods--a bioconductor package providing PCA methods for incomplete data. Bioinformatics **23:** 1164-1167

How the deposited data were processed for this re-analysis (not part of the article)

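The arrays measured transcripts in aerial parts of 18-day-old WT and *pad2-1* seedlings grown under the control condition, with MV or under P-lim, in 3 arrays for each of 6 groups. According to the methods, each of the 3 hybridizations of a group used a single biological replicate. The samples were assigned to groups by title and treatment label, since the descriptions of the WT arrays under MV and P-lim name the normal medium.

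The deposited values are log2 expression values, 1 per probe set and array, that the authors made from all arrays together with RMA. RMA makes the arrays alike in their distribution of values, so a shift shared by most transcripts of a group cannot be seen, and signal near the background is compressed. No further scaling was applied. The 64 control probe sets of the manufacturer were left out, and 22746 of 22810 probe sets were tested.

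Probe sets were named from a probe table that lists 14016 of them, 13513 with 1 gene and 503 with several. Names for 115 more came from the 384 lines of Table S3 that were read (22425 further lines were not read) and for 22 from Table 1, and 3 names that conflicted with Table S3 were dropped. This left 13647 probe sets with 1 gene, 511 with several and 8652 with none. The probe set with the highest mean stands for a gene with several. Genes without a named probe set are not reported here.

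limma (version 3.58.1, R 4.3.3) fitted 1 linear model with 6 group means to the 18 arrays, with its moderated variance. From it came 7 comparisons (each treatment against the control in each genotype, and *pad2-1* against WT in each condition) and 2 interactions of genotype with treatment. P values were adjusted by the Benjamini-Hochberg method over all probe sets tested in a comparison. Counts of probe sets take an adjusted p under 0.05 and a log2 fold change of 1 or more in size, as in the study. Single genes, lists and interactions take the adjusted p alone. Expected overlaps are the product of the 2 counts divided by the probe sets tested. For comparisons that share control arrays, 100 simulated sets of unchanged groups with the same spread gave the covariance that shared controls alone produce.

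The groups, the comparisons, the thresholds, the rule for named genes, the gene lists and the alternatives were set before the data were examined, although the values of Table 1 had been read by then. Named genes are every gene that the study names for its arrays, the 10 largest rises and 10 largest falls of each comparison with an adjusted p under 0.05 and the arrays of the groups fully apart, as far as they have a name, and up to 4 members of each list. Of 278 calls of named genes outside the interactions, 276 have the 3 arrays of one group all above the 3 of the other, and the exceptions are *ZAT12* and *SUFE2* under MV in *pad2-1*. For the genes taken from the 10 largest changes this separation was a condition of being named, so the count says nothing about them.

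There were 26 lists with 443 members, of which 95 were measured. The 14 lists with 3 or more measured members were tested with camera of limma at its preset correlation between genes of 0.01, and again with an estimated correlation. They are aliphatic glucosinolates, flavonoids and anthocyanins, phenylpropanoids, antioxidant and oxidative stress genes, sulfur assimilation and glutathione, GSTs, detoxification UGT genes, heat shock, JA, ABA, early stress transcription factors, cell wall modification, senescence, and sugar and starch. Another 9 lists had 1 or 2 measured members, namely indolic glucosinolates, phosphate starvation, sulfur deficiency, iron deficiency, photosynthesis, light response, pectin methylesterases, clock and root markers. The lists of ferritins, of salicylate and camalexin defence and of floral transition had none.

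The alternatives were the arrays of the groups compared alone, the 50% of probe sets with the lower mean left out, each array shifted to the same median, a variance prior with trend and robust estimation, the replicate number as a block, each array left out in turn, no minimum fold for counts, and the estimated correlation for lists. The same steps were tested on simulated data with the spread of these arrays. At an adjusted p under 0.05 from limma, with the right sign and without the minimum fold of the counts, changes of a log2 size of 1 were recovered in 96 to 100% and of a size of 2 in 100%, with 8 to 19 unchanged probe sets called per comparison. The median fitted size of the former was 0.99 to 1.01, so that a minimum log2 size of 1 would leave many of them out. A simulated list of 12 members shifted by 0.5 was found in each comparison, and 0 of 13 unchanged lists were called. The simulated probe sets were drawn independently of each other, so these lists say nothing about false calls among members that vary together. In the measured lists the estimated correlation differed, with 0.612 for heat shock and -0.0316 for sugar and starch (MV against control in WT).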

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

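The tests of whether 1 array sets the difference, for heat shock and iron-deficiency genes, and of the time of day, for iron-deficiency genes, were chosen after these results were seen, and the other tests were written down before.

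Whole comparisons were set against other splits of the arrays. For each of the 7 comparisons of 2 groups, 1 of the 10 splits of the 6 arrays into 3 and 3, the real one, called as many probe sets, and the highest count of any other split was 0, or 4 for *pad2-1* against WT under P-lim. With 10 splits a share under 0.05 cannot be reached. The responses of the genotypes differed by the interaction test for 376 probe sets under MV and 165 under P-lim. Of 100 splits that exchange the genotypes within a treatment, 4 called as many in each case, the real one included, which is a share of 0.04. The other 3 in each case leave the genotypes of the control arrays in place and reach 959 under MV and 521 under P-lim, which follows from the structure of the samples, and 82 and 78 of the 100 splits call none. The genotypes differ under control already (1444 probe sets with no minimum fold). Exchanging them thus does not give arrays that lack only the interaction, and the share of 0.04 cannot decide about chance. Leaving out 1 array moved the count under MV to 240 (without *pad2-1* control replicate 2). Under P-lim it moved to 102 and 100 (without WT control replicates 1 and 2), 104 and 96 (without WT P-lim replicates 2 and 3) and 90 (without *pad2-1* P-lim replicate 2).

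The MV responses of 17 named genes differed between the genotypes by the interaction test with a log2 size of 1 or more. The response was lower in *pad2-1* for *AKR4C9* (-1.44), *SUFE2* (-1.15), *HOP3* (-1.34), *UGT73C1* (-1.24), *HSP17.6B* (-2.59), *UPOX* (-1.73), *HSP23.5* (-3.53), *HSP17.6C* (-2.09), *ROF2* (-1.40), *AT2G41730* (-4.11), *AT1G71000* (-2.69), which encodes a DnaJ chaperone, and *AT3G19680* (-1.27). It was higher in *pad2-1* for *STZ* (1.79), *BCAT4* (1.13), *AT3G07350* (2.05), *AT2G20670* (1.27) and *AT4G27280* (1.09), an EF-hand gene. *HOP3*, *HSP17.6C* and *AT1G71000* were near the background in WT control (3.3, 3.3 and 3.08), so a fall in WT under either stress could hardly be measured. The calls of *SUFE2* (adjusted p = 0.0515 to 0.068 from limma), *UGT73C1* (0.0537 to 0.0554) and *AT4G27280* (0.0546 to 0.0846) are lost without single arrays. These are WT control replicates 2 and 3, *pad2-1* control replicate 2, WT MV replicate 2 and *pad2-1* MV replicate 2 for *SUFE2*, and WT control replicate 1, *pad2-1* control replicate 2 and *pad2-1* MV replicate 2 for *UGT73C1*. For *AT4G27280* they are WT control replicate 3, *pad2-1* control replicates 1 and 2, WT MV replicates 1 and 3 and *pad2-1* MV replicates 2 and 3. With only the arrays of the groups compared in the fit the call of *SUFE2* is lost as well (0.0514), and with trend and robust estimation those of *HOP3* (0.0535), *HSP17.6C* (0.0529) and *AT4G27280* (0.089).

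The P-lim responses of 12 named genes differed in the same way. The response was lower in *pad2-1* for *AKR4C9* (-2.35), *SUFE2* (-1.14), *HSP17.6B* (-2.865), *UPOX* (-1.59), *HSP23.5* (-3.17), *HSP17.6C* (-2.03), *ROF2* (-1.07), *AT2G41730* (-3.40), *AT1G71000* (-2.63) and *AT3G19680* (-1.96), and higher for *BGLU28* (2.04), a beta-glucosidase gene induced by sulfur deficiency, and *AT3G07350* (2.20). The call of *SUFE2* is lost (adjusted p = 0.0555 to 0.104 from limma) without any 1 of the 12 arrays of the 4 groups other than *pad2-1* control replicate 3 and *pad2-1* P-lim replicate 3. The call of *HSP17.6C* is lost (adjusted p = 0.0541 to 0.0838 from limma) without any 1 of the WT control replicates, *pad2-1* control replicate 2, WT P-lim replicates 2 and 3 and *pad2-1* P-lim replicates 1 and 2. Both calls are also lost with only the arrays of the groups compared in the fit (0.0795 and 0.0586) and with trend and robust estimation (0.0677 and 0.0875).

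Genes that the study does not discuss changed by a log2 size of 2 or more in both genotypes. The glutaredoxin-family genes *AT3G62950* (-2.78 in WT and -2.32 in *pad2-1*) and *AT4G15660* (-2.44 and -2.40) fell under MV, and *AT3G62950* also fell under P-lim (-2.71 and -2.35). Under P-lim, *AT3G49160* (3.89 and 4.25), *AT5G20790* (2.69 and 3.52) and *AT3G43670* (2.08 and 2.84) rose. *AT1G47400* (-5.83 and -6.85), which encodes a peptide of the iron-deficiency response, *AT5G05250* (-4.86 and -4.94), *AT3G56360* (-3.61 and -3.54) and *AT1G44970* (-2.37 and -2.50) fell. The call of *AT1G44970* in WT is lost without WT control replicate 3 (adjusted p = 0.0799 from limma) and with trend and robust estimation (0.0506). Against WT, *HSP23.5* was higher in *pad2-1* by 4.72, 1.19 and 1.55 under control, MV and P-lim, and *QQS* by 3.31, 2.94 and 2.95.

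The heat shock genes are higher in *pad2-1* than in WT under the control condition, and lower in *pad2-1* under both stresses than in control *pad2-1* plants. A single array does not account for this, since with each array left out the median of the list keeps a log2 size of at least 0.97 in all 3 comparisons. Chance values of the *pad2-1* control arrays, which the comparisons share, do not account for it either, since with different *pad2-1* control arrays on the 2 sides the median under MV or P-lim reaches -0.71 at most over 6 assignments. Growth or harvest conditions of the *pad2-1* control plants cannot be told apart from the genotype, because *GI* (0.13 against WT) is the only measured gene of the clock list. A constitutive stress response to low glutathione, which the design names through the genotype, stays open and was not tested beyond these comparisons.

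The iron-deficiency genes *bHLH101* and *PYE* are lower under P-lim in both genotypes. A single array does not account for this, since the smallest fall of either gene with an array left out is -2.01. The time of day at harvest cannot be told apart from P-lim, because *GI*, the only measured gene of the clock list, itself changed by -0.81 in WT. A response to the lower phosphate supply, the treatment in the design, stays open.

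Of the probe sets higher in *pad2-1* under the control condition, 36 also rose in WT under P-lim (0.536 expected for independent lists), and these comparisons subtract the same WT control arrays, so part of the excess may come from the shared controls. The covariance of the 2 sets of log2 changes is 0.0181, and unchanged groups simulated against shared controls give 0.0037. Chance values of the shared arrays do not account for all of it, since with different WT control arrays on the 2 sides the covariance is at least 0.0137 over 6 assignments, above the highest simulated value of 0.0041. A difference common to all WT control arrays would remain with any assignment, so these assignments cannot decide about it. A response of WT to P-lim that *pad2-1* shows without stress stays open as a biological explanation and was not tested further.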

How the results depend on the processing

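With no minimum fold, the probe sets called higher and lower were 1815 and 1265 under MV and 1120 and 974 under P-lim in WT, and 946 and 875, then 1497 and 1190, in *pad2-1*. In *pad2-1* against WT they were 833 and 611 under control, 533 and 641 under MV and 716 and 491 under P-lim. The majority thus turned from lower to higher under MV in *pad2-1* (37 and 79 with the minimum fold) and from higher to lower in *pad2-1* against WT under MV (56 and 30). With the 50% of probe sets of lower mean left out, so that fewer were tested, the counts that moved were 56 higher under MV in WT (87 of all, with 62 lower in place of 81), 24 higher (37) and 41 lower (79) under MV and 53 higher (105) and 56 lower (100) under P-lim in *pad2-1*, so that the majority turned from higher to lower under MV in WT and under P-lim in *pad2-1*, as it did with each array at the same median (81 and 85, 100 and 103). In *pad2-1* against WT they were 84 higher (131) and 4 lower (9) under control, 15 lower (30) under MV, and 36 higher (75) and 0 lower (4) under P-lim. Overlaps under MV fell to 12 higher (22) and 15 lower (23). In limma, 579 of the remaining 11373 were lower in *pad2-1* than in WT under P-lim at an adjusted p under 0.05 without a minimum fold. With an estimated correlation camera did not call the aliphatic glucosinolate list in *pad2-1* under MV (0.0746) or P-lim (0.218), nor against WT under MV (0.161). That setting raises the variance of the list mean where the members vary together. For this list the estimate was 0.415 (MV against control in WT), against the preset 0.01.

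Leaving out 1 array moved the higher count under MV in *pad2-1* to between 23 (without *pad2-1* control replicate 1) and 44, the MV interaction to between 240 and 444 and the P-lim interaction to between 90 and 237. The aliphatic list in *pad2-1* under P-lim ranged from 0.0086 to 0.0596 (not called without *pad2-1* control replicate 1) and the JA list from 0.0302 (called without *pad2-1* control replicate 2) to 0.559. The cause was not tested. The other counts stayed within 1.5 times. Of 924 results of lists with 1 array left out, 18 were no longer called and 21 newly called. No call of a gene or list turned its direction. Of 608 values of named genes, 324 are calls, and 241 of these held with each array left out. Calls of named genes ended or began in 41 and 12 cases with only the arrays of the groups compared, 28 and 1 with trend and robust estimation, 7 and 3 with each array at the same median, and 0 and 6 (of 303) with the lower 50% left out. Of 126 list results, 28 were no longer called with an estimated correlation. The share of higher calls moved by under 10 points with any scaling.

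The replicate numbers do not pair the arrays. Deviations of same-numbered arrays from their group means correlate with a mean r of -0.0099 (-0.1846 to 0.1765), differently numbered ones with 0.005, and 4 of 18 arrays correlate best with their own number. The replicate block gave 328 calls for the MV and 140 for the P-lim interaction and changed 13 and 1 calls of named genes (ended and begun) and none of lists. Signal near the background limits the arrays, since RMA compresses the folds of dim probe sets.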

Differences from the paper's values

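None of the values that the study states for its counts differs from the values here by the rule used. Of 161 values of Table 1, the largest difference is 0.0499, which rounding to 1 decimal allows, and the 384 lines of Table S3 that were read differ by at most 4.45e-06.

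Marks of significance differ in 26 of the 161 cells of Table 1. In 24 cells without a mark the adjusted p from limma is under 0.05 here, all in the first 8 genes of the table, *AKR4C9*, *NAC032*, *CYP707A3*, *ERF5*, *MYB51*, *NCED3*, *SAG21* and *WRKY33*, which carry only the mark for a fold of 2 or more. The other 2 are *SQD1* under P-lim in *pad2-1* and *ZAT12* in *pad2-1* against WT under MV, marked as a fold of 2 or more there and with log2 fold changes of 0.963 and 0.9995 here. No cell with a mark has an adjusted p of 0.05 or more.

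The study states that genes of ABA metabolism were induced under P-lim in *pad2-1*. Of the 7 measured members of the list of ABA metabolism and response, 5 fell (list adjusted p = 1.18e-05 from limma's camera test). The metabolism genes *NCED3* and *CYP707A3* were among those that fell, and the list also holds response genes such as *RD29A* and *LTI30*. It states the same of JA genes, and none of 3 passed the test in limma (list adjusted p = 0.22), although the list is called without *pad2-1* control replicate 2 (0.0302). It states that phenylpropanoid genes responded to P-lim in *pad2-1*, and none of 3 measured members passed (list adjusted p = 0.941). These lists differ in their members from the MapMan groups of the study. The measured genes are also only a part of the 21 ABA, 26 JA and 18 phenylpropanoid genes of the lists, so the study's groups may behave otherwise.

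Cell wall modification and pectin esterases are stated to stand out under P-lim in WT alone. Of the cell wall genes 1 of 4 passed in WT (*EXPA8*) and 3 of 4 in *pad2-1* (*EXPA8*, *XTH19* and *XTH33*), and of the pectin methylesterases 0 and 1 of 2 (*PME17* in *pad2-1*). The calls of *XTH19*, *XTH33* and *PME17* are each lost without 2 or more single arrays, among them *pad2-1* P-lim replicate 3 (adjusted p = 0.0577 to 0.144 from limma), and those of *XTH33* and *PME17* with only the arrays of the groups compared in the fit (0.0557 and 0.0842). Under P-lim, *AKR4C9* is named as higher in *pad2-1* than in WT, and *NAC032* was higher there as well (0.83, adjusted p = 9.58e-07 from limma). ABA and mild osmotic stress genes are stated to be largely unaltered apart from *SAG21* and *WRKY33*. Of the other 4 such genes of Table 1, *NCED3* and *ERF5* passed limma's test in 3 of 4 stress comparisons each, *CYP707A3* in 2 and *MYB51* in none, and each of the 4 in 1 of 3 comparisons with WT. All of these changes are under a log2 size of 1 (0.9659 at most), and 7 of the 8 stress calls and 2 of the 4 calls against WT held with each array left out. *ABF4* and *RD29B* did not pass in any stress comparison.

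The study states that *SQD2* rose under P-lim in *pad2-1* and not in WT. It did not pass in WT here either (0.39, adjusted p = 0.165 from limma), but passed with only the arrays of the groups compared (0.0149), an alternative set before the data were examined. According to the study, *DFR* rose under MV in both genotypes. In WT it did (1.62), and in *pad2-1* it had 0.66 (adjusted p = 0.197 from limma), which no other fit and no left-out array turned into a call. Adjusted over the flavonoid list alone, however, *DFR* was called higher there.

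The study states that *SUFE2* alone changed among sulfur assimilation genes. *GR1* was higher and *ATPS3*, *ATPS4* and *SIR* were lower in *pad2-1* than in WT under the control condition (0.56, -0.36, -0.48 and -0.25, adjusted p = 1.61e-05, 0.000577, 0.00369 and 0.0204 from limma), and no gene but *SUFE2* reached a log2 size of 1 there. *DREB1A*, *DREB1B*, *DREB1C* and *DREB2A* are stated to rise somewhat in *pad2-1* and not in WT. Under MV in *pad2-1* *DREB1A* and *DREB1B* rose, *DREB1C* did not pass (0.16, adjusted p = 0.313 from limma) but did without *pad2-1* MV replicate 1 (0.0499), and *DREB2A* fell under both stresses. Against WT under MV all 4 were higher in *pad2-1*, and under P-lim *DREB2A* alone. Single arrays decide the calls against WT of *DREB1C* (lost without WT MV replicates 2 or 3 or *pad2-1* MV replicates 2 or 3, adjusted p = 0.0808 to 0.181 from limma, and with only the arrays of the groups compared, 0.151) and of *DREB2A* (lost under MV without WT MV replicate 2 or *pad2-1* MV replicates 2 or 3, 0.0659 to 0.0852, and under P-lim without WT P-lim replicates 1 or 3 or *pad2-1* P-lim replicates 1 or 2, 0.0754 to 0.129).

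For *ZAT12* and *STZ* the study states a rise in *pad2-1* under both stresses. Against control *pad2-1* plants *ZAT12* fell under both (under MV not without *pad2-1* control replicate 1, adjusted p = 0.0522 from limma, nor with only the arrays of the groups compared, 0.0889) and *STZ* fell under P-lim and did not pass under MV (0.07, adjusted p = 0.917 from limma). Against WT, *STZ* was higher in *pad2-1* under both (under P-lim not without WT P-lim replicate 2 or *pad2-1* P-lim replicate 3, 0.0685 and 0.0713) and *ZAT12* under MV. Under P-lim *ZAT12* did not pass (0.59, adjusted p = 0.0952 from limma) but did with only the arrays of the groups compared (0.0419).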

Other observations

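Genes of sugar and starch metabolism rose under MV. Of 3 measured members, *BAM5* and *APL3*, a subunit of the enzyme that makes ADP-glucose for starch, rose in WT and none fell (2 and 0 when adjusted over the list alone), and *BAM5* and *APL4*, another such subunit, rose in *pad2-1* (3 and 0 when adjusted over the list alone). *APL3* rose by 0.85 in WT (adjusted p = 7.8e-05 from limma) and *APL4* by 0.44 in *pad2-1* (adjusted p = 0.0089), a call that is lost with only the arrays of the groups compared in the fit (0.0901). The list had an adjusted p of 0.0104 in WT and 0.00187 in *pad2-1* from limma's camera test (adjusted p = 0.0442 and 0.0251 with an estimated correlation). *BGLU28*, the only measured member of the sulfur deficiency list, rose in *pad2-1* under P-lim by 2.97 and under MV by 1.15 (adjusted p = 3.44e-07 and 0.00717 from limma), and in WT under P-lim by 0.92 (adjusted p = 0.0255). As a single gene it does not stand for a sulfur deficiency response. It was higher in *pad2-1* than in WT by 0.90, 1.45 and 2.94 under control, MV and P-lim (adjusted p = 0.0391, 0.00153 and 2.53e-06 from limma). The call of *BGLU28* in WT under P-lim is lost when any 1 array of WT control replicates 1, 2 and 3 and WT P-lim replicate 3 is left out (adjusted p = 0.0626 to 0.156 from limma), and also with trend and robust estimation (0.0738). The call of *BGLU28* in *pad2-1* against WT under the control condition is lost when any 1 array of WT control replicates 1, 2 and 3 and *pad2-1* control replicates 2 and 3 is left out (adjusted p = 0.0966 to 0.206 from limma), and also with only the arrays of the groups compared in the fit (0.0701) or with trend and robust estimation (0.102).

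*HYH*, a bZIP factor of light signalling, was higher in *pad2-1* than in WT in each condition, by 1.00, 0.65 and 0.74 under control, MV and P-lim (adjusted p = 0.000195, 0.0123 and 0.0052 from limma). The call of *HYH* in *pad2-1* against WT under MV is lost when any 1 array of WT MV replicate 2 and *pad2-1* MV replicate 3 is left out (adjusted p = 0.0561 to 0.0654 from limma). *LHCB4.1*, an antenna protein of photosystem II and the only measured gene of the photosynthesis list, did not pass in any comparison, with log2 fold changes between -0.09 and 0.06. *AT2G41730* was higher in *pad2-1* under the control condition by 4.38 (adjusted p = 1.51e-09 from limma), measured with a probe set that may also bind related transcripts. Of the root markers, *BGLU23* was also higher in *pad2-1* than in WT under P-lim, by 0.53 (adjusted p = 0.0332 from limma), and *EXPA7*, an expansin of root hairs, did not pass in any comparison. The call of *BGLU23* in *pad2-1* against WT under P-lim is lost when any 1 array of WT P-lim replicates 1 and 3 and *pad2-1* P-lim replicates 1, 2 and 3 is left out (adjusted p = 0.0567 to 0.142 from limma), and also with trend and robust estimation (0.0791). The MV and P-lim responses, which share their controls, had 23 higher and 36 lower probe sets in common in WT (0.356 and 0.253 expected for independent lists), and 19 higher and 44 lower in *pad2-1* (0.171 and 0.347 expected), and part of the excess may come from the shared controls. Their log2 changes had a covariance of 0.0247 in WT and 0.025 in *pad2-1*, against 0.0037 for unchanged groups simulated with shared controls. Of the probe sets higher in *pad2-1* under the control condition, 14 also rose in WT under MV (0.501 expected). Both comparisons subtract the same WT control arrays, so part of this excess may come from them too, and the covariance was 0.0132 against the same simulated 0.0037.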
